# Interplay of BAF and MLL4 promotes cell type-specific enhancer activation

**DOI:** 10.1038/s41467-021-21893-y

**Published:** 2021-03-12

**Authors:** Young-Kwon Park, Ji-Eun Lee, Zhijiang Yan, Kaitlin McKernan, Tommy O’Haren, Weidong Wang, Weiqun Peng, Kai Ge

**Keywords:** Cell biology, Development, Epigenetics, Gene expression, Gene regulation

## Abstract

Cell type-specific enhancers are activated by coordinated actions of lineage-determining transcription factors (LDTFs) and chromatin regulators. The SWI/SNF chromatin remodeling complex BAF and the histone H3K4 methyltransferase MLL4 (KMT2D) are both implicated in enhancer activation. However, the interplay between BAF and MLL4 in enhancer activation remains unclear. Using adipogenesis as a model system, we identify BAF as the major SWI/SNF complex that colocalizes with MLL4 and LDTFs on active enhancers and is required for cell differentiation. In contrast, the promoter enriched SWI/SNF complex PBAF is dispensable for adipogenesis. By depleting BAF subunits SMARCA4 (BRG1) and SMARCB1 (SNF5) as well as MLL4 in cells, we show that BAF and MLL4 reciprocally regulate each other’s binding on active enhancers before and during adipogenesis. By focusing on enhancer activation by the adipogenic pioneer transcription factor C/EBPβ without inducing cell differentiation, we provide direct evidence for an interdependent relationship between BAF and MLL4 in activating cell type-specific enhancers. Together, these findings reveal a positive feedback between BAF and MLL4 in promoting LDTF-dependent activation of cell type-specific enhancers.

## Abstract (web summary)

The SWI/SNF complex BAF and the histone H3K4 methyltransferase MLL4 (KMT2D) play critical roles in enhancer activation, however the interplay between them has remained unclear. Here the authors show that BAF and MLL4 are interdependent in promoting enhancer activation by lineage-determining transcription factors during adipogenesis.

## Introduction

Throughout development, chromatin architecture undergoes dynamic changes that are critical for promoting appropriate cell type-specific enhancer activation and gene expression. These changes are coordinated by the action of transcription factors (TFs) and epigenomic regulators, including ATP-dependent chromatin remodeling complexes, which modulate chromatin accessibility and gene expression through the mobilization of nucleosomes^1,2^. The large multi-subunit SWItch/Sucrose Non-Fermentable (SWI/SNF) chromatin remodeling complexes have been shown to play a crucial role in cellular and tissue development^1^. SWI/SNF mutations are also frequently associated with human diseases, including over 20% of cancers and a variety of neurodevelopmental disorders^3,4^.

Mammalian SWI/SNF complexes exist in three different isoforms with distinct subunit compositions: BRG1/BRM-associated factor (BAF), polybromo-associated BAF (PBAF), and non-canonical GLTSCR1L-containing BAF (GBAF, also known as ncBAF)^5,6^. All three complexes contain an ATPase catalytic subunit, either SMARCA4 (BRG1) or SMARCA2 (BRM), and an initial core, composed of SMARCC1 (BAF155), SMARCC2 (BAF170), and SMARCD1/D2/D3 (BAF60A/B/C)^5,7^. The BAF complex contains SMARCB1 (SNF5, INI1, or BAF47), SMARCE1 (BAF57), and SS18 and BAF-specific subunits ARID1A/B (BAF250A/B) and DPF1/2/3 (Fig. 1a). Like BAF, PBAF complex also consists of the initial core, SMARCB1 and SMARCE1 as well as PBAF-specific subunits PHF10, ARID2 (BAF200), BRD7, and PBRM1. The recently characterized GBAF is a smaller complex containing SMARCA4 or SMARCA2, the initial core, SS18, and GBAF-specific subunits GLTSCR1/L and BRD9^5–7^. These three distinct complexes exhibit different genomic localization patterns. BAF primarily binds on enhancers^8–10^. Conversely, PBAF is more localized on promoter regions, and GBAF binding sites are enriched with the CTCF motif^11,12^.

**Fig. 1:**
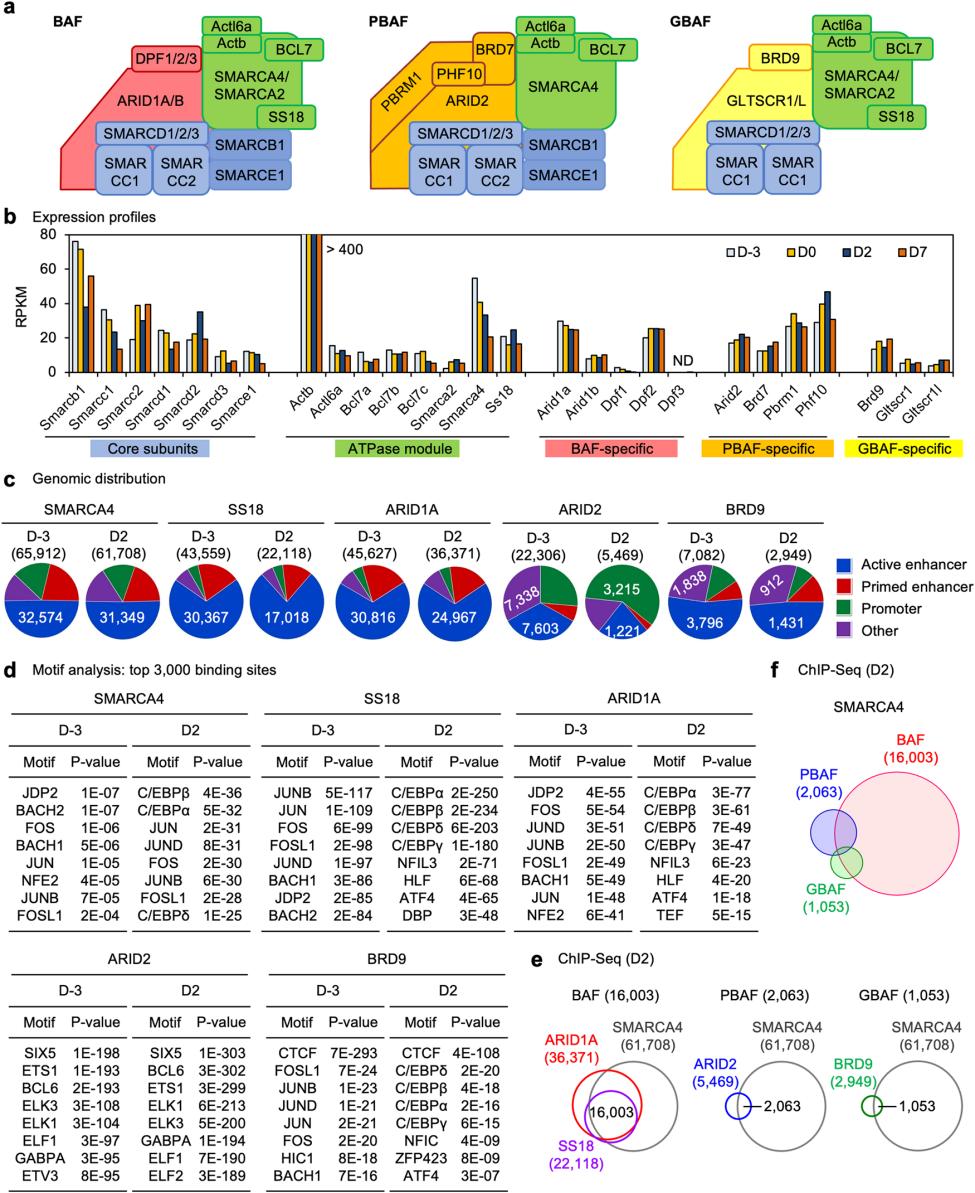
Expression and genomic binding of SWI/SNF subunits in adipogenesis. **a** Schematic of subunits in SWI/SNF complexes BAF, PBAF and GBAF (ncBAF). **b** Expression profiles of SWI/SNF subunits in adipogenesis of immortalized brown preadipocytes (*n* = 1). Published RNA-Seq data sets were used (GSE74189)^18^. D-3, day -3. D2, day 2. Expression profiles of SWI/SNF subunits in adipogenesis of 3T3-L1 white preadipocytes and a different brown preadipocyte cell line are presented in Supplementary Fig. 1a. **c** Genomic distributions of SMARCA4 (BRG1), SS18, BAF-specific ARID1A, PBAF-specific ARID2 and GBAF-specific BRD9 before (D-3) and during (D2) adipogenesis of brown preadipocytes were determined by ChIP-Seq. Promoters were defined as transcription start sites ±1 kb. Active enhancers were defined as H3K4me1^+^ H3K27ac^+^ promoter-distal regions. Primed enhancers were defined as H3K4me1^+^ H3K27ac^−^ promoter-distal regions. Numbers of binding sites are indicated. **d** Motif analysis of SWI/SNF subunits binding regions at D-3 and D2 of adipogenesis using SeqPos motif tool. Top 3,000 significant binding regions were used. **e** Venn diagrams depicting genomic binding of SMARCA4, SS18, ARID1A, ARID2 and BRD9 at D2 of adipogenesis. BAF, PBAF, and GBAF binding sites were defined as SMARCA4^+^ SS18^+^ ARID1A^+^, SMARCA4^+^ ARID2^+^, and SMARCA4^+^ BRD9^+^ regions, respectively. **f** Venn diagram depicting genomic binding of BAF, PBAF and GBAF at D2 of adipogenesis.

Enhancers are *cis*-acting regulatory regions containing TF binding sites and are responsible for facilitating cell type-specific gene expression through communication with promoters^13^. Enhancers are marked by H3K4 mono-methylation (H3K4me1), which is primarily placed by the partially redundant H3K4 methyltransferases MLL3 (KMT2C) and MLL4 (KMT2D)^14,15^. Along with H3K4me1, active enhancers are further marked with histone acetyltransferases CBP/p300-catalyzed H3K27 acetylation (H3K27ac)^16,17^. MLL3 and MLL4 are required for enhancer activation and cell type-specific gene expression during cell differentiation^14^. Specifically, MLL3/MLL4 controls enhancer activation by facilitating CBP/p300 binding on enhancers^18^. MLL3 and MLL4 are essential for embryonic development as well as the development of multiple tissues, including adipose and muscle^14,19,20^.

Of the three SWI/SNF complexes, BAF primarily interacts with enhancer regions. Recent studies have demonstrated that BAF is required for enhancer activation^8–10^. Following the deletion of BAF catalytic subunit SMARCA4 and core subunit SMARCB1, H3K27ac levels on enhancers are decreased, and enhancers fail to be activated. The deletion of SMARCB1 results in the destabilization of the BAF complex on the genome. BAF-specific subunit ARID1A also plays a major role in BAF-mediated enhancer activation. Particularly, the loss of ARID1A has been shown to diminish BAF complex occupancy on enhancers^21^. SMARCA4 interacts with LDTFs including the adipogenic pioneer factor C/EBPβ and is required for adipogenesis^22–25^. Although the BAF complex plays an essential role in enhancer activation and development, many questions remain regarding how it interacts with other epigenomic regulators during enhancer activation.

In this study, we evaluated the interrelationship between BAF and MLL4 on cell type-specific enhancers using adipogenesis and the pioneer factor C/EBPβ-mediated enhancer activation as model systems. Loss of SWI/SNF subunits in cells and mice provides evidence that BAF, but not PBAF, is critical for enhancer activation, adipogenesis and adipocyte gene expression. Given that MLL4 is similarly important for enhancer activation, cell differentiation and cell type-specific gene expression, we investigated the relationship between BAF and MLL4 before and during adipogenesis, revealing that BAF and MLL4 colocalize with LDTFs on active enhancers and facilitate enhancer activation in an interdependent manner. We further uncover the reciprocal regulation between BAF and MLL4 in adipogenic pioneer TF C/EBPβ-mediated enhancer activation.

## Results

### Expression and genomic binding of SWI/SNF subunits in adipogenesis

To explore the role of each SWI/SNF complex in cell differentiation and cell type-specific enhancer activation, we used differentiation of preadipocytes towards adipocytes (adipogenesis) as a model system. We first explored the expression profiles of SWI/SNF subunits at four key time points in adipogenesis: actively growing preadipocytes (day −3, D-3), over-confluent preadipocytes before the induction of differentiation (day 0, D0), immature adipocytes during differentiation (day 2, D2), and adipocytes after differentiation (day 7, D7)^18^. By RNA-Seq analysis, we found that all SWI/SNF subunits except *Dpf3*, a BAF-specific subunit, were expressed in adipogenesis. The expression levels of SWI/SNF subunits were largely invariant from D-3 to D7. Among the two enzymatic subunits, *Smarca4* was expressed at significantly higher levels than *Smarca2* throughout the differentiation (Fig. 1b and Supplementary Fig. 1a).

Next, we performed ChIP-Seq analyses to profile genomic localizations of BAF, PBAF, and GBAF complexes before (D-3) and during (D2) adipogenesis. We chose the enzymatic subunit SMARCA4, SS18, BAF-specific subunit ARID1A, PBAF-specific subunit ARID2 and GBAF-specific subunit BRD9. Each subunit exhibited a differentiation stage-specific genomic binding (Supplementary Fig. 1b). ChIP-Seq identified distinct genomic distribution of each subunit in four types of regulatory elements: active enhancer (AE), primed enhancer, promoter and other regions defined as in our previous report^14^. SMARCA4 binding sites were distributed in all types of regulatory elements, but primarily on primed enhancers and AEs. While SS18 and ARID1A binding sites were mainly located on AEs, PBAF-specific ARID2 was strongly enriched on promoter regions especially during adipogenesis. GBAF-specific BRD9 binding sites were enriched on AEs and other regions (Fig. 1c and Supplementary Fig. 1c). By motif analysis of the top 3,000 binding sites of each subunit, we found that SMARCA4, SS18 and ARID1A binding regions were enriched with motifs of AP-1 family TFs Jdp2, JunD and Jun in preadipocytes (D-3), but with motifs of adipogenic TFs such as C/EBPα, C/EBPβ, and ATF4 during adipogenesis (D2). ARID2 and BRD9 binding regions were selectively enriched with motifs of ETS family TFs and CTCF, respectively (Fig. 1d and Supplementary Fig. 1d). These results demonstrate the distinct targeting of each complex in adipogenesis: BAF to enhancers, PBAF to promoters and GBAF to CTCF sites.

Further, we defined confident genomic binding regions of BAF (16,003), PBAF (2,063) and GBAF (1,053) at D2 of adipogenesis by selecting overlapping binding sites between SMARCA4 and complex-specific subunits (Fig. 1e and Supplementary Fig. 1e). Even though SS18 was reported as a common subunit in BAF and GBAF complexes, the majority of SS18 genomic binding sites (20,257/22,118) overlapped with those of BAF-specific ARID1A, and only a small fraction (791/22,118) overlapped with those of GBAF-specific BRD9. Among 17,165 SWI/SNF-associated SMARCA4 binding regions, BAF (16,003) exhibited substantially greater genomic occupancy than PBAF (2,063) and GBAF (1,053) during adipogenesis (Supplementary Fig. 1e). Only a small subset (1,504/16,003, 9.4%) of BAF binding sites overlapped with those of PBAF or GBAF (Fig. 1f). These findings suggest that among the three SWI/SNF complexes, BAF is the major regulator of enhancers in adipogenesis.

### BAF, but not PBAF, is required for adipogenesis

To address the functions of SWI/SNF complexes in adipogenesis, we first depleted endogenous SMARCA4, the catalytic ATPase subunit, using the auxin-inducible degron (AID) system^26^. Primary brown preadipocytes were isolated from newborn pups of *Smarca4*^AID/AID^ mice, which were generated using CRISPR-mediated insertion of an AID tag in the C-terminus of endogenous *Smarca4* alleles. Cells were immortalized and infected with a retroviral vector expressing the Myc-tagged auxin receptor Tir1. In the presence of auxin, Tir1 binds to the AID tag and induces proteasome-dependent degradation of endogenous SMARCA4 (Fig. 2a). As shown in Fig. 2b, auxin induced a rapid Tir1-dependent depletion of endogenous SMARCA4 protein within 4 h. Depletion of SMARCA4 prevented the appearance of lipid droplets, indicating that SMARCA4 is essential for adipogenesis in cell culture (Fig. 2c).

**Fig. 2:**
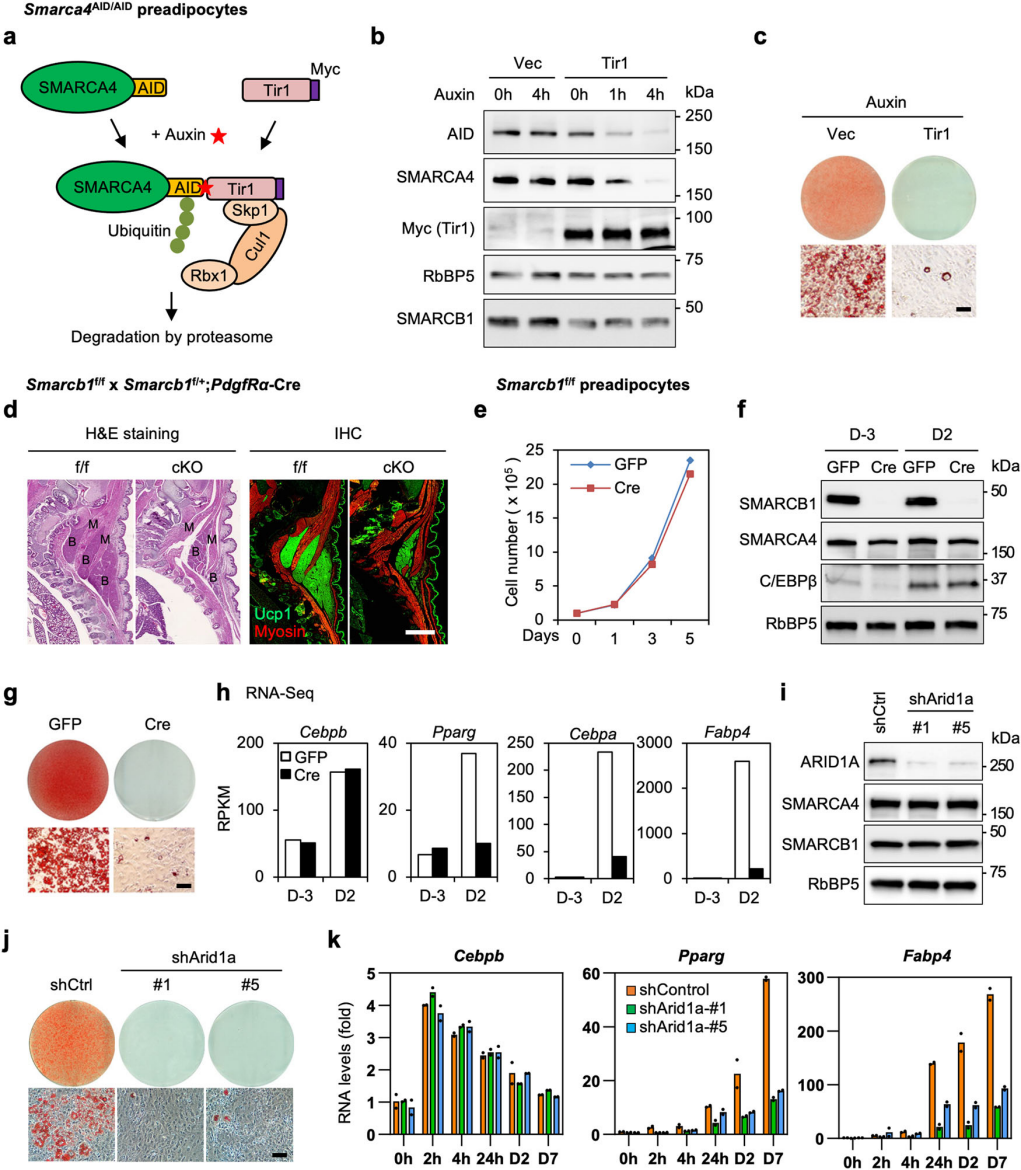
BAF subunits SMARCA4, SMARCB1 and ARID1A are required for adipogenesis. **a**–**c** Depletion of SMARCA4 by auxin-inducible degron (AID) system inhibits adipogenesis. SV40T-immortalized *Smarca4*^AID/AID^ brown preadipocytes were infected with retroviruses expressing Tir1 or vector (Vec), and then treated with auxin for indicated times. **a** A schematic illustration of the auxin-induced depletion of endogenous SMARCA4 protein in Tir1-expressing *Smarca4*^AID/AID^ cells. TIR1, transport inhibitor response 1; Cul1, Cullin-1; Rbx1, RING-box protein 1; Skp1, S-phase kinase-associated protein 1. **b** Western blot analyses using antibodies indicated on the left. RbBP5 was used as a loading control. *n* = 3 biological replicates. **c** Oil Red O staining at day 7 (D7) of adipogenesis. Cells were treated with auxin throughout the differentiation. *n* = 2 biological replicates. Scale bar = 50 μm. **d** SMARCB1 is essential for brown adipogenesis in vivo. Sections of the interscapular area of E18.5 Smarcb1^f/f^ (f/f) and *Smarcb1*^f/f^;*PdgfRα-Cre* (cKO) embryos were stained with H&E (left panels) or with antibodies recognizing brown adipose tissue (BAT) marker Ucp1 (green) and skeletal muscle marker Myosin (red) (right panels). B, BAT; M, muscle. Scale bar = 1 mm. *n* = 2 biological replicates. **e**–**h** SMARCB1 is essential for adipogenesis in culture. SV40T-immortalized *Smarcb1*^f/f^ brown preadipocytes were infected with adenoviral GFP or Cre, followed by adipogenesis assays. **e** Deletion of *Smarcb1* does not affect cell growth rates of immortalized brown preadipocytes. 1 ×10^5^ preadipocytes were plated and the cumulative cell numbers were determined for 5 days (*n* = 2). Data are presented as mean values ± std. dev. **f** Before (D-3) and during (D2) adipogenesis, nuclear extracts were analyzed by Western blot using indicated antibodies. *n* = 2 biological replicates. **g** Oil Red O staining at D7 of adipogenesis. *n* = 3 biological replicates. Scale bar = 50 μm. **h** Expression of *Cebpb*, *Pparg*, *Cebpa* and *Fabp4* before (D-3) and during (D2) adipogenesis was determined using RNA-Seq (*n* = 1). RPKM values indicate gene expression levels. **i**–**k** ARID1A is required for adipogenesis in culture. Immortalized *Smarcb1*^f/f^ brown preadipocytes were infected with lentiviral vectors expressing control (shCtrl) or *Arid1a* knockdown shRNA (shArid1a), followed by adipogenesis assays. **i** Western blot analysis of ARID1A in preadipocytes. *n* = 2 biological replicates. **j** Oil Red O staining at D7 of adipogenesis. *n* = 3 biological replicates. Scale bar = 50 μm. **k** qRT-PCR analysis of *Cebpb*, *Pparg*, and *Fabp4* expression at indicated time points of adipogenesis. Expression levels were normalized to *18* *S rRNA*. *n* = 2 biologically independent samples. Data are presented as mean values ± std. dev.

Next, we examined the role of SMARCB1 in adipogenesis. We generated a conditional knockout (cKO) of SMARCB1 in preadipocytes by crossing *Smarcb1*^f/f^ mice with *PdgfRα-Cre* mice. The *PdgfRα-Cre* transgene is expressed in most adipocyte precursor cells^27^. *Smarcb1* cKO mice (*Smarcb1*^f/f^;*PdgfRα-Cre*) died shortly after birth, presumably due to severe defects in cranial development (Supplementary Fig. 2a-d). Immunohistochemical analysis revealed that deletion of *Smarcb1* led to a severe reduction of interscapular brown adipose tissue (BAT) in E18.5 embryos (Fig. 2d and Supplementary Fig. 2e). Consistent with this phenotype, deletion of *Smarcb1* reduced the expression of adipogenesis markers *Pparg*, *Cebpa*, and *Fabp4* as well as BAT markers *Prdm16* and *Ucp1*, but not myogenesis markers (Supplementary Fig. 2f). These findings indicate that SMARCB1 is required for adipose tissue development in mice.

To understand how SMARCB1 regulates adipogenesis, we isolated and immortalized *Smarcb1*^f/f^ brown preadipocytes. Deletion of *Smarcb1* in immortalized brown preadipocytes did not affect growth rates (Fig. 2e). Consistent with previous data^9^, deletion of *Smarcb1* did not affect the expression of SMARCA4 nor the interaction between SMARCA4 and core subunit SMARCC2 (Fig. 2f and Supplementary Fig. 2g). However, deletion of *Smarcb1* blocked adipogenesis (Fig. 2g). 

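The RNA-Seq compared immortalized *Smarcb1* f/f brown preadipocytes infected with adenoviral GFP (control cells) or with adenoviral Cre, which deletes *Smarcb1* (KO cells). Poly(A) RNA was collected from growing preadipocytes at D-3 and from differentiating cells at D2. The differentiation medium contained 0.1 µM insulin and 1 µM dexamethasone according to the paper's methods, and 0.02 µM insulin and 2 µg/ml dexamethasone according to the sample labels. Each condition had 1 library, so none of the differences between conditions in this experiment has a replicate check. The authors aligned the reads to mm9, counted those on the exons of 29082 RefSeq transcripts and divided by exon length and library total to obtain RPKM. The library totals, as the paper's Reporting Summary lists them, were 13613907 reads for control and 12877211 for KO cells at D-3, and 12959464 and 15634743 at D2. At these totals, an RPKM of 1 on a transcript of 1 kb stands for 12.9 to 15.6 reads. Isoforms of a gene were listed separately, so the transcript with the highest summed RPKM was kept for each gene, which left 23109 genes and 8883482 to 11144291 counted reads per library. Intervals of fold changes are 95% Clopper-Pearson intervals of the split of a gene's reads between a pair of libraries, scaled by the library totals. They cover counting error only and compare the libraries, not the conditions. *Smarcb1* itself (NM_001161853, chromosome 10, 75359514 to 75384362) had an RPKM of 52.0 in control and 5.15 in KO cells at D-3, and of 48.7 and 8.71 at D2. Its RPKM in KO cells was 9.89% of control at D-3 (interval 8.05 to 12.1%) and 17.9% at D2 (15.4 to 20.7%).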

We performed RNA-Seq analysis before (D-3) and during (D2) adipogenesis. Using a 2.5-fold cut-off for differential expression, we defined 937 and 1,382 genes that were up- and down-regulated from D-3 to D2 of differentiation (Supplementary Fig. 2h). 

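Of the 11961 genes with an RPKM above 1 in at least 1 of the control libraries, 939 rose and 1377 fell by more than 2.5-fold from D-3 to D2, and 9645 did neither. The choice that moved these numbers most was the filter on RPKM. With no filter, 2152 genes rose and 3281 fell. The counting interval lay wholly past the cutoff for 562 of the up-regulated and 1039 of the down-regulated genes. In 100 draws of the reads with counting error alone, at most 55 genes rose and 52 fell past the cutoff. The median log2 change over the expressed genes was 0.12, with an interquartile range of 1.02. Among genes with reads in both libraries and an RPKM above 10 in the higher, the largest listed ratios of D2 to D-3 belonged to *Map7d2*, NM_001126490, *Fam107a*, *Igfbp2* and *Ren1*, which had 1 or 2 reads at D-3 and 586 to 1285 reads at D2. Against the floor of 3 reads *Map7d2* rose at least 431-fold and *Ren1* at least 205-fold, so the order of genes with so few reads is uncertain. The largest listed ratios in the other direction belonged to *Ankrd1*, *Ccn2*, *Fgd3*, *Slc1a6* and *Siglecg*, of which all but *Ccn2* had 1 read at D2. *Ccn2* fell from an RPKM of 753 to 0.771.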

Among the 937 up-regulated genes, 362 were induced in a SMARCB1-dependent manner. 

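Dependence was counted here for genes that were up-regulated in control cells and more than 2.5-fold lower in KO than in control cells at D2, which held for 361 of the 939 (38.4%). Counting instead the genes that did not rise more than 2.5-fold in KO cells gave 679, and requiring both conditions gave 249. The median log2 change of the 361 genes from D-3 to D2 was 3.23 in control and 1.31 in KO cells, and 112 of them still rose more than 2.5-fold in KO cells. At D2 their median log2 ratio of KO to control was -2.00. The 361 genes were chosen by their ratio at D2, so this median and the smaller rise in KO cells follow in part from that choice. At D-3, before the induction, 35 of the 361 (9.70%) were already more than 2.5-fold lower in KO cells. An RPKM above 10 at D2 in control cells was reached by 191. Among the other 578 up-regulated genes, 9 were more than 2.5-fold higher in KO than in control cells at D2. Over all 11999 genes expressed at D2, 452 were lower and 1293 higher in KO cells. Among genes with reads in both libraries and an RPKM above 10 in the higher, those furthest above control were *Ankrd1*, *Ccn2*, *C1qtnf3*, *Itga11* and *Actg2*. Those furthest below control were *Car3*, *Cd36*, *Gpd1*, *Mrap* and *Adig*. *Car3* (RPKM 39.6 in control and 0.460 in KO cells) stood at 1.16% of control (interval 0.577 to 2.09%).

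**Figure D1:**
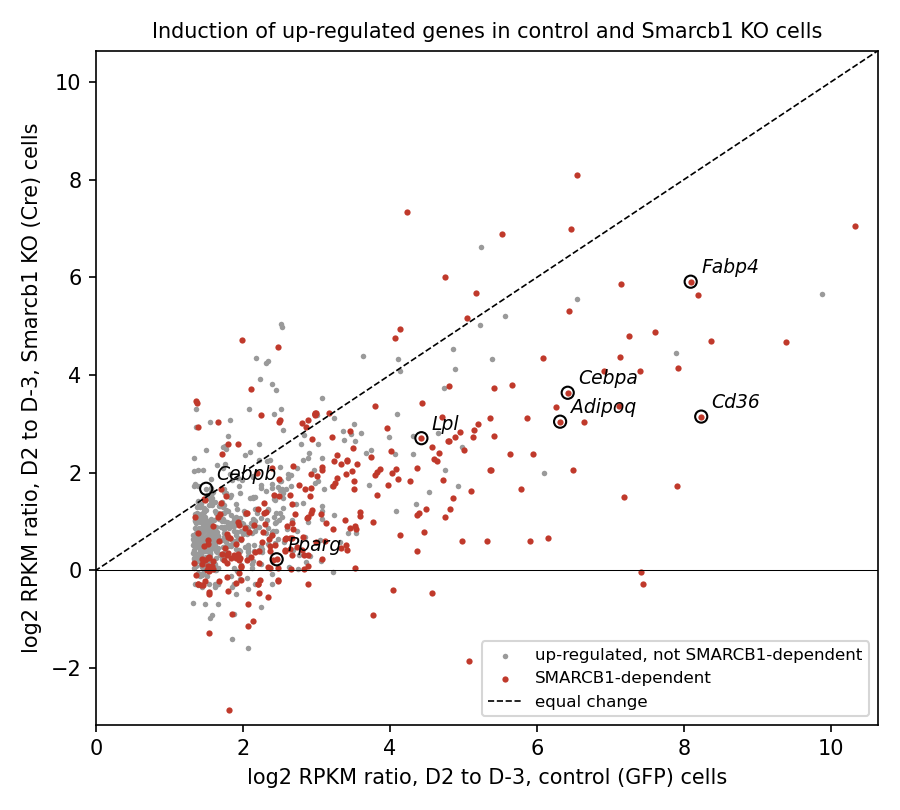
Change from D-3 to D2 of the 849 up-regulated genes with reads in all 4 libraries, as the log2 ratio of RPKM in control cells (horizontal axis) and in *Smarcb1* KO cells (vertical axis), with 1 library per condition; the other 90 of the 939 have 0 reads in a library and are not drawn. Red points are 293 SMARCB1-dependent genes, 262 of them below the dashed line of equal change, and grey points are the other up-regulated genes. The red genes were chosen by their ratio of KO to control at D2, which by itself favours points below the line.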

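Gene ontology analysis was not run here. Membership was counted instead for lists of adipocyte genes fixed before the data were examined. Of 18 adipocyte marker, lipid synthesis and lipid uptake genes, 12 were up-regulated from D-3 to D2 in control cells, 10 of these were SMARCB1-dependent, and 0 were down-regulated. Of 20 further genes of lipid storage and fat cell function, 18 were expressed, 17 were up-regulated and 15 were SMARCB1-dependent. Across all expressed genes the dependent share was 3.02%. In KO cells at D2 the median log2 ratio to control was -1.80 for the first list and -2.71 for the further list. In the first list 15 of 18 genes were lower and 3 higher, and in the further list all 18 expressed genes were lower. The first list was already lower in KO cells at D-3, with a median of -0.40 at percentile 0 of matched random lists. Of its 14 genes expressed at that day 10 were below control, or 12 under TMM factors or size factors. The further list had a median of -0.10 at D-3, at percentile 17.1, with 5 of its 11 expressed genes higher and 6 lower. At D2 the median of each list lay below those of all 10000 random lists of the same size matched on mean expression. The central 95% of random medians ran from -0.38 to 0.30 for the first list. For the further list the median log2 change from D-3 to D2 was 5.37 in control cells (18 expressed genes) and 2.74 in KO cells (16 expressed genes). *Plin1*, which encodes a lipid droplet protein, had an RPKM at D2 of 127 in control and 10.4 in KO cells. The RPKM of *Adipoq* was 147 and 6.23, that of *Lpl* 696 and 49.6, and that of *Gpd1* 108 and 1.72. *Scd1*, which was not called dependent, had 502 and 291.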

GO analysis showed that these genes were strongly associated functionally with fat cell differentiation and lipid metabolism (Supplementary Fig. 2i). Deletion of *Smarcb1* did not affect the induction of pioneer TF C/EBPβ or the expression of other SWI/SNF subunits, but blocked the induction of adipocyte marker genes *Pparg*, *Cebpa*, and *Fabp4* (Fig. 2f, h and Supplementary Fig. 2j), suggesting that SMARCB1 is required for the induction of adipocyte genes downstream of C/EBPβ.

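*Cebpb* (NM_009883, chromosome 2 of mm9, 167514415 to 167515918) rose from an RPKM of 55.5 to 157 in control cells and from 50.8 to 161 in KO cells. Its log2 ratio of KO to control at D2 was 0.04, with an interval of -0.03 to 0.11. Of the other SWI/SNF subunits, 25 were expressed. None of them differed between KO and control cells by more than 2.5-fold at D-3, where the log2 ratios ran from -0.56 (*Phf10*) to 0.52 (*Bcl7a*). Their median at D-3 was -0.15, at percentile 0.5 of 10000 random lists matched on expression. At D2 the median was -0.13, at percentile 31.6, and 1 subunit, *Actb*, passed the cutoff. Its RPKM fell in control cells from 1854 to 314 and in KO cells from 1902 to 935, so that its log2 ratio of KO to control at D2 was 1.57 (1.54 to 1.61). *Pparg* (NM_011146, chromosome 6, 115311239 to 115440419) rose in control cells from an RPKM of 6.73 to 36.9, while in KO cells it went from 8.65 to 10.1, a log2 change of 0.22 whose interval of -0.05 to 0.49 includes no change. *Cebpa* (NM_007678, chromosome 7, 35904312 to 35906945) rose from 2.73 to 234 in control and from 3.29 to 40.9 in KO cells. *Fabp4* (NM_024406, chromosome 3, 10204347 to 10208576) rose from 9.51 to 2599 in control and from 3.63 to 219 in KO cells. At D2 the RPKM in KO cells was 27.3% of control for *Pparg*, 17.5% for *Cebpa* and 8.41% for *Fabp4*. The alternative that moved these changes most was a pseudocount of 1, under which the log2 change of *Cebpa* in control cells was 5.98 in place of 6.42. From the unaffected induction of C/EBPβ and subunit levels and the blocked induction of *Pparg*, *Cebpa* and *Fabp4*, the paper proposes that adipocyte genes acting after C/EBPβ need SMARCB1 to be induced.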

Because SMARCA4 and SMARCB1 are common subunits in BAF and PBAF, we wanted to clarify the function of each complex in adipogenesis. To determine the role of BAF in adipogenesis, we infected preadipocytes with lentiviral shRNA targeting BAF-specific subunit ARID1A. Knockdown of ARID1A did not affect SMARCA4 and SMARCB1 expression or pioneer TF *Cebpb* expression, but it severely impaired induction of *Pparg* and *Fabp4* and adipogenesis (Fig. 2i–k). To study the role of PBAF in adipogenesis, we generated a cKO of PBAF-specific subunit PBRM1 in precursor cells of brown adipocytes by crossing *Pbrm1*^f/f^ mice with *Myf5-Cre* mice. *Myf5-Cre* is specifically expressed in somitic precursor cells for both BAT and skeletal muscle in the interscapular region of mice^14^. *Pbrm1*^f/f^;*Myf5-Cre* (cKO) pups were born at the expected Mendelian ratio and survived to adulthood without obvious developmental defects (Supplementary Fig. 3a, b). The adipose tissues isolated from cKO mice were similar in size and morphology to the control mice (Supplementary Fig. 3c, d). Although the *Pbrm1* gene level was reduced by over 80% in the BAT of cKO mice, deletion of *Pbrm1* did not significantly affect the expression of adipogenesis markers *Pparg*, *Cebpa*, and *Fabp4* or BAT marker *Ucp1* (Supplementary Fig. 3e). To further understand the role of PBRM1 in adipogenesis, we induced differentiation of primary brown preadipocytes isolated from cKO mice. Deletion of *Pbrm1* by Myf5-Cre had little effects on adipogenesis in culture (Supplementary Fig. 3f, g). 

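Primary brown preadipocytes from interscapular brown fat of newborn *Pbrm1* f/f (control) or *Pbrm1* f/f;*Myf5-Cre* (cKO) mice were differentiated in culture and RNA was sequenced at D7. The paper's Reporting Summary lists 1 library of 40161820 reads for control and 1 of 36005366 for cKO cells, and the Supplementary Fig. 3h legend gives 3 independent samples. The files hold 1 library per genotype, so a difference between them has no replicate check. Read counts and RPKM on RefSeq transcripts were made by the authors as for the immortalized cells, and genes, expression and intervals were defined in the same way. After 1 transcript per gene was kept, 28545432 and 25472774 counted reads remained. *Pbrm1* (NM_001081251, chromosome 14 of mm9, 31832324 to 31934778) had an RPKM of 8.47 in control and 3.79 in cKO cells, from 2761 and 1109 reads. Its RPKM in cKO cells was 44.8% of control (interval 41.8 to 48.1%), a fall that did not reach 2.5-fold. These reads may include RNA from the deleted allele, so the percentage does not measure how complete the deletion was. The paper checked the deletion in these cells by qPCR of genomic DNA (Supplementary Fig. 3f). *Smarcb1* had an RPKM of 34.5 in control and 33.0 in cKO cells.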

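With 12053 genes expressed above an RPKM of 1 in at least 1 of the 2 libraries, 142 (1.18%) were more than 2.5-fold higher and 64 (0.53%) more than 2.5-fold lower in cKO cells, and 11847 were neither. Without a filter on RPKM, the setting that moved them most, 1321 genes were higher and 1434 lower. The counting interval lay wholly past the cutoff for 51 of the higher and 13 of the lower genes. Counting error alone put at most 22 genes past the cutoff in either direction in 100 draws. The interquartile range of the log2 ratios of cKO to control was 0.32. The genes furthest above control among those with an RPKM over 10 in the higher library were *Mup18*, *Mup17*, NM_001134644, *Mup10* and NM_001126319, each at 20 to 33 reads in control and 320 to 499 reads in cKO cells. In all, 11 of the 142 genes belong to the *Mup* family of closely related major urinary protein genes, and 131 remain without them. The genes furthest below control were *Mdk*, *Itih4*, *Cox4i2*, *Thrsp* and *Cidea*. *Cox4i2* had an RPKM of 23.7 in control and 6.80 in cKO cells.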

By RNA-Seq analysis at D7 of adipogenesis, we found that only a small number of genes were increased (0.4%) or decreased (0.4%) over 2.5-fold in *Pbrm1* cKO cells compared with control cells (Supplementary Fig. 3h). 

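Supplementary Fig. 3j lists 18 adipocyte differentiation and lipid genes, and none of them differed by more than 2.5-fold between cKO and control cells. Of 88 RPKM values read from the paper's figures, 0 differed by more than 1.5 times from those here. Calls for the genes of this figure therefore repeat the paper's values and are no independent check. The log2 ratios of cKO to control of the 18 genes ran from -0.97 for *Srebf1* to 0.33 for *Adipoq*, with 6 above and 12 below 0. *Nr1h2* and *Nr1h3* changed sign when RPKM was rescaled by TMM factors, which left 8 above and 10 below, and with DESeq2 size factors 7 were above and 11 below. The median was -0.19, at percentile 0.22 of random lists matched on expression. The lipogenic transcription factors and enzymes had a median of -0.43, with 9 of 10 lower, or 7 under TMM factors and 8 under size factors. Among these, *Srebf1* had an RPKM of 198 in control and 101 in cKO cells, *Acly* 109.8 and 56.4, and *Acacb* 22.4 and 12.0. The 4 lipid uptake genes had a median of -0.01. Each of the 5 genes the figure lists as decreased was more than 2.5-fold lower, with log2 ratios of -1.84 for *Mdk*, -1.83 for *Itih4*, -1.69 for *Thrsp*, -1.50 for *Cidea* and -1.37 for *Ifi202b*. The intervals of *Cidea* and *Ifi202b* included the cutoff. Each of the 5 genes listed as increased was more than 2.5-fold higher, with log2 ratios of 2.40 for *Ccl12*, 1.92 for *C1qa*, 1.77 for *Pck1*, 1.73 for *Retn* and 1.63 for *Ccl6*. *C1qa*, the least covered after *Ccl12*, had 57 reads in control and 194 in cKO cells. Among the genes listed as changed, *Retn* is also on the further list of fat cell genes used here and *Cidea* on the list of brown fat genes. The genes past the cutoff thus include some from adipocyte lists.

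**Figure D2:**
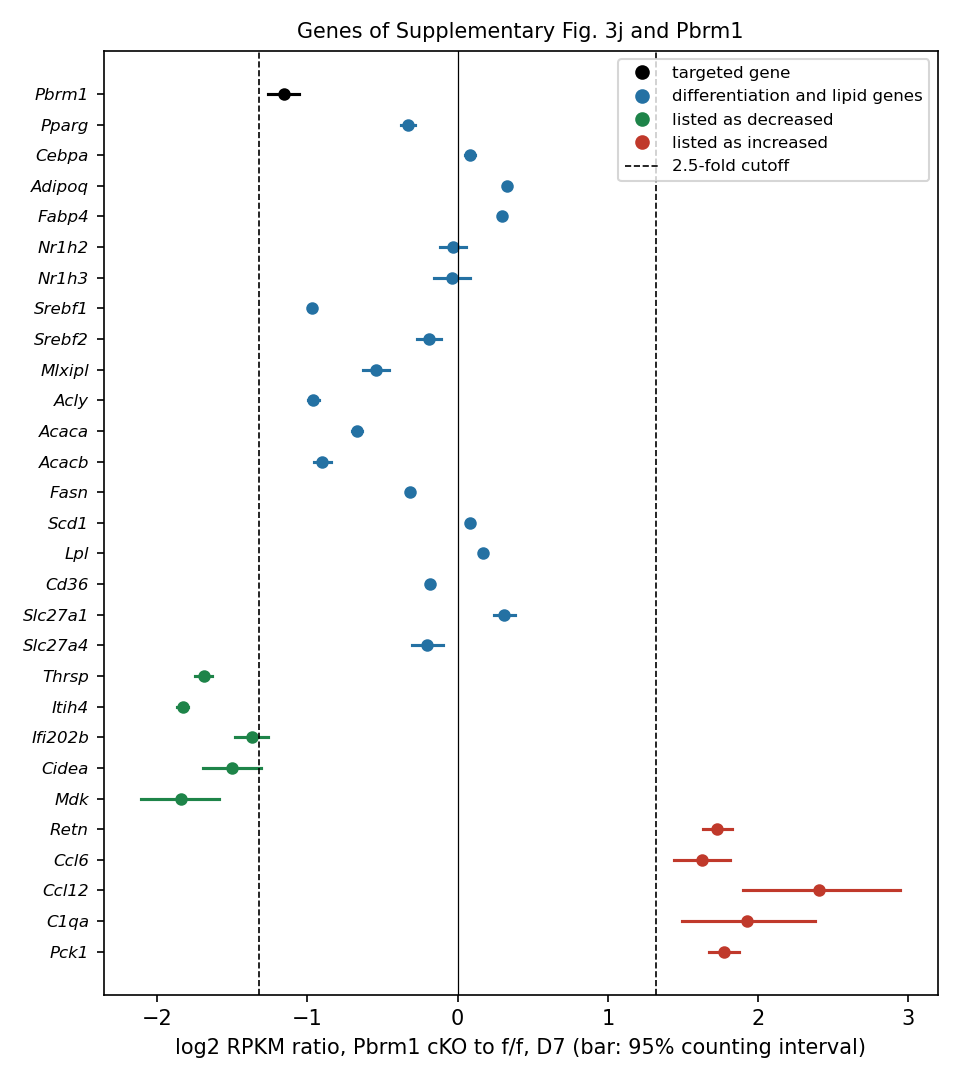
Log2 ratio of RPKM in *Pbrm1* cKO to *Pbrm1* f/f cells at D7 for *Pbrm1* and the genes of Supplementary Fig. 3j, with 1 library per genotype. Bars are 95% counting intervals and dashed lines mark the 2.5-fold cutoff; the 18 differentiation and lipid genes lie between the lines, and the 10 genes listed as decreased or increased lie outside them.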

Differentially regulated genes were not associated with adipocyte differentiation or lipid metabolism (Supplementary Fig. 3i, j). Taken together, these findings suggest that BAF, but not PBAF, is essential for adipogenesis.

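In *Pbrm1* cKO cells at D7 the RPKM of *Pparg* was 94.7 against 119 in control cells, a log2 ratio of -0.33 (-0.38 to -0.28). *Cebpa* had an RPKM of 159 against 150.2 and *Fabp4* of 6307 against 5139.5. The 4 adipogenesis markers, these and *Adipoq*, had a median log2 ratio of 0.19, at percentile 87.2 of random lists matched on expression. *Ucp1* had an RPKM of 1.35 in control and 1.47 in cKO cells, from 89 and 87 reads, and the interval of its log2 ratio (-0.32 to 0.57) includes no change. From its findings as a whole, the paper proposes that adipogenesis needs BAF and can proceed without PBAF.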

### BAF co-localizes with LDTFs and MLL4 on cell type-specific enhancers during adipogenesis

To assess the genomic binding of BAF, we first selected SMARCA4^+^ AEs (31,349) or promoters (8,871), then examined changes in genomic binding of BAF subunits SS18 and ARID1A before (D-3) and during (D2) adipogenesis. While genomic binding of the common ATPase subunit SMARCA4 was found on both AEs and promoters, genomic bindings of SS18 and ARID1A were mainly localized on AEs and increased from D-3 to D2 (Fig. 3a). Motif analysis of the top 3,000 BAF-bound (SMARCA4^+^ SS18^+^) AEs showed enrichment of AP-1 family TF motifs at D-3 and motifs of adipogenic TFs C/EBPs and ATF4 at D2 (Fig. 3b and Supplementary Fig. 4a–c). These results indicate that BAF is enriched on cell type-specific enhancers during adipogenesis.

**Fig. 3:**
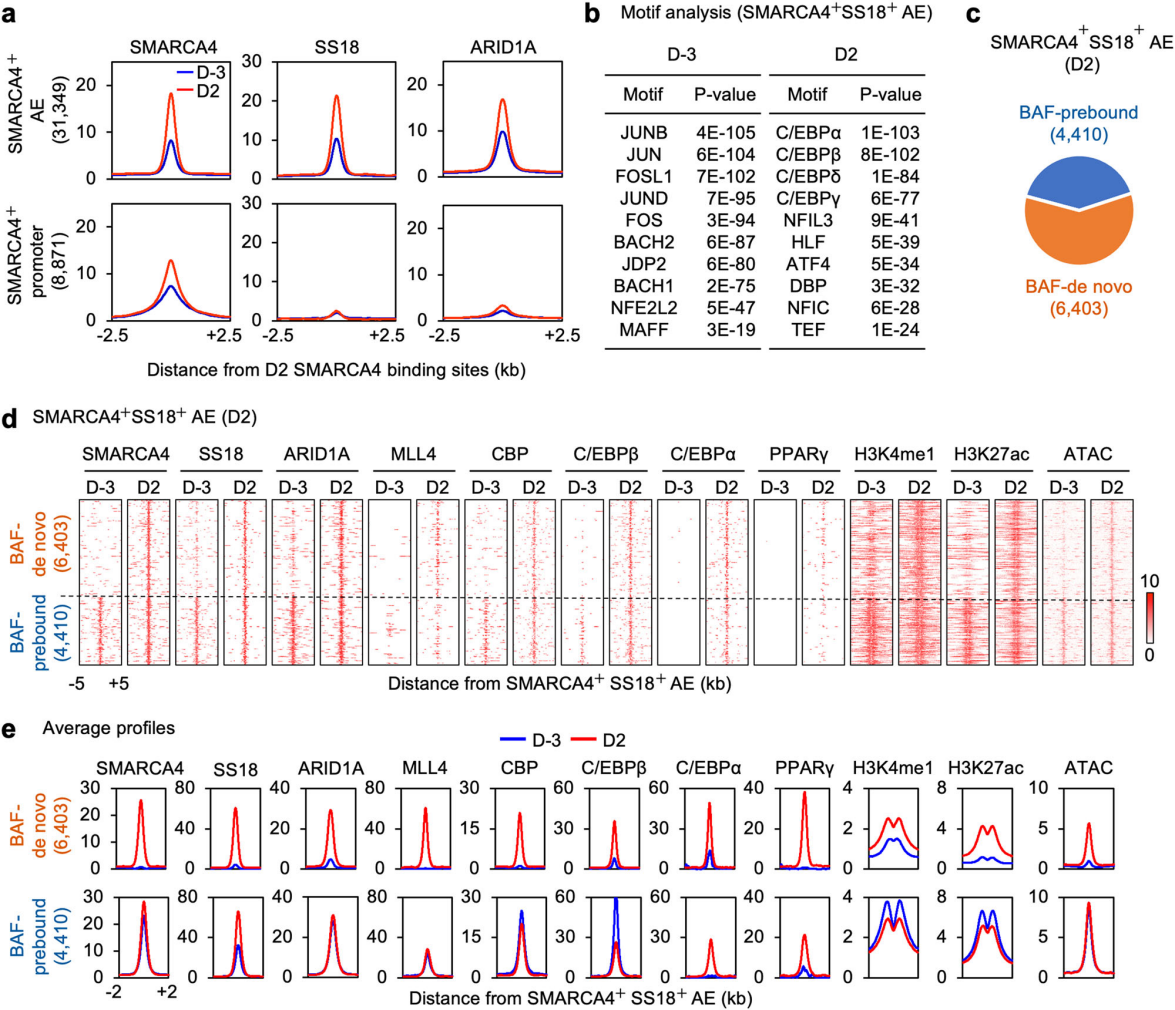
BAF co-localizes with LDTFs and MLL4 on active enhancers during adipogenesis. **a** Average binding profiles of SMARCA4, SS18, and ARID1A around the center of SMARCA4^+^ active enhancers (AEs) or promoters before (D-3) and during (D2) adipogenesis of brown preadipocytes. Normalized read counts are shown. **b** Motif analysis of the top 3,000 SMARCA4^+^ SS18^+^ AEs using SeqPos motif tool. **c** Pie chart depicting BAF-binding (SMARCA4^+^ SS18^+^) AEs at D2 of adipogenesis. Among the 10,813 BAF-binding AEs at D2, 6,403 are de novo BAF-binding AEs (BAF-de novo), while 4,410 AEs are already bound by BAF (BAF-prebound) at D-3. **d**, **e** BAF subunits SMARCA4, SS18 and ARID1A colocalize with LDTFs (C/EBPβ, C/EBPα, and PPARγ), MLL4, CBP and open chromatin on AEs (H3K4me1^+^ H3K27ac^+^) at D2 of adipogenesis. The local epigenetic environment exhibits coordinated changes during differentiation. Heat maps (**d**) and average profiles (**e**) were aligned around the center of SMARCA4^+^ SS18^+^ AEs. Published ChIP-Seq data sets for MLL4, CBP, C/EBPβ, C/EBPα, and PPARγ were used (GSE74189)^18^.

To obtain insights into how LDTFs coordinate with BAF on AEs, we analyzed the genomic localization of adipogenic TFs C/EBPβ, C/EBPα and PPARγ, which are sequentially induced to activate adipocyte-specific genes in adipogenesis^28,29^. Among the 10,813 BAF-bound AEs during adipogenesis (D2), BAF was already bound to 4,410 of them in preadipocytes (D-3) and maintained the binding at D2 (BAF-prebound AEs). In contrast, 6,403 AEs exhibited emergent BAF binding at D2 but not at D-3 (BAF-de novo AEs) (Fig. 3c). Consistent with motif analysis, BAF was highly co-localized with C/EBPβ, C/EBPα and PPARγ on AEs at D2 of adipogenesis. Particularly, C/EBPβ binding was detected on BAF-prebound AEs at D-3 but increased markedly from D-3 to D2 on BAF-de novo AEs (Fig. 3d, e). Since MLL4 and CBP also colocalize with LDTFs on cell type-specific AEs during adipogenesis^18^, we assessed the co-occupancy among BAF, MLL4 and CBP. We found that MLL4 and CBP co-localized with BAF on both BAF-prebound and BAF-de novo AEs. While MLL4 and CBP binding on BAF-prebound AEs remained largely unchanged from D-3 to D2 of adipogenesis, their binding on BAF-de novo AEs was induced. Accordingly, the levels of MLL3/MLL4^−^catalyzed H3K4me1 and CBP/p300-catalyzed H3K27ac also increased on BAF-de novo AEs from D-3 to D2 (Fig. 3d, e). Colocalization of BAF with LDTFs, MLL4 and CBP on BAF-de novo AEs was also found on *Pparg* and *Cebpa* gene loci during adipogenesis (Supplementary Fig. 4d, e). ATAC-Seq analysis revealed that chromatin accessibility was highly correlated with BAF binding intensities on AEs during adipogenesis. The induction of chromatin accessibility on BAF-de novo AEs coincided with the increase in the binding of LDTFs, MLL4 and CBP on AEs (Fig. 3d, e and Supplementary Fig. 4d, e). These results indicate that BAF colocalizes with LDTFs, MLL4 and CBP on cell type-specific enhancers and promotes chromatin accessibility during differentiation.

At D2 of adipogenesis, about 40% (4,362/10,813) of BAF-bound AEs were occupied by MLL4 (Supplementary Fig. 5a). Differential motif analysis of BAF-bound AEs revealed that motifs of LDTFs PPARγ and C/EBPs were enriched on MLL4^+^ AEs while motifs of the AP-1 family TFs were enriched on MLL4^−^ AEs at D2 (Supplementary Fig. 5b). Heat maps and average profiles also showed that from D-3 to D2 of adipogenesis, the binding of LDTFs and BAF subunits (SMARCA4, SS18 and ARID1A) was more significantly increased on MLL4^+^ than MLL4^−^ AEs. Particularly, levels of CBP and H3K27ac were only induced on MLL4^+^ AEs (Supplementary Fig. 5c, d). D2 MLL4^−^ AEs were already accessible before adipogenesis (D-3). In contrast, chromatin accessibility on D2 MLL4^+^ AEs was dramatically increased from D-3 to D2 (Supplementary Fig. 5c, d). These results suggest the involvement of MLL4 in enhancer activation by BAF.

To test the possibility of physical interaction between BAF and MLL4, we identified proteins associated with endogenous MLL4 and UTX, a subunit of the MLL4 complex, in mouse embryonic stem cells (ESCs) by mass spectrometry. Consistent with previous results^30^, while immunoprecipitation with an anti-UTX antibody pulled down both MLL3 and MLL4 as well as other components of MLL3/MLL4 complexes, MLL3 was not co-immunoprecipitated by an anti-MLL4 antibody. Notably, several SWI/SNF subunits, including SMARCA4, SMARCC1, SMARCD1, SMARCB1 and SMARCE1, were also pulled down by anti-MLL4 and/or anti-UTX antibody from ESC nuclear extracts (Fig. 4a and Supplementary Data 1 and 2). We also confirmed that endogenous SMARCA4 and SMARCB1 are associated with endogenous MLL4 and UTX, but not the MLL1 complex subunit Menin, in HEK293T cells and preadipocytes at D2 of adipogenesis (Fig. 4b, c). Together, these findings suggest that BAF cooperates with MLL4 to activate cell type-specific enhancers during differentiation.

**Fig. 4:**
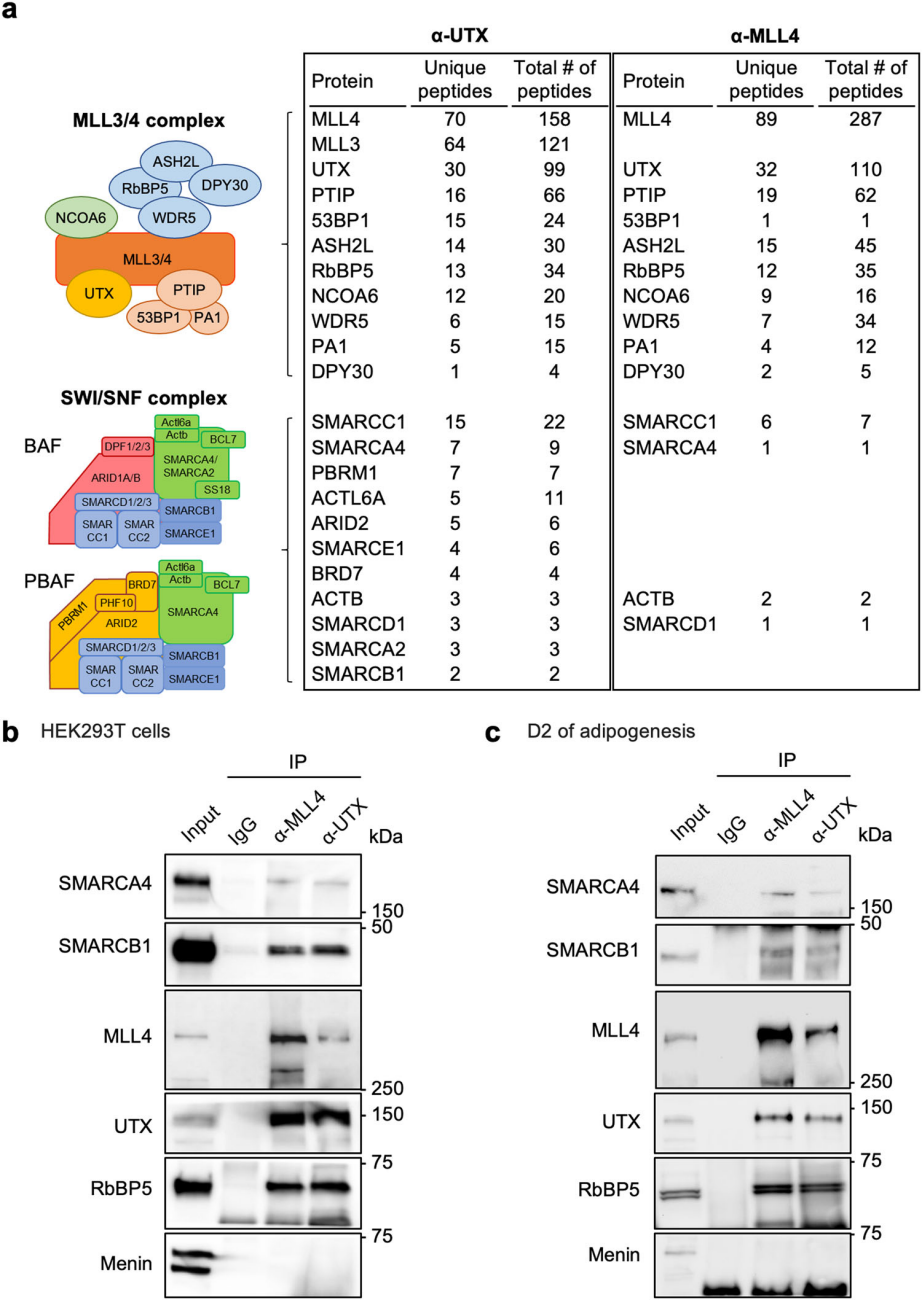
UTX and MLL4 associate with SWI/SNF complex subunits in cells. **a** UTX and MLL4 associate with SWI/SNF components in mouse embryonic stem cells. Nuclear extracts were subjected to immunoprecipitation with anti-UTX or anti-MLL4 antibodies. Components of MLL3/4 and SWI/SNF complexes identified by mass spectrometry after immunoprecipitation of endogenous UTX or MLL4 are presented (*n* = 1). Unique and total peptide numbers for IP-enriched BAF and PBAF complex subunits as well as MLL4 complex subunits are shown. Full lists of identified proteins are presented in the Supplementary Data 1 and 2. **b**, **c** MLL4 complex associates with SMARCA4 and SMARCB1 in cells. Nuclear extracts from HEK293T cells (**b**) or preadipocytes during (D2) adipogenesis (**c**) were subjected to immunoprecipitation with anti-MLL4 or anti-UTX antibody. Immunoprecipitates were analyzed by Western blotting with antibodies indicated on the left. *n* = 2 biological replicates.

### Reciprocal regulation between BAF and MLL4 on active enhancers during adipogenesis

To study the relationship between BAF and MLL4 on cell type-specific enhancers, we assessed their genomic binding on adipogenic enhancers at D2 of differentiation. Adipogenic enhancers were defined as AEs that are bound by C/EBPs or PPARγ (Fig. 5a). This set of enhancers are mostly de novo. We first asked whether MLL4 is required for BAF recruitment to adipogenic enhancers during differentiation. To eliminate the compensatory effect of MLL3, we deleted *Mll4* in *Mll3*^−/−^*Mll4*^f/f^ cells^14^. Consistent with our previous data, deletion of *Mll4* completely blocked adipogenesis (Supplementary Fig. 6a). ChIP-Seq revealed that deletion of *Mll4* prevented genomic binding of SMARCA4 and SS18 on MLL4^+^ adipogenic enhancers but had little effect on MLL4^−^adipogenic enhancers. Consistently, ATAC-Seq showed that chromatin accessibility at MLL4^+^ enhancers was also significantly reduced in *Mll4* KO cells (Fig. 5a, b). Reduced binding of BAF on adipogenic enhancers in *Mll4* KO cells was confirmed on *Pparg* and *Fabp4* gene loci (Supplementary Fig. 6b, c).

**Fig. 5:**
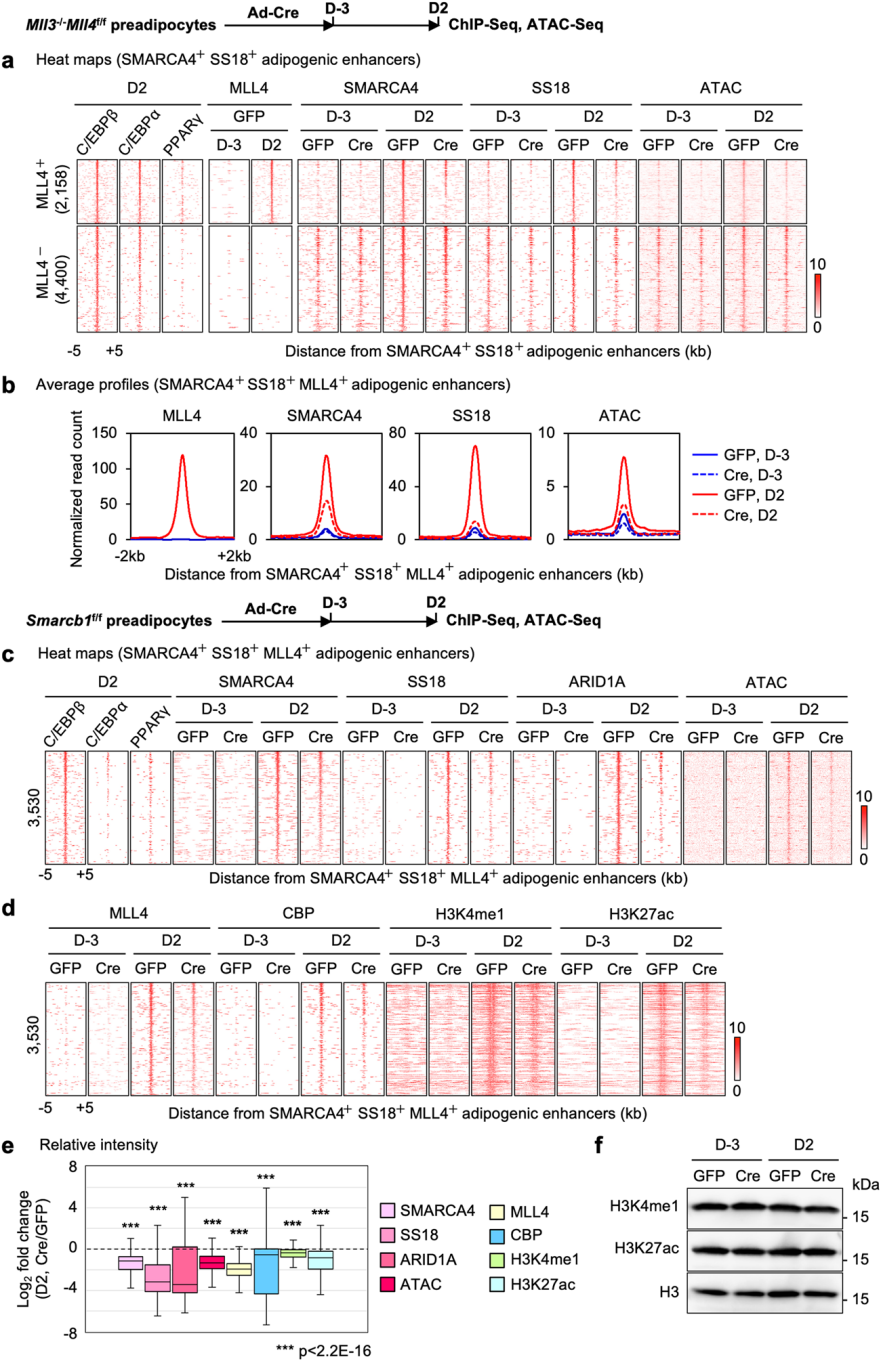
Reciprocal regulation between BAF and MLL4 on active enhancers during adipogenesis. *Mll3*^‒/‒^*Mll4*^f/f^ or *Smarcb1*^f/f^ brown preadipocytes were infected with adenoviruses expressing GFP or Cre, followed by adipogenesis assays. Cells were collected before (D-3) and during (D2) adipogenesis for ChIP-Seq, ATAC-Seq and Western blot analyses. **a**, **b** Decreased SMARCA4 and SS18 binding and chromatin accessibility on adipogenic enhancers in *Mll4* KO (Cre) cells during adipogenesis. Adipogenic enhancers were defined as active enhancers bound by either C/EBPβ, C/EBPα, or PPARγ at D2 of adipogenesis. Published ChIP-Seq data sets for C/EBPβ, C/EBPα, and PPARγ were used (GSE74189)^18^. Heat maps around SMARCA4^+^ SS18^+^ adipogenic enhancers (**a**) and average profiles around SMARCA4^+^ SS18^+^ MLL4^+^ adipogenic enhancers (**b**) are shown. Adipogenic enhancers shown in the heat maps were ranked by the binding intensity of SMARCA4 at the center in D2 control (GFP) cells. **c**–**f** Deletion of *Smarcb1* reduces binding of BAF subunits (SMARCA4, SS18, and ARID1A) as well as chromatin opening, and impairs MLL4 binding and activation of adipogenic enhancers. Adipogenic enhancers at D2 of adipogenesis were re-defined using ChIP-Seq data sets obtained in *Smarcb1*^f/f^ cells. **c** Heat maps for ChIP-Seq of BAF subunits (SMARCA4, SS18, and ARID1A) and ATAC-Seq around the center of SMARCA4^+^ SS18^+^ MLL4^+^ adipogenic enhancers. **d** Heat maps for ChIP-Seq of MLL4, CBP, H3K4me1 and H3K27ac on adipogenic enhancers. Adipogenic enhancers shown in the heat maps were ranked by the intensity of SMARCA4 at the center in D2 control (GFP) cells. **e** Fold changes of intensities between control (GFP) and *Smarcb1* KO (Cre) cells on adipogenic enhancers (*n* = 3530) are shown in box plots. The box represents the first and third quartiles with the horizontal line showing the median, and whiskers indicating minimum and maximum in all box plots. Outliers were not included. Statistical significance levels are as follows (Wilcoxon signed rank test, one-sided): SMARCA4 (*p* = 0); SS18 (*p* = 0); ARID1A (*p* = 6.3E-101); ATAC (*p* = 0); MLL4 (*p* = 4.5E-281); CBP (*p* = 0); H3K4me1 (*p* = 0); H3K27ac (*p* = 0). Exact p-values cannot be computed for SMARCA4, SS18, ATAC, CBP, H3K4me1 and H3K27ac due to ties in the ranks. **f** Western blot analyses of H3K4me1 and H3K27ac in control and *Smarcb1* KO cells during adipogenesis. Total histone H3 was used as a loading control. *n* = 3 biological replicates.

We next evaluated whether BAF contributes to the genomic binding of MLL4 on adipogenic enhancers during differentiation. ChIP-Seq and ATAC-Seq revealed that *Smarcb1* deletion in preadipocytes reduced genomic binding of SMARCA4, SS18 and ARID1A, as well as chromatin accessibility, on adipogenic enhancers at D2 of adipogenesis (Fig. 5c, e). Moreover, deletion of *Smarcb1* reduced binding of MLL4 and CBP on adipogenic enhancers, indicating that BAF is required for the activation of cell type-specific enhancers (Fig. 5d, e). H3K4me1 and H3K27ac levels also decreased on adipogenic enhancers in *Smarcb1* KO cells, although global levels of these enhancer marks were unchanged (Fig. 5f). Reduced binding of MLL4 on adipogenic enhancers in *Smarcb1* KO cells was confirmed on the *Pparg* gene locus (Supplementary Fig. 6d). Together, these findings reveal reciprocal regulation between BAF and MLL4 on adipogenic enhancers and suggest that BAF and MLL4 coordinate to activate cell type-specific enhancers during differentiation.

### BAF and MLL4 reciprocally promote each other’s binding to maintain active enhancers in preadipocytes

Because we observed interdependent genomic binding of BAF and MLL4 during adipogenesis, we next wondered whether such a relationship is also present in undifferentiated preadipocytes. To examine the genomic association of BAF and MLL4 on AEs in undifferentiated cells, we identified 6,304 BAF^+^ MLL4^+^ AEs that were shared by *Mll3*^−/−^*Mll4*^f/f^ and *Smarcb1*^f/f^ brown preadipocytes and 6,484 BAF^+^ MLL4^−^AEs. Deletion of *Mll4* in *Mll3*^−/−^*Mll4*^f/f^ brown preadipocytes reduced ARID1A binding and H3K27ac levels, but not SMARCA4 binding, on BAF^+^ MLL4^+^ AEs in preadipocytes (Fig. 6a, b). Interestingly, the requirement for MLL4 was also observed on MLL4^−^ AEs, suggesting that deletion of *Mll4* has both primary and secondary effects on maintaining BAF genomic binding in preadipocytes. Next, we investigated whether BAF is required for maintaining MLL4 binding on AEs in preadipocytes. While deletion of *Smarcb1* had little effect on maintaining genomic binding of SMARCA4 or chromatin accessibility, it reduced MLL4 binding on BAF^+^ MLL4^+^ AEs (Fig. 6c, d). Decreased MLL4 binding on BAF^+^ MLL4^+^ AEs was also observed in SMARCA4-depleted preadipocytes in addition to widespread reduction in chromatin accessibility (Fig. 6e, f). Together, these data suggest a reciprocal regulation between BAF and MLL4 in promoting their bindings on AEs in undifferentiated cells.

**Fig. 6:**
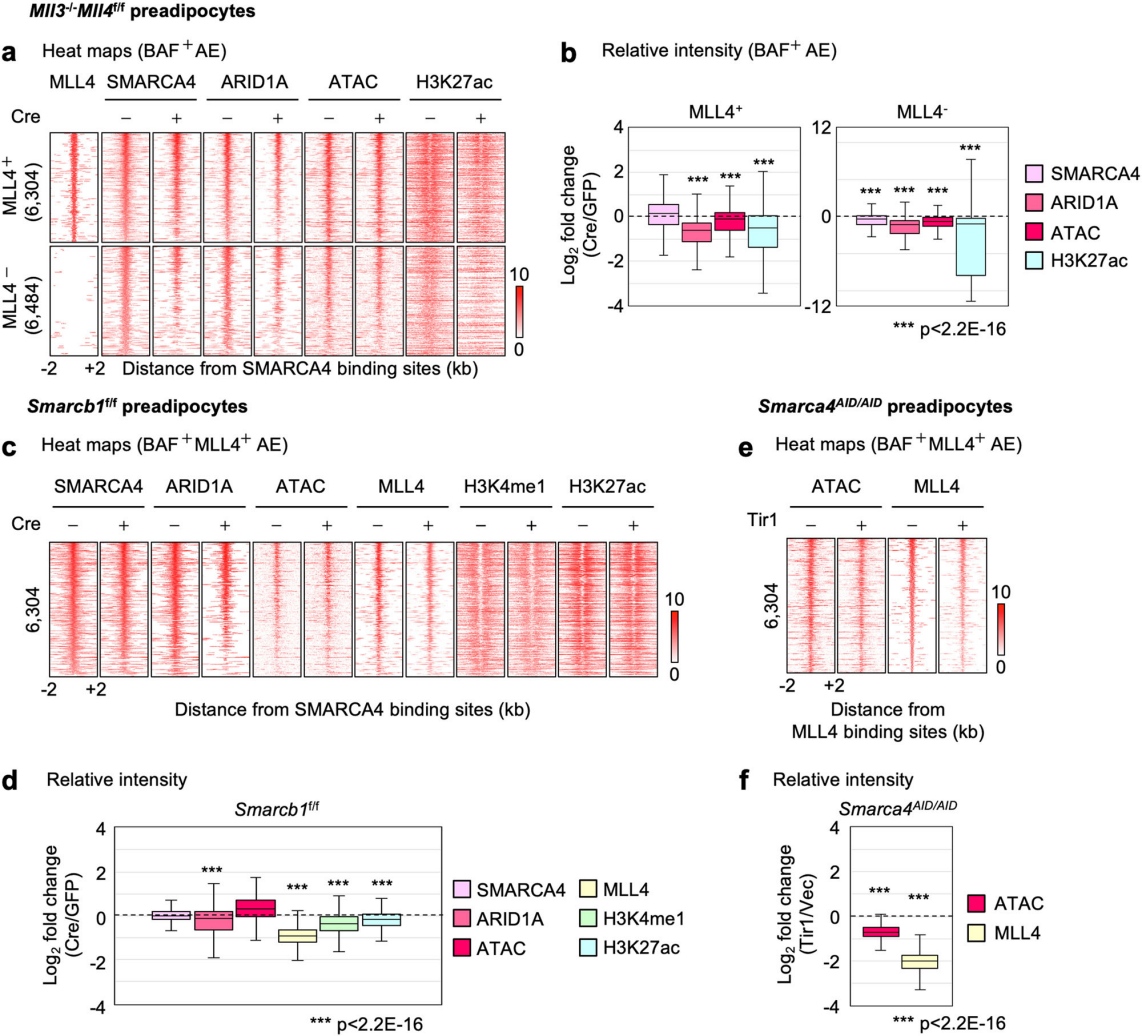
BAF and MLL4 reciprocally promote each other’s binding to maintain active enhancers in preadipocytes. *Mll3*^‒/‒^*Mll4*^f/f^ or Smarcb1^f/f^ brown preadipocytes were infected with adenoviruses expressing GFP or Cre. Sub-confluent cells were collected for ChIP-Seq and ATAC-Seq. BAF^+^ active enhancers (AEs) were defined as those bound by SMARCA4 and ARID1A. **a**, **b** Deletion of *Mll4* reduces BAF binding on BAF^+^ AEs in preadipocytes. **a** AEs shown in the heat maps were ranked by the intensity of SMARCA4 at the center in control (GFP) cells. **b** Fold changes of intensities between control and *Mll4* KO (Cre) cells on MLL4^+^ (*n* = 6304) and MLL4^-^ (*n* = 6484) AEs in preadipocytes are shown in box plots. Statistical significance levels are as follows (Wilcoxon signed rank test, one-sided): SMARCA4 (*p* = 1); ARID1A (*p* = 0); ATAC (*p* = 5.2E-38); H3K27ac (*p* = 1.6E-293). Exact p-values cannot be computed for SMARCA4 and ARID1A due to ties in the ranks. **c**, **d** SMARCB1 is required for maintaining MLL4 binding on BAF^+^ MLL4^+^ AEs in preadipocytes. **c** AEs shown in the heat maps were ranked by the intensity of SMARCA4 at the center in control cells. **d** Fold changes of intensities between control (GFP) and *Smarcb1* KO (Cre) cells on AEs (*n* = 6,304) in preadipocytes are shown in box plots. Statistical significance levels are as follows (Wilcoxon signed rank test, one-sided): SMARCA4 (*p* = 1); ARID1A (*p* = 4.0E-59); ATAC (*p* = 1); MLL4 (*p* = 0); H3K4me1 (*p* = 0); H3K27ac (*p* = 1.1E-274). Exact p-values cannot be computed for SMARCA4, MLL4 and H3K4me1 due to ties in the ranks. **e**, **f** SMARCA4 is required for maintaining MLL4 binding on BAF^+^ MLL4^+^ AEs in preadipocytes. *Smarca4*^AID/AID^ preadipocytes were infected with retroviruses expressing Tir1 or vector (Vec) only, followed by auxin (0.5 mM) treatment for 4 h. Cells were then collected for ATAC-Seq and ChIP-Seq of MLL4. **e** AEs shown in the heat maps were ranked by the intensity of MLL4 at the center in control cells. **f** Fold changes of intensities between SMARCA4-depleted (Tir1) and control (Vec) cells on AEs (*n* = 6,304) in preadipocytes are shown in box plots. Statistical significance levels are as follows (Wilcoxon signed rank test, one-sided): ATAC (*p* = 0); MLL4 (*p* = 0). Exact p-values cannot be computed due to ties in the ranks. In **b**, **d** and **f**, box represents the first and third quartiles with the horizontal line showing the median, and whiskers indicating minimum and maximum in all box plots. Outliers were not included.

### MLL4 is required for BAF binding on C/EBPβ-activated enhancers

Interdependent genomic binding of BAF and MLL4 on AEs during adipogenesis could be due to indirect consequences of differentiation defect and failed induction of LDTFs. To evaluate the primary effect of MLL4 on LDTF-activated enhancers, we used *Mll3*^−/−^*Mll4*^f/f^ preadipocytes expressing ectopic C/EBPβ, which is a pioneer factor that activates a subset of adipogenic enhancers in preadipocytes without inducing differentiation^14,25^. Neither ectopic expression of C/EBPβ nor deletion of *Mll4* affected expression levels of BAF subunits SMARCA4, SS18 and ARID1A in preadipocytes (Fig. 7a). We identified 571 C/EBPβ-activated enhancers that were bound by MLL4 and BAF subunits SMARCA4 and ARID1A (see Materials and Methods). Among these enhancers, 324 displayed ectopic C/EBPβ-induced de novo BAF binding (BAF-de novo), whereas the remaining 247 were pre-marked by BAF in control cells before ectopic expression of C/EBPβ (BAF-prebound) (Fig. 7b). As expected, motifs of C/EBPs were enriched on both BAF-de novo and BAF-prebound C/EBPβ-activated enhancers (Fig. 7c). Consistent with our previous finding, deletion of *Mll4* markedly decreased H3K27ac levels on C/EBPβ-activated enhancers. Importantly, deletion of *Mll4* not only prevented C/EBPβ-induced de novo BAF binding (as measured by SMARCA4 and ARID1A), but also compromised genomic binding of SMARCA4 and ARID1A on BAF-prebound enhancers, despite little changes in C/EBPβ binding (Fig. 7d–f). These results indicate that MLL4 is required for genomic binding of BAF on C/EBPβ-activated enhancers and suggest a role of MLL4 in mediating BAF localization on enhancers.

**Fig. 7:**
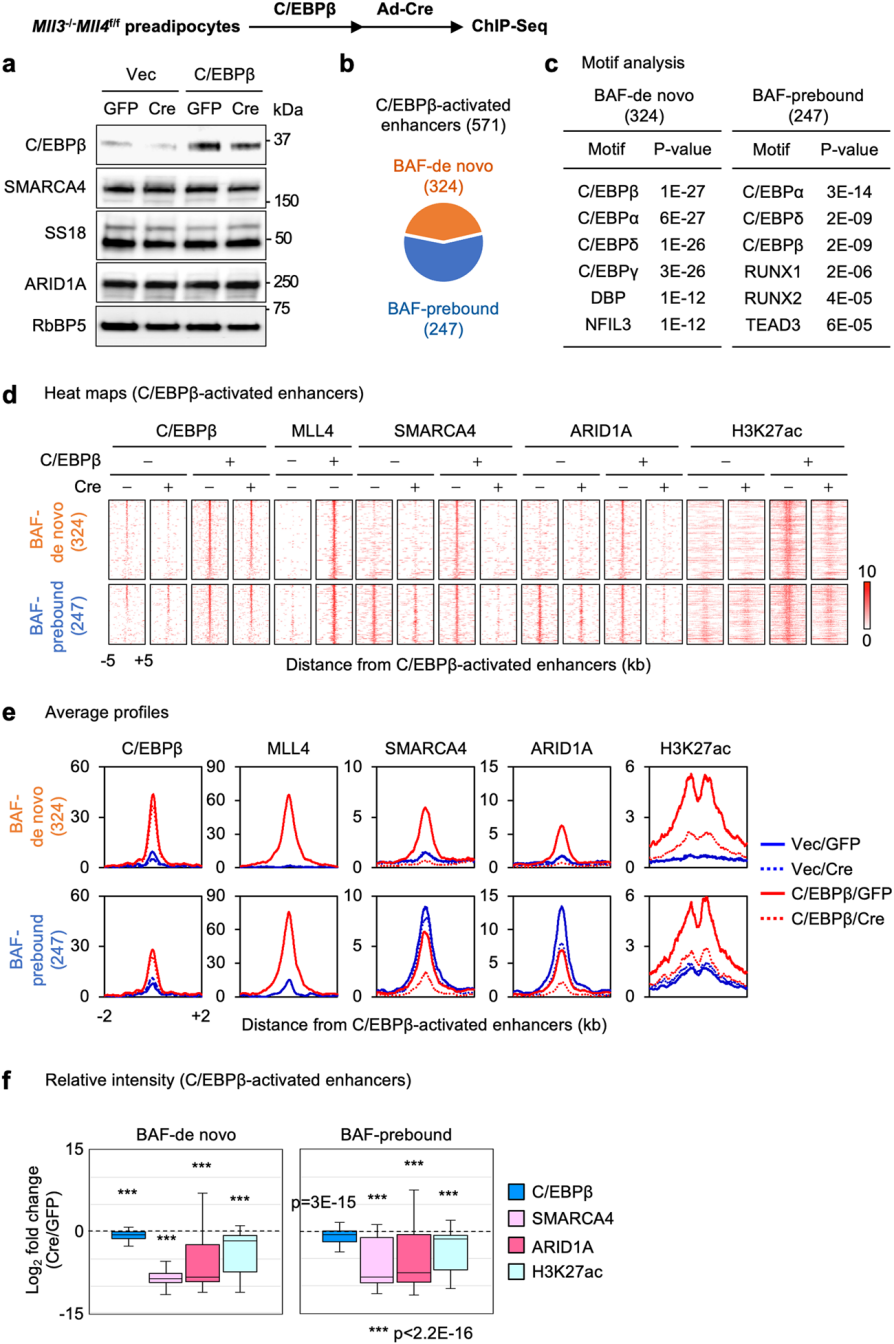
MLL4 is required for BAF binding on C/EBPβ-activated enhancers. *Mll3*^‒/‒^*Mll4*^f/f^ brown preadipocytes were infected with retroviruses expressing C/EBPβ or vector (Vec), and then infected with adenoviruses expressing GFP or Cre. Sub-confluent cells were collected without inducing adipogenesis for Western blot and ChIP-Seq analyses. Published ChIP-Seq data sets for C/EBPβ, MLL4, H3K27ac were used (GSE50466)^14^. **a** Western blot analyses of BAF subunits (SMARCA4, SS18, and ARID1A) and C/EBPβ expression in control (GFP) and *Mll4* KO (Cre) preadipocytes. *n* = 2 biological replicates. **b** Among the 571 C/EBPβ-activated enhancers in preadipocytes, BAF (SMARCA4 and ARID1A) binding was induced on 324 AEs only after ectopic expression of C/EBPβ (BAF-de novo), while 247 AEs were already bound by BAF before ectopic expression of C/EBPβ in preadipocytes (BAF-prebound). **c** Motif analysis of BAF-de novo and BAF-prebound AEs using SeqPos motif tool. **d**–**f** Deletion of *Mll4* reduces BAF binding on C/EBPβ-activated enhancers. Heat maps (**d**) and average profiles (**e**) around C/EBPβ-activated enhancers are shown. Enhancers shown in the heat maps were ranked by the intensity of C/EBPβ at the center in control cells expressing ectopic C/EBPβ. **f** Fold changes of intensities between control and *Mll4* KO (Cre) cells on BAF-de novo (*n* = 324) and BAF-prebound (*n* = 247) C/EBPβ-activated enhancers are shown in box plots. The box represents the first and third quartiles with the horizontal line showing the median, and whiskers indicating minimum and maximum in all box plots. Outliers were not included. Statistical significance levels are as follows (Wilcoxon signed rank test, one-sided): BAF-de novo C/EBPβ (*p* = 1.3E-19); BAF-de novo SMARCA4 (*p* = 1.1E-51); BAF-de novo ARID1A (*p* = 4.1E-50); BAF-de novo H3K27ac (*p* = 1.1E-48); BAF-prebound C/EBPβ (*p* = 2.9E-15); BAF-prebound SMARCA4 (*p* = 1.0E-32); BAF-prebound ARID1A (*p* = 3.4E-27); BAF-prebound H3K27ac (*p* = 5.6E-34).

### BAF regulates MLL4 binding on C/EBPβ-activated enhancers

We next asked whether BAF is required for MLL4 binding on C/EBPβ-activated enhancers. For this purpose, we infected immortalized *Smarca4*^AID/AID^ brown preadipocytes with retroviruses expressing C/EBPβ followed by retroviruses expressing Tir1. Cells were then treated with auxin for 4 h to deplete endogenous SMARCA4 protein. Western blot showed that acute depletion of SMARCA4 did not affect the expression levels of ectopic C/EBPβ in preadipocytes (Fig. 8a). Among 449 C/EBPβ-activated enhancers that we identified, C/EBPβ binding was unchanged at 220 AEs (SMARCA4-independent), while C/EBPβ occupancy was reduced at the remaining 229 AEs (SMARCA4-dependent) upon SMARCA4 depletion (Fig. 8b). Only SMARCA4-independent C/EBPβ binding AEs were enriched with C/EBP motifs while SMARCA4-dependent ones were enriched with motifs of AP1 family TFs, suggesting that SMARCA4-independent C/EBPβ binding on AEs is direct while SMARCA4-dependent C/EBPβ binding is through tethering to AP1-bound AEs (Fig. 8c). To assess the direct effect of SMARCA4 on MLL4 recruitment to C/EBPβ-activated enhancers, we focused on SMARCA4-independent AEs. Despite intact C/EBPβ binding, SMARCA4 depletion led to decreased MLL4 binding and chromatin accessibility on these AEs (Fig. 8d, e). These data demonstrate that SMARCA4 is required for MLL4 binding on C/EBPβ-activated enhancers. Together, our data suggest an interdependent relationship between BAF and MLL4 in pioneer LDTF-mediated enhancer activation (Fig. 8f).

**Fig. 8:**
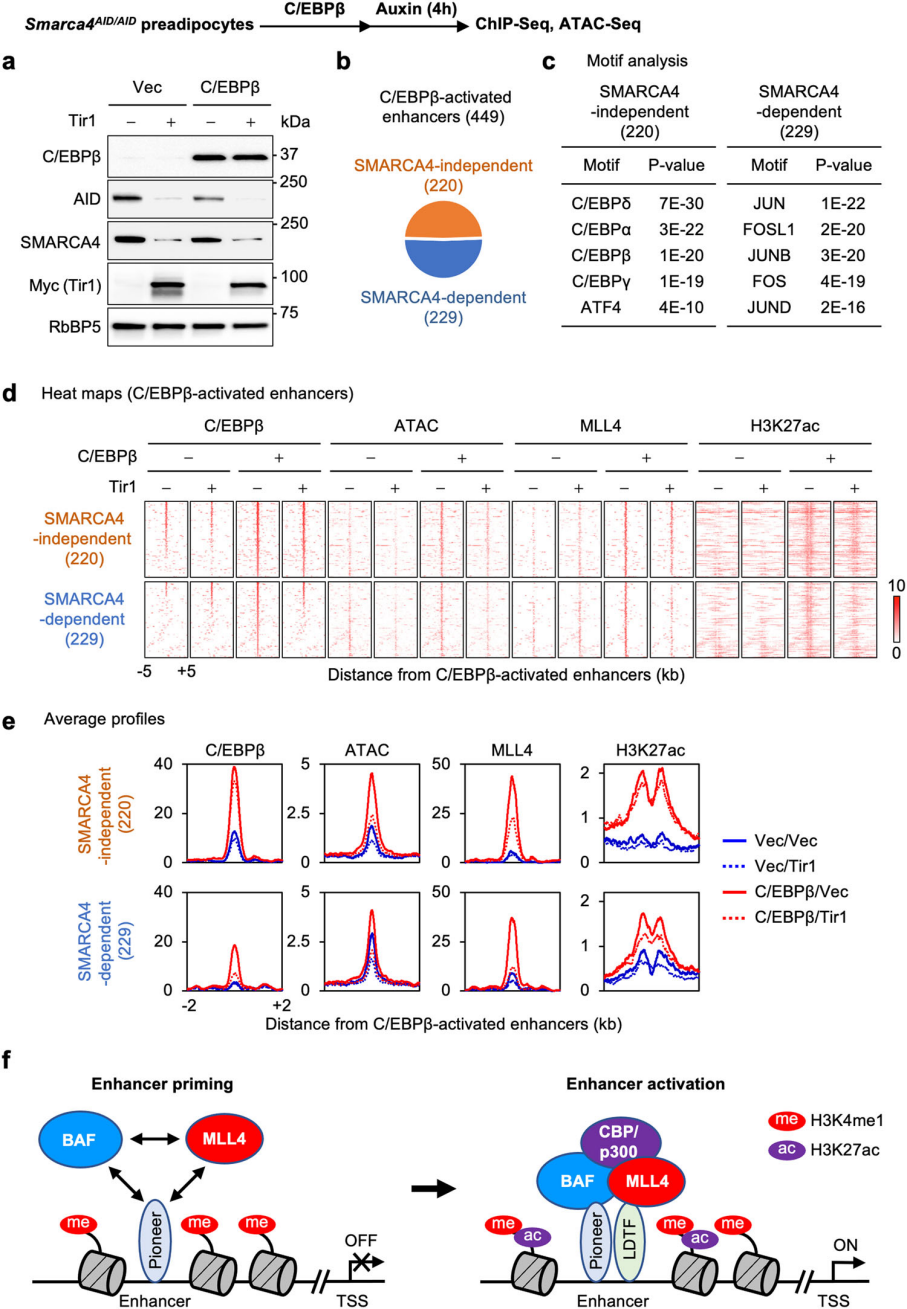
BAF regulates MLL4 binding on C/EBPβ-activated enhancers. *Smarca4*^AID/AID^ brown preadipocytes were infected with retroviruses expressing C/EBPβ or vector (Vec), and then infected with retroviruses expressing Tir1. Sub-confluent cells were treated with auxin for 4 h and collected for Western blot, ChIP-Seq and ATAC-Seq analyses. **a** Western blot analyses using antibodies indicated on the left. *n* = 3 biological replicates. **b** Among the 449 C/EBPβ-activated enhancers in preadipocytes, 220 exhibited SMARCA4-independent C/EBPβ binding, while the remaining 229 showed SMARCA4-dependent C/EBPβ binding. **c** Motif analysis of SMARCA4-independent and -dependent C/EBPβ-activated enhancers in preadipocytes using SeqPos motif tool. **d, e** Auxin-induced, Tir1-dependent acute depletion of SMARCA4 reduces MLL4 binding on C/EBPβ-activated enhancers in preadipocytes. Heat maps (**d**) and average profiles (**e**) around C/EBPβ-activated enhancers are shown. Enhancers shown in the heat maps were ranked by the intensity of C/EBPβ at the center in control cells expressing ectopic C/EBPβ. **f** A model depicting the interdependent relationship between BAF and MLL4 in promoting pioneer TF- and LDTF-dependent cell type-specific enhancer activation.

## Discussion

Using adipogenesis and the pioneer factor C/EBPβ-mediated enhancer activation as model systems, we provide several lines of evidence to support that BAF cooperates with MLL4 to promote LDTF-dependent enhancer activation and cell type-specific gene expression during cell differentiation. We found that BAF, similar to MLL4, is required for adipogenesis by using conditional knockout mice and derived cells. BAF, but not PBAF, colocalizes with LDTFs and MLL4 on cell type-specific enhancers. Similar to MLL4, BAF is essential for enhancer activation and cell type-specific gene induction during adipogenesis. By depleting BAF subunits SMARCA4 and SMARCB1 as well as MLL4 in cells, we demonstrated that BAF and MLL4 reciprocally regulate one another’s binding on AEs before and during adipogenesis. Finally, by evaluating pioneer factor C/EBPβ-activated enhancers without inducing differentiation, we showed direct evidence for an interdependent relationship between BAF and MLL4 on activating cell type-specific enhancers.

### Function of SWI/SNF complexes in adipogenesis

Several SWI/SNF subunits have been shown to regulate adipogenesis in culture^28^. Ectopic expression of dominant-negative SMARCA4 interferes with PPARγ-, C/EBPα- and C/EBPβ-stimulated adipogenesis in fibroblasts^24^. Knockdown of *Smarcb1* in 3T3-L1 white preadipocytes inhibits adipogenesis^31^. Using the AID system in brown preadipocytes, we demonstrated that endogenous SMARCA4 is essential for adipogenesis. We showed the essential role of SMARCB1 in adipogenesis of SV40T-immortalized brown preadipocytes. Immortalization by SV40T, which inactivates tumor suppressors p53 and Rb^32^, prevents growth defects caused by *Smarcb1* deletion^33,34^, and enables the study of SMARCB1 in preadipocyte differentiation. Further, we showed that SMARCB1 is required for brown adipose tissue development in mice We also observed that the BAF-specific subunit ARID1A is required for adipogenesis in preadipocytes. Together, these findings demonstrate a critical role of BAF in adipogenesis. Our observations that PBAF-specific PBRM1 is dispensable for adipogenesis in vitro and in vivo provide an example of distinct functions of BAF and PBAF in regulating cell differentiation and development. The role of GBAF in adipogenesis remains to be determined.

It has been shown that over 90% of mature brown adipocytes arise from Myf5-Cre expressing precursors in mice^35,36^. However, since the *Smarcb1* gene is located on the same chromosome 10 as the *Myf5-Cre* transgene, there is a technical problem of low recombination frequency (1/24, according to the distance between two loci). We instead used *PdgfRa-Cre* to delete *Smarcb1* in precursor cells of adipocytes as described previously^27^*. PdgfRa-Cre* is also expressed in other cell types including cranial and cardiac neural crest cells^37^. Neonatal death of *Smarcb1*^f/f^*;PdgfRa-Cre* is likely caused by *Smarcb1* deletion in cranial neural crest cells, which led to defects in coronal sutures, but not by *Smarcb1* deletion in brown adipose precursors as complete absence of BAT does not affect survival of laboratory mice^38^.

### Distinct genomic localization of BAF, PBAF and GBAF

Using adipogenesis as a model system for cell differentiation, we confirmed previous observations on the distinct genomic localization of BAF, PBAF and GBAF in ESCs and in cancer cells: BAF to AEs, PBAF to promoters and GBAF to CTCF binding sites^11,12,39^. Although SMARCA4 and SS18 were reported to physically associate with both BAF and GBAF complexes, we found that on AEs, the vast majority of them are associated with BAF. We also showed that BAF is the major SWI/SNF complex on AEs and that BAF binding sites dynamically change during adipogenesis. Motifs of AP-1 family TFs are enriched on BAF-bound AEs in preadipocytes, consistent with a recent finding that AP-1 can recruit BAF to establish accessible chromatin in fibroblasts^40^. Although GBAF is enriched on CTCF binding sites, it also colocalizes with BAF on a subset of AEs during adipogenesis. The role of GBAF on AEs in cell differentiation remains unclear.

### Reciprocal regulation between BAF and MLL4 in enhancer activation

We identified 4,410 BAF-prebound AEs and 6,403 BAF-de novo AEs at D2 of adipogenesis (Fig. 3d, e). While BAF-prebound enhancers were constitutively active, BAF-de novo enhancers were activated from D-3 (preadipocytes) to D2 of adipogenesis. BAF-de novo AEs were more enriched with MLL4 binding (63.4%; 4,065/6,403), compared with BAF-prebound ones (6.7%; 297/4,410) at D2 of adipogenesis. In contrast to MLL4^-^ AEs, MLL4^+^ ones showed markedly increased binding of BAF and LDTFs, chromatin accessibility and enhancer activation during adipogenesis (Supplementary Fig. 5). These observations suggest that BAF cooperates with MLL4 to activate cell type-specific enhancers during cell fate transition.

It was reported that H3K4me1-marked nucleosome can pull down SWI/SNF components including SMARCA4 from HeLa nuclear extract and that disruption of catalytic activities of MLL3/4 reduces SMARCA4 binding on H3K4me1^+^ distal regions in undifferentiated mouse embryonic stem cells^41^. On the other hand, it was also shown that BAF (SMARCA4 and SS18) does not require pre-marked H3K4me1 for binding and that targeting of ectopic SMARCA4 in SMARCA4-deficient cancer cells establishes MLL3/4 genomic binding and active enhancer marks de novo^42^. Another study showed that UTX, a component of MLL3/MLL4 complex, physically associates with SMARCA4 in mouse myeloid cells and that loss of UTX leads to changes in chromatin accessibility and enhancer activation^43^. Through the use of several gene knockout and protein depletion systems, we establish a bidirectional relationship between BAF and MLL4 on AEs in preadipocytes and during adipogenesis, which rectifies seemingly conflicting results from previous separate studies. Reciprocal regulation between BAF and MLL4 is also supported by their physical association observed in this study and reported in the literature^44^. Whether BAF and MLL4 regulate each other on AEs through physical interaction of their components or enhancer histone marks remains to be determined.

### Interplay of BAF and MLL4 promotes pioneer factor-dependent enhancer activation

Pioneer factors such as OCT4 and C/EBPβ physically associate with SMARCA4 and other BAF subunits in cells^23,45^. Pioneer factors recruit SMARCA4 to induce chromatin accessibility to facilitate enhancer activation^42^. We reported previously that OCT4 and C/EBPβ physically associate with the MLL4 complex in cells and that ectopic C/EBPβ recruits MLL4 to activate a subset of C/EBPβ binding adipogenic enhancers in undifferentiated cells^14,20^. It is worth noting that MLL4 loss has little effect on C/EBPβ binding on AEs. In contrast, acute depletion of SMARCA4 reduces C/EBPβ occupancy on AEs, consistent with recent reports on the role of BAF in the binding of pioneer factors on enhancers^46–49^. Our findings in the current study further suggest a model for reciprocal regulation between BAF and MLL4 on C/EBPβ-activated enhancers. The pioneer factor C/EBPβ recruits BAF to remodel chromatin to enable MLL4 binding on enhancers. Meanwhile, C/EBPβ recruits MLL4 to facilitate BAF binding on enhancers. BAF and MLL4 may cooperate with C/EBPβ to maintain chromatin accessibility and active enhancer landscape and facilitate other LDTFs binding (Fig. 8f). Thus, BAF and MLL4 form a positive feedback loop to activate enhancers and lineage-specific gene expression during cell differentiation.

## Methods

### Plasmids and antibodies

The retroviral plasmids pBABEneo-SV40LT and pWZLhygro-C/EBPβ have been described^14^. The homemade antibodies anti-UTX^50^ and anti-MLL4^51^ have been described. Anti-SMARCB1/SNF5/INI1 (A-5, sc-166165), anti-SMARCC2/BAF170 (E-6, sc-17838X), anti-ARID2/BAF200 (E-3, sc-166117X), anti-C/EBPβ (C-19, sc-150X), anti-C/EBPα (144AA, sc-61X) and anti-PPARγ (H-100, sc-7196X) were from Santa Cruz. Anti-RbBP5 (A300-109A) was from Bethyl Laboratories. Anti-SMARCA4/BRG1 (ab110641) and anti-H3K27ac (ab4729) were from Abcam. Anti-ARID1A/BAF250A (D2A8U, #12354), anti-SS18 (D6I4Z, #21792) and anti-CBP (D6C5, #7389) were from Cell Signaling. Anti-BRD9 (#61537) was from Active Motif. Anti-H3K4me1 (13-0040) was from EpiCypher.

### Mouse experiments

To generate *Smarcb1*^f/f^;*PdgfRα-Cre* mice, *Smarcb1*^f/f^ mice^52^ obtained from Charles W.M. Roberts (St. Jude Children’s Research Hospital, Memphis, TN) were crossed with *PdgfRα-Cre* mice (Jackson No.013148). *Pbrm1*^f/f^ mice (Jackson No. 029049) were crossed with *Myf5-Cre* mice (Jackson No. 007893) to get *Pbrm1*^f/f^;*Myf5-Cre* mice. Generation of *Smarca4*^AID/AID^ mice will be described in a separate manuscript. Mice were housed in a room with controlled temperature of 22 °C and humidity of 45–65% under a 12-h light and 12-h dark cycle. Histology and immunohistochemistry analyses of E18.5 embryos were done as described^14^. Anti-Myosin (1:20 dilution, MF20; Developmental Studies Hybridoma Bank) and anti-UCP1 (1:400 dilution, ab10983; Abcam) were used. For fluorescent secondary antibodies, anti-mouse Alexa Fluor 488 and anti-rabbit Alexa Fluor 555 (Life Technologies, Carlsbad, CA, USA) were used. All mouse work was approved by the Animal Care and Use Committee of NIDDK, NIH.

### Isolation and immortalization of primary brown preadipocytes, virus infection and adipogenesis assay

Primary brown preadipocytes were isolated from the interscapular BAT of newborn pups and were immortalized with retroviral vectors expressing SV40T as described^51^. Adenoviral infection of preadipocytes was done at 50 moi. Cells were routinely cultured in DMEM plus 10% FBS. For adipogenesis assays, preadipocytes were plated at a density of 1 × 10^5^ in each well of 6-well plates in growth medium (DMEM plus 10% FBS) 4 days before induction of adipogenesis. At day 0, cells were fully confluent and were treated with differentiation medium (DMEM plus 10% FBS, 0.1 μM insulin and 1 nM T3) supplemented with 0.5 mM IBMX, 1 μM DEX, and 0.125 mM indomethacin. Two days later, cells were changed to the differentiation medium. Cells were replenished with fresh medium at 2-day intervals. Fully differentiated cells were either stained with Oil Red O or subjected to gene expression analyses.

### The auxin-inducible degron (AID) system for SMARCA4 depletion

*Smarca4*^AID/AID^ preadipocytes were isolated from interscapular BAT of *Smarca4*^AID/AID^ newborn pups and immortalized with SV40T. Immortalized *Smarca4*^AID/AID^ preadipocytes were infected with retroviral vector expressing the auxin receptor Tir1 of rice (pBabePuro-OsTir1-9Myc, Addgene #80074). To induce degradation of SMARCA4, auxin (indole-3-acetic acid sodium salt, Sigma-Aldrich #I5148) was added to the culture medium in a final concentration of 0.5 mM for indicated times.

### shRNA knockdown

For shRNA transduction, individual shRNAs targeting mouse *Arid1a* (TRCN0000238303, shArid1a-#1; TRCN0000238306, shArid1a-#5) were obtained from Sigma Mission shRNA library (Sigma-Aldrich). Immortalized *Smarcb1*^f/f^ brown preadipocytes were infected with lentiviral shRNA targeting *Arid1a* or control virus alone for 24 h. Infected cells were selected with puromycin (2 μg/mL) for 4 days before performing further experiments.

### Western blot and immunoprecipitation

Nuclear proteins were extracted using the nuclear extract preparation method as described previously^19^. Briefly, cells were washed with cold PBS, resuspended in buffer A (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl and 0.1% NP40) supplemented with protease inhibitors (Roche), 0.5 mM DTT and 0.2 mM phenylmethylsulfonyl fluoride (PMSF), and incubated on ice for 10 min. After centrifugation at 1,000 g, nuclei were resuspended in buffer C (20 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 420 mM NaCl, 0.2 mM EDTA and 25% glycerol) supplemented with protease inhibitors, 0.5 mM DTT and 0.2 mM PMSF. Nuclear extracts were separated using 4–15% Tris-Glycine gradient gels (Bio-Rad Laboratories). For Western blotting of MLL4, nuclear extracts were separated using 3–8% Tris-Acetate gradient gels (Invitrogen). Total proteins on the gel were transferred to a PVDF membrane (Bio-Rad Laboratories). The membranes were probed using specific antibodies.

For co-immunoprecipitation (IP), nuclear proteins were extracted from HEK293T and preadipocytes, diluted with an IP Buffer (50 mM Tris-HCl, pH 7.5, 1 mM EDTA, 150 mM NaCl, and 1% Triton X-100) supplemented with protease inhibitors, 1 mM DTT and 1 mM PMSF, and incubated with anti-MLL4, anti-UTX, anti-SMARCA4 or anti-SMARCB1 antibodies overnight at 4 °C. Samples were additionally incubated with Dynabeads Protein A (Life Technologies, 10008D) at 4 °C for 2 h. Beads were washed three times with an IP buffer and the immunoprecipitates were eluted with 20 μL of 1x sample buffer (NuPAGE LDS buffer, Thermo Scientific) including 100 mM DTT.

### IP-Mass spectrometry

The immunoprecipitation was carried out as described^53^. Briefly, the nuclear extract was prepared from undifferentiated mouse ES cells and immunoprecipitated with an antibody against MLL4 or UTX. The eluted immunoprecipitates were subjected to mass spectrometric analyses by Taplin Biological Mass Spectrometry Facility (Harvard Medical School). Peptides were separated on a HPLC column (100μm internal diameter, 25 cm in length) packed with 5μm Magic C18AQ 200 A (Michrom Bioresources). A LC gradient of Buffer A (97% water, 3% acetonitrile, 0.1% formic acid) and Buffer B (97% acetonitrile, 3% water, 0.1% formic acid) were used for separation, from 5% to 30% of B over one hour. For gas phase fragmentation settings, CID fragmentation with 2 m/z isolation width and 35% normalized collision energy were used. MS/MS scans were performed on a stand-alone LTQ velos which only acquired data at low resolution. SEQUEST (ver. 28, rev. 13) was used for peptide identification. Protein sequence databases were downloaded from Uniprot. The database was indexed allowing for partially tryptic peptides at either terminal end. Two missed internal cleavages were allowed. A fixed modification was on Cysteine (71.037 Da) for mono-acrylamide adducts. The only variable modification was on Methionine (15.99) for oxidation. The precursor mass tolerance was 2 Da, and 1 Da for fragment ions. The peptide false discovery rate (FDR) for sample UTX IP sample was 0.29% and the protein FDR was 3.35%. The peptide FDR for MLL4 IP sample was 0.20% and the protein FDR was 2.09%. Two or more unique peptides for protein identification were considered to have confidence.

### RNA isolation and qRT-PCR analysis

Total RNA was extracted using TRIzol (Life Technologies) and reverse transcribed using ProtoScript II first-strand cDNA synthesis kit (NEB, E6560), following manufacturer’s instructions. Quantitative RT-PCR (qRT-PCR) was performed in duplicate with the Luna^®^ Universal qPCR Master Mix (NEB, M3003) using QuantStudio 5 Real-Time PCR System (Thermo Fisher). PCR amplification parameters were 95 °C (3 min) and 40 cycles of 95 °C (15 s), 60 °C (60 s), and 72 °C (30 s). Primer sequences are provided in Supplementary Table 1. Statistical significance was calculated using the two-tailed unpaired *t*-test on two experimental conditions.

### RNA-Seq library preparation

Total RNA was subjected to mRNA purification using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490). Isolated mRNAs were reverse-transcribed into double stranded cDNA and subjected to sequencing library construction using the NEBNext Ultra™ II RNA Library Prep Kit for Illumina (NEB, E7770) according to the manufacturer’s instructions. RNA libraries were sequenced on Illumina HiSeq 3000.

### ChIP and ChIP-Seq library preparation

Chromatin immunoprecipitation (ChIP) and ChIP-Seq were done as described^54^. Briefly, cells were cross-linked with 1.5% formaldehyde for 10 min and quenched by 125 mM glycine for 10 min. 10 million fixed cells were resuspended in ice cold buffer containing 5 mM PIPES, pH 7.5, 85 mM KCl, 1% NP-40 and protease inhibitors, incubated on ice for 15 min, and centrifuged at 500 g for 5 min at 4 °C. Nuclei were resuspended with 1 mL buffer containing 50 mM Tris-HCl, pH8.0, 10 mM EDTA, 0.1% SDS and protease inhibitors, and subjected to sonication. Sheared chromatin was clarified by centrifugation at 13,000 g for 10 min at 4 °C. The supernatant was transferred to a new tube and further supplemented with 1% Triton-X100, 0.1% sodium deoxycholate and protease inhibitors. 2% of the mixture was set aside as input and 20 ng of spike-in chromatin (Active Motif, #53083) was added to the rest. For each ChIP, 4 − 10 µg of target antibodies and 2 μg of spike-in antibody (anti-H2Av, Active Motif, #61686) were added and incubated on a rotator at 4 °C overnight. ChIP samples were added with 50 μL prewashed protein A Dynabeads (ThermoFisher) and incubated for 3 h at 4 °C. Beads were then collected on a magnetic rack and washed twice with 1 mL cold RIPA buffer, twice with 1 mL cold RIPA buffer containing 300 mM NaCl, twice with 1 mL cold LiCl buffer and once with PBS. Beads were then eluted with 100 μL buffer containing 0.1 M NaHCO_3_, 1% SDS, and 20 μg Proteinase K at 65 °C overnight. Input sample volumes were adjusted to 100 μL with the elution buffer. Samples were then purified using QIAquick PCR purification kit (Qiagen) and eluted in 30 μL 10 mM Tris-HCl. For ChIP-Seq, entire ChIPed DNA or 300 ng of the input DNA were used to construct libraries using NEBNext Ultra II DNA Library Prep kit with AMPure XP magnetic beads (Beckman Coulter). Library quality and quantity were estimated with Bioanalyzer and Qubit assays. The final libraries were sequenced on Illumina HiSeq 3000.

### ATAC-Seq library preparation

The Assay for Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-Seq) was performed as described^55^. For each ATAC reaction, briefly, 5 × 10^4^ freshly collected cells were aliquoted into a new tube and spun down at 500 × *g* for 5 min at 4 °C. The cell pellet was incubated in 50 µL of ATAC-RSB buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_) containing 0.1% NP-40, 0.1% Tween-20, and 0.01% digitonin (Promega) on ice for 3 min and was washed out with 1 mL of ATAC-RSB buffer containing 0.1% Tween-20. Nuclei were collected by centrifugation at 500 × *g* for 10 min at 4 °C, then resuspended in 50 µL of transposition reaction buffer containing 25 µL 2× Tagment DNA buffer, 2.5 µL transposase (100 nM final; Illumina), 16.5 µL PBS, 0.5 µL 1% digitonin, 0.5 µL 10% Tween-20, and 5 µL H_2_O. The reaction was incubated for 30 min at 37 °C with mixing (1000 r.p.m.) and directly subjected to DNA purification using the MinElute Reaction Cleanup Kit (Qiagen) according to the manufacturer’s instructions. Eluted DNA was amplified with PCR using Nextera i7- and i5-index primers (Illumina). Purification and size selection of the amplified DNA were carried out with AMPure XP magnetic beads (Beckman Coulter) to remove primer dimers and >1,000 bp fragments. For purification, the ratio of sample to beads was set to 1:1.8, whereas for size selection, the ratio was set to 1:0.55. Sequencing libraries were analyzed with Qubit and sequenced on HiSeq3000.

### Computational analysis

#### RNA-Seq data analysis

Raw sequencing data were aligned to the mouse genome mm9 using STAR software^56^. Reads on exons were collected to calculate reads per kilobase per million (RPKM) as a measure of gene expression level. Only genes with exonic reads of RPKM > 1 were considered expressed. 

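In the 4 libraries of the immortalized cells, 11378 genes had an RPKM above 1 in control and 11525 in KO cells at D-3, and 11189 and 11668 at D2. In the primary cultures at D7 the numbers were 11775 in control and 11798 in *Pbrm1* cKO cells. Between 5301 and 7841 genes per library had 0 reads. For each transcript with reads, the RPKM followed from its count, a whole number of exon bases and the library total in the Reporting Summary, so that the values carry no further scaling between libraries. The 10 genes with the most reads took 4.07 to 9.03% of the counted reads of a library.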

For comparing gene expression levels before (D-3) and during (D2) adipogenesis, or in control and SMARCB1-deficient cells (Supplementary Fig. 2), fold change cutoff of > 2.5 was used to identify differentially expressed genes. Gene ontology (GO) analysis was done using DAVID with the whole mouse genome as background [https://david.ncifcrf.gov].

#### ChIP-Seq peak calling

Raw sequencing data were aligned to the mouse genome mm9 and the drosophila genome dm6 using Bowtie2 (v2.3.2)^57^. To identify ChIP-enriched regions, SICER (v1.1) was used^58^. For ChIP-Seq of histone modifications (H3K4me1 and H3K27ac), the window size of 200 bp, the gap size of 200 bp, and the false discovery rate (FDR) threshold of 10^−3^ were used. For ChIP-Seq of non-histone factors, the window size of 50 bp, the gap size of 50 bp, and the FDR threshold of 10^−10^ were used.

#### Genomic distribution of ChIP-Seq peaks

To define regulatory regions (Fig. 1c), combination of genomic coordinates and histone modification ChIP-Seq data were used. Promoter was defined as transcription start sites ±1 kb. Promoter-distal regions were further separated into active enhancers (H3K4me1^+^ H3K27ac^+^), primed enhancers (H3K4me1^+^ H3K27ac^−^), and the other (H3K4me1^−^).

#### Motif analysis

To find enriched TF motifs in given genomic regions identified by ChIP-Seq, we utilized the SeqPos motif tool in the Cistrome toolbox [http://cistrome.org/ap/]^59^. For ChIP-Seq data with more than 5,000 regions (Figs. 1, 3 and Supplementary Fig. 4), top 3,000 significant regions were used. Top 3,000 significant peaks were chosen based on the FDR value provided by SICER^58^. Briefly, FDR was calculated using p-value adjusted for multiple testing, and p-value was based on a test using the Poisson distribution. For ChIP-Seq data with small numbers (Figs. 7 and 8), all regions were used. For differential motif analysis of given two regions (Supplementary Fig. 5), HOMER software was used [http://homer.ucsd.edu/homer/]^60^.

#### Heat maps and box plots

The heat map matrices were generated using in-house scripts with 50 bp resolution and visualized in R using gplots package. Enhancers shown in the heat maps were ranked according to the intensity of SMARCA4 at the center of 400 bp window in control cells (Figs. 5 and 6) or that of C/EBPβ in control cells expressing ectopic C/EBPβ (Figs. 7 and 8). The ratio of normalized ChIP-Seq read counts in SMARCB1-deficient and control cells (Figs. 5e and 6d), those in MLL4^−^deficient and control cells (Fig. 6b), or those in SMARCA4-depleted and control cells (Fig. 6f) in base 2 logarithm were plotted using box plot, with outliers not shown. Wilcoxon signed rank test (one-sided) was used to determine statistical differences in SMARCB1-deficient and control cells (Figs. 5e and 6d), in MLL4-deficient and control cells (Fig. 6b), or in SMARCA4-depleted and control cells (Fig. 6f).

#### ATAC-Seq data processing

Raw ATAC-Seq reads were processed using Kundaje lab’s ataqc pipelines [https://github.com/kundajelab/atac_dnase_pipelines] which included adapter trimming, aligning to mouse mm9 genome by Bowtie2, and peak calling by MACS2. For downstream analysis, we used filtered reads that were retained after removing unmapped reads, duplicates and mitochondrial reads.

#### C/EBPβ-activated enhancers

To identify C/EBPβ-activated enhancers in preadipocytes (Figs. 7 and 8), we first selected C/EBPβ^+^ AEs (C/EBPβ^+^ H3K27ac^+^ promoter-distal regions) in ectopic C/EBPβ-expressed cells. We further narrowed the focus down to SMARCA4^+^ ARID1A^+^ MLL4^+^ ones to better assess the direct relationship between BAF and MLL4. We compared H3K27ac enrichment intensities in control and ectopic C/EBPβ-expressed cells. Enhancers with over 2-fold increased H3K27ac intensities in ectopic C/EBPβ-expressed cells were considered as C/EBPβ-activated enhancers.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. All ChIP-Seq, RNA-Seq and ATAC-Seq datasets described in this paper have been deposited in NCBI Gene Expression Omnibus under access #GSE151115 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151115]. The raw mass spectrometry proteomics data are provided in Supplementary Data 1 and 2. Protein sequence databases were downloaded from Uniprot [https://www.uniprot.org/]. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Hota SK, Bruneau BG (2016). ATP-dependent chromatin remodeling during mammalian development. Development.

[2] Clapier CR, Iwasa J, Cairns BR, Peterson CL (2017). Mechanisms of action and regulation of ATP-dependent chromatin-remodelling complexes. Nat. Rev. Mol. Cell Biol..

[3] Kadoch C (2013). Proteomic and bioinformatic analysis of mammalian SWI/SNF complexes identifies extensive roles in human malignancy. Nat. Genet..

[4] Wilson BG, Roberts CW (2011). SWI/SNF nucleosome remodellers and cancer. Nat. Rev. Cancer.

[5] Mashtalir N (2018). Modular organization and assembly of SWI/SNF family chromatin remodeling complexes. Cell.

[6] Alpsoy A, Dykhuizen EC (2018). Glioma tumor suppressor candidate region gene 1 (GLTSCR1) and its paralog GLTSCR1-like form SWI/SNF chromatin remodeling subcomplexes. J. Biol. Chem..

[7] Ho, P. J., Lloyd, S. M. & Bao, X. Unwinding chromatin at the right places: how BAF is targeted to specific genomic locations during development. *Development***146**, 10.1242/dev.178780 (2019).10.1242/dev.178780PMC680337031570369

[8] Alver BH (2017). The SWI/SNF chromatin remodelling complex is required for maintenance of lineage specific enhancers. Nat. Commun..

[9] Nakayama RT (2017). SMARCB1 is required for widespread BAF complex-mediated activation of enhancers and bivalent promoters. Nat. Genet.

[10] Wang X (2017). SMARCB1-mediated SWI/SNF complex function is essential for enhancer regulation. Nat. Genet.

[11] Gatchalian J (2018). A non-canonical BRD9-containing BAF chromatin remodeling complex regulates naive pluripotency in mouse embryonic stem cells. Nat. Commun..

[12] Michel BC (2018). A non-canonical SWI/SNF complex is a synthetic lethal target in cancers driven by BAF complex perturbation. Nat. Cell Biol..

[13] Heinz S, Romanoski CE, Benner C, Glass CK (2015). The selection and function of cell type-specific enhancers. Nat. Rev. Mol. Cell Biol..

[14] Lee JE (2013). H3K4 mono- and di-methyltransferase MLL4 is required for enhancer activation during cell differentiation. Elife.

[15] Froimchuk E, Jang Y, Ge K (2017). Histone H3 lysine 4 methyltransferase KMT2D. Gene.

[16] Heintzman ND (2007). Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nat. Genet.

[17] Jin Q (2011). Distinct roles of GCN5/PCAF-mediated H3K9ac and CBP/p300-mediated H3K18/27ac in nuclear receptor transactivation. EMBO J..

[18] Lai B (2017). MLL3/MLL4 are required for CBP/p300 binding on enhancers and super-enhancer formation in brown adipogenesis. Nucleic Acids Res..

[19] Jang Y (2019). H3.3K4M destabilizes enhancer H3K4 methyltransferases MLL3/MLL4 and impairs adipose tissue development. Nucleic Acids Res..

[20] Wang C (2016). Enhancer priming by H3K4 methyltransferase MLL4 controls cell fate transition. Proc. Natl Acad. Sci. USA.

[21] Mathur R (2017). ARID1A loss impairs enhancer-mediated gene regulation and drives colon cancer in mice. Nat. Genet..

[22] Fernandez Garcia M (2019). Structural Features of Transcription Factors Associating with Nucleosome Binding. Mol. Cell.

[23] Kowenz-Leutz E, Leutz A (1999). A C/EBP beta isoform recruits the SWI/SNF complex to activate myeloid genes. Mol. Cell.

[24] Salma N, Xiao H, Mueller E, Imbalzano AN (2004). Temporal recruitment of transcription factors and SWI/SNF chromatin-remodeling enzymes during adipogenic induction of the peroxisome proliferator-activated receptor gamma nuclear hormone receptor. Mol. Cell Biol..

[25] Siersbaek R (2011). Extensive chromatin remodelling and establishment of transcription factor ‘hotspots’ during early adipogenesis. EMBO J..

[26] Nishimura K, Fukagawa T, Takisawa H, Kakimoto T, Kanemaki M (2009). An auxin-based degron system for the rapid depletion of proteins in nonplant cells. Nat. Methods.

[27] Berry R, Rodeheffer MS (2013). Characterization of the adipocyte cellular lineage in vivo. Nat. Cell Biol..

[28] Lee, J. E., Schmidt, H., Lai, B. & Ge, K. Transcriptional and epigenomic regulation of adipogenesis. *Mol. Cell Biol*. **39**, 10.1128/MCB.00601-18 (2019).10.1128/MCB.00601-18PMC651759830936246

[29] Lefterova MI, Haakonsson AK, Lazar MA, Mandrup S (2014). PPARgamma and the global map of adipogenesis and beyond. Trends Endocrinol. Metab..

[30] Cho YW (2007). PTIP associates with MLL3- and MLL4-containing histone H3 lysine 4 methyltransferase complex. J. Biol. Chem..

[31] Caramel J, Medjkane S, Quignon F, Delattre O (2008). The requirement for SNF5/INI1 in adipocyte differentiation highlights new features of malignant rhabdoid tumors. Oncogene.

[32] Ali SH, DeCaprio JA (2001). Cellular transformation by SV40 large T antigen: interaction with host proteins. Semin. Cancer Biol..

[33] Isakoff MS (2005). Inactivation of the Snf5 tumor suppressor stimulates cell cycle progression and cooperates with p53 loss in oncogenic transformation. Proc. Natl Acad. Sci. USA.

[34] Klochendler-Yeivin A, Picarsky E, Yaniv M (2006). Increased DNA damage sensitivity and apoptosis in cells lacking the Snf5/Ini1 subunit of the SWI/SNF chromatin remodeling complex. Mol. Cell Biol..

[35] Seale P (2008). PRDM16 controls a brown fat/skeletal muscle switch. Nature.

[36] Sanchez-Gurmaches J (2012). PTEN loss in the Myf5 lineage redistributes body fat and reveals subsets of white adipocytes that arise from Myf5 precursors. Cell Metab..

[37] Tallquist MD, Soriano P (2003). Cell autonomous requirement for PDGFRalpha in populations of cranial and cardiac neural crest cells. Development.

[38] Park, Y. K. et al. Distinct roles of transcription factors KLF4, Krox20, and peroxisome proliferator-activated receptor gamma in adipogenesis. *Mol. Cell Biol*. **37**, 10.1128/MCB.00554-16 (2017).10.1128/MCB.00554-16PMC521485227777310

[39] Wang X (2019). BRD9 defines a SWI/SNF sub-complex and constitutes a specific vulnerability in malignant rhabdoid tumors. Nat. Commun..

[40] Vierbuchen T (2017). AP-1 transcription factors and the BAF complex mediate signal-dependent enhancer selection. Mol. Cell.

[41] Local A (2018). Identification of H3K4me1-associated proteins at mammalian enhancers. Nat. Genet.

[42] Pan J (2019). The ATPase module of mammalian SWI/SNF family complexes mediates subcomplex identity and catalytic activity-independent genomic targeting. Nat. Genet.

[43] Gozdecka M (2018). UTX-mediated enhancer and chromatin remodeling suppresses myeloid leukemogenesis through noncatalytic inverse regulation of ETS and GATA programs. Nat. Genet.

[44] Lee S (2009). Crucial roles for interactions between MLL3/4 and INI1 in nuclear receptor transactivation. Mol. Endocrinol..

[45] Ding J, Xu H, Faiola F, Ma’ayan A, Wang J (2012). Oct4 links multiple epigenetic pathways to the pluripotency network. Cell Res.

[46] King, H. W. & Klose, R. J. The pioneer factor OCT4 requires the chromatin remodeller BRG1 to support gene regulatory element function in mouse embryonic stem cells. *Elife***6**, 10.7554/eLife.22631 (2017).10.7554/eLife.22631PMC540050428287392

[47] Xu G (2020). ARID1A determines luminal identity and therapeutic response in estrogen-receptor-positive breast cancer. Nat. Genet.

[48] Kelso, T. W. R. et al. Chromatin accessibility underlies synthetic lethality of SWI/SNF subunits in ARID1A-mutant cancers. *Elife***6**, 10.7554/eLife.30506 (2017).10.7554/eLife.30506PMC564310028967863

[49] Bao X (2015). A novel ATAC-seq approach reveals lineage-specific reinforcement of the open chromatin landscape via cooperation between BAF and p63. Genome Biol..

[50] Hong S (2007). Identification of JmjC domain-containing UTX and JMJD3 as histone H3 lysine 27 demethylases. Proc. Natl Acad. Sci. USA.

[51] Cho YW (2009). Histone methylation regulator PTIP is required for PPARgamma and C/EBPalpha expression and adipogenesis. Cell Metab..

[52] Roberts CW, Leroux MM, Fleming MD, Orkin SH (2002). Highly penetrant, rapid tumorigenesis through conditional inversion of the tumor suppressor gene Snf5. Cancer Cell.

[53] Meetei AR (2003). A multiprotein nuclear complex connects Fanconi anemia and Bloom syndrome. Mol. Cell Biol..

[54] Park, Y. K. & Ge, K. Glucocorticoid receptor accelerates, but is dispensable for, adipogenesis. *Mol. Cell Biol*. **37**, 10.1128/MCB.00260-16 (2017).10.1128/MCB.00260-16PMC521485627777311

[55] Corces MR (2016). Lineage-specific and single-cell chromatin accessibility charts human hematopoiesis and leukemia evolution. Nat. Genet.

[56] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[57] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[58] Zang C (2009). A clustering approach for identification of enriched domains from histone modification ChIP-Seq data. Bioinformatics.

[59] He HH (2010). Nucleosome dynamics define transcriptional enhancers. Nat. Genet.

[60] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

# Supplementary material for: Interplay of BAF and MLL4 promotes cell type-specific enhancer activation
**Source:** Nat Commun. 2021 Mar 12;12:1630. doi: 10.1038/s41467-021-21893-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Interplay of BAF and MLL4 promotes cell type-specific enhancer activation

Young-Kwon Park<sup>1, #</sup>, Ji-Eun Lee<sup>1, #</sup>, Zhijiang Yan<sup>2, 3</sup>, Kaitlin McKernan<sup>1</sup>, Tommy O'Haren<sup>1</sup>, Weidong Wang<sup>2</sup>, Weiqun Peng<sup>4</sup>, and Kai Ge<sup>1, \*</sup>

<sup>#</sup>These authors contributed equally

Supplementary Figures 1-7

Supplementary Table 1

Supplementary References

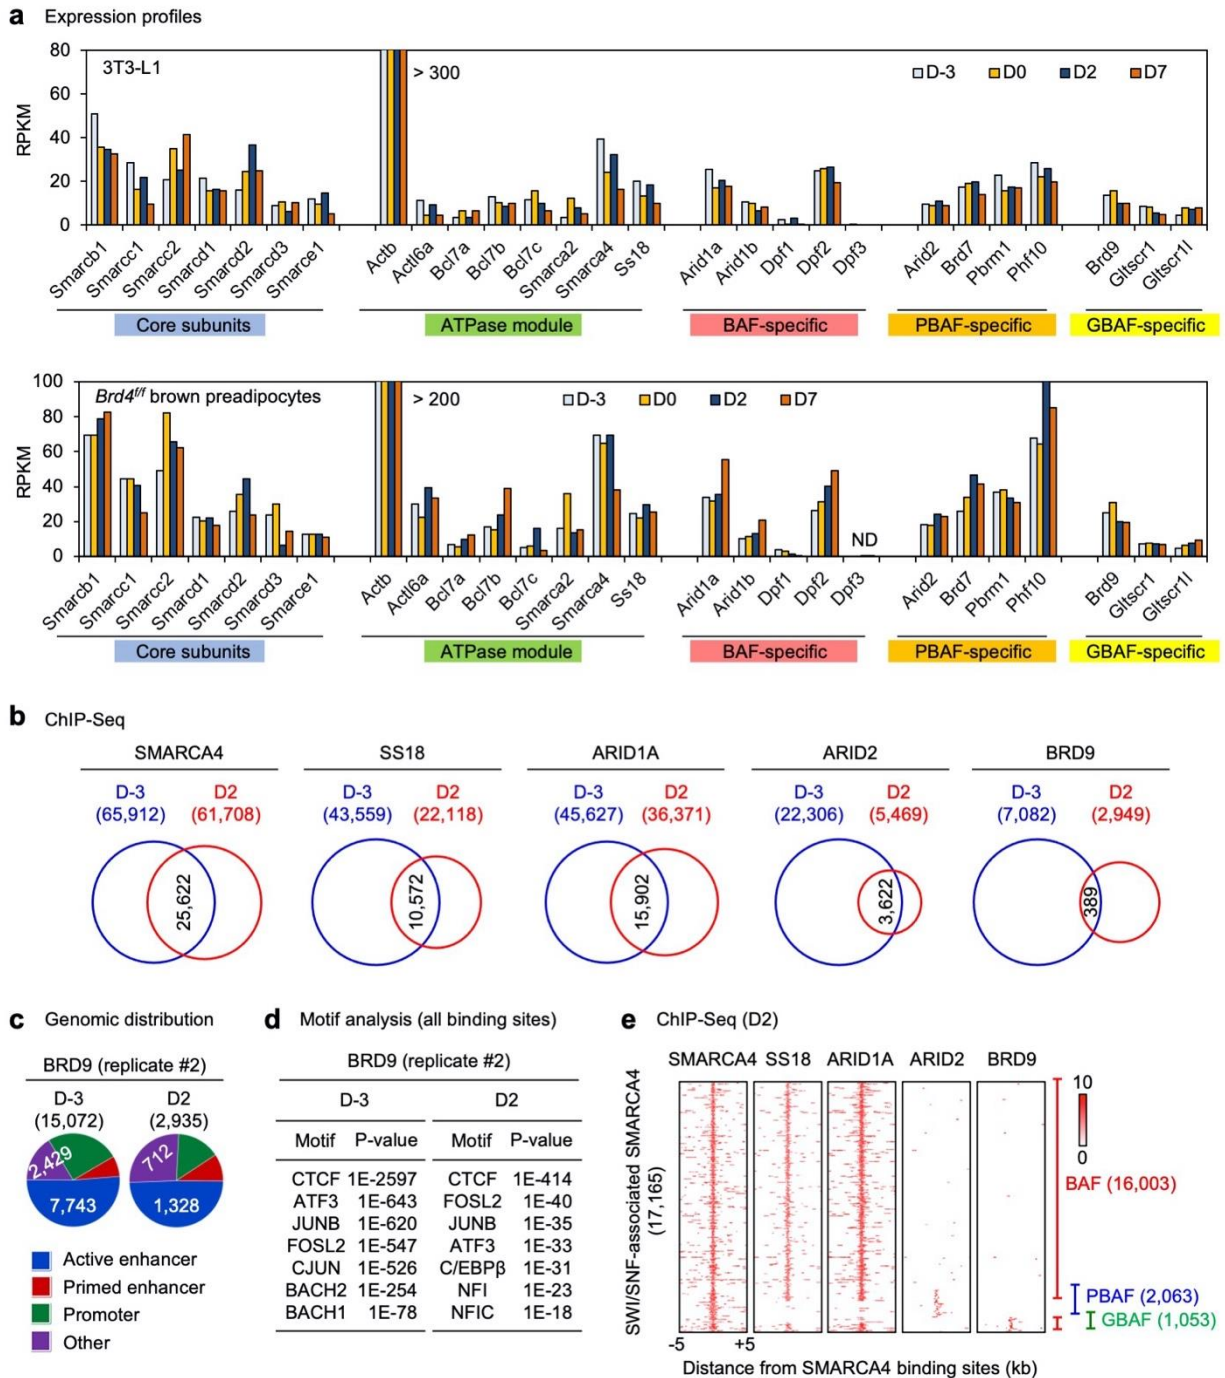

### Supplementary Fig. 1. Genomic binding of SWI/SNF subunits in adipogenesis

(a) Expression profiles of SWI/SNF subunits during adipogenesis of 3T3-L1 white preadipocytes ( $n = 1$ ) (GSE87113)<sup>1</sup> and *Brd4*<sup>fl/fl</sup> brown preadipocytes ( $n = 1$ ) (GSE99101)<sup>2</sup>. D-3, day -3. D2, day 2.

(b) Venn diagrams depicting genomic binding of SMARCA4, SS18, BAF-specific ARID1A, PBAF-specific ARID2 and GBAF-specific BRD9 before (D-3) and during (D2) adipogenesis of brown preadipocytes. Numbers of binding sites are indicated.

(c) Genomic distributions of GBAF-specific BRD9 before (D-3) and during (D2) adipogenesis of brown preadipocytes. Confident BRD9 binding regions were determined by overlapping peaks from biological duplicates. Promoters were defined as transcription start sites  $\pm$  1kb. Active enhancers were defined as H3K4me1<sup>+</sup> H3K27ac<sup>+</sup> promoter-distal regions. Primed enhancers were defined as H3K4me1<sup>+</sup> H3K27ac<sup>-</sup> promoter-distal regions. Numbers of binding sites are indicated.

(d) Motif analysis of Brd9 binding regions at D-3 and D2 of adipogenesis using SeqPos motif tool. All binding regions were used.

(e) Heat maps for genomic binding of SMARCA4, SS18, ARID1A, ARID2 and BRD9 are shown around SMARCA4 binding sites at D2 of adipogenesis. Regions associated with either BAF, PBAF or GBAF are shown.

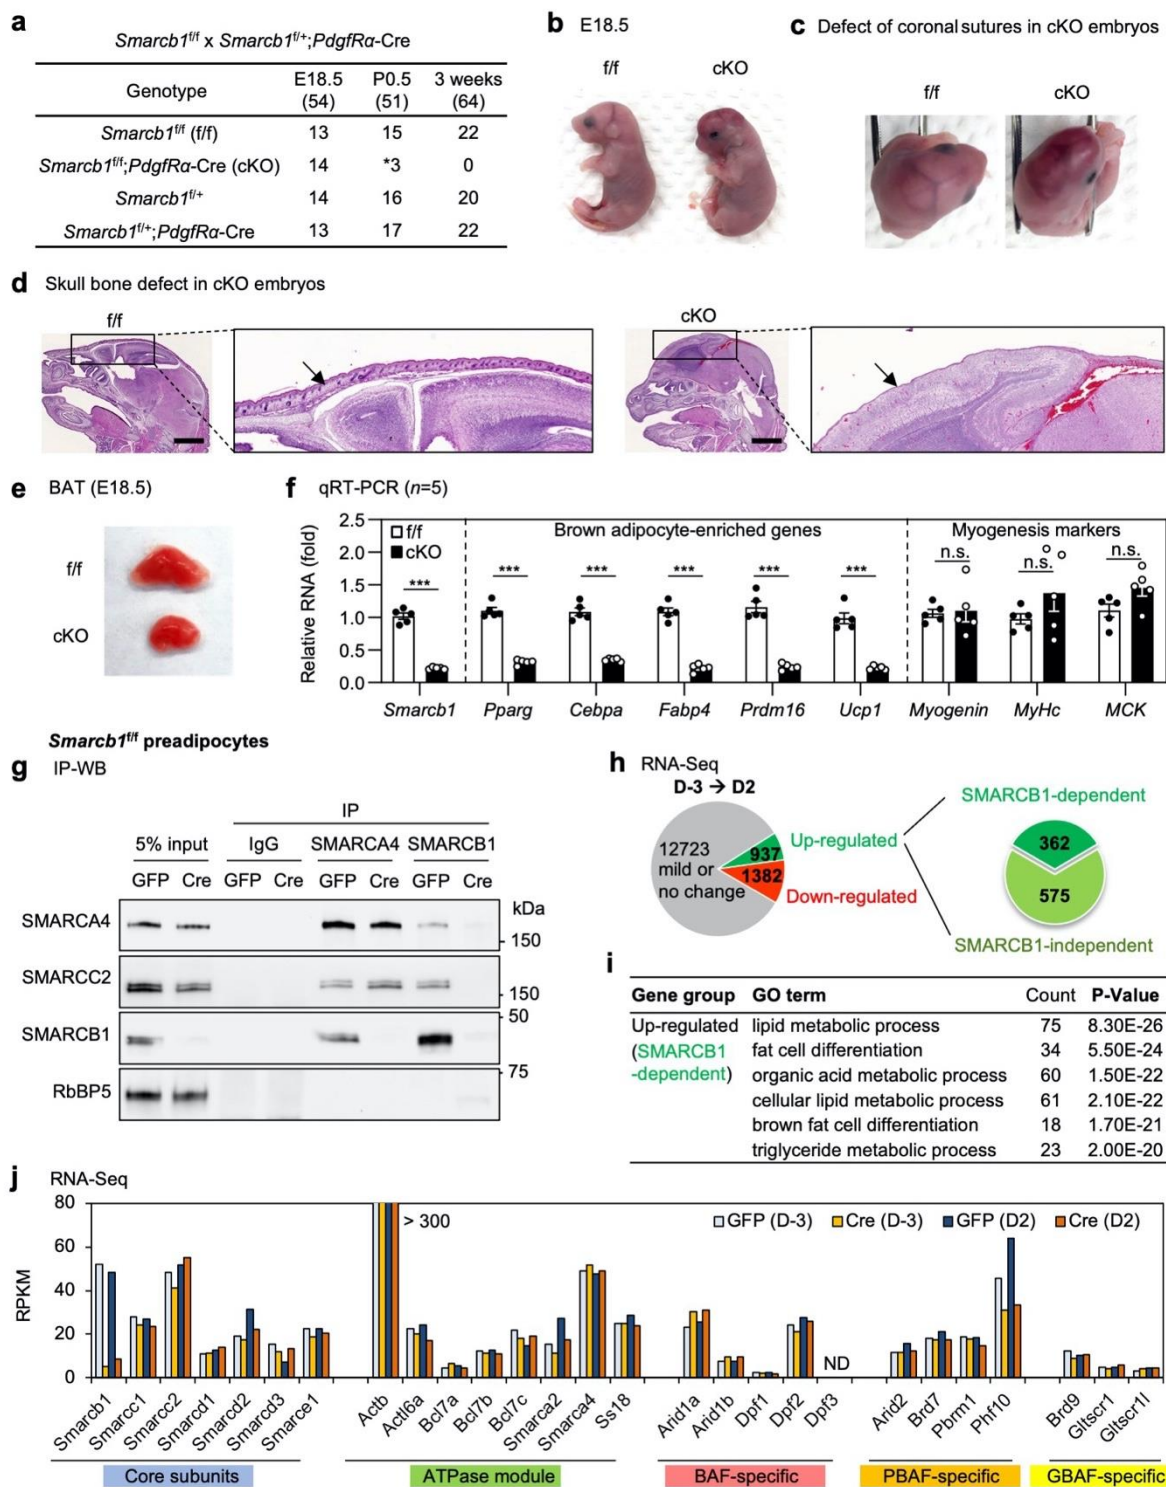

**Supplementary Fig. 2. SMARCB1 is required for adipogenesis *in vivo* and in culture**

(a-d) *Smarchb1<sup>fl/+</sup>;PdgfRa-Cre* (cKO) mice showed defects in skull bone and died shortly after birth.

- (a) Genotype of progeny from the crossing between *Smarca1<sup>fl/fl</sup>* (f/f) and *Smarca1<sup>fl/+</sup>;Pdgfra-Cre* mice at embryonic day 18.5 (E18.5), post-natal day 0.5 (P0.5) and weaning (3 weeks of age). Dead pups are indicated by an asterisk.
- (b) Representative morphology of E18.5 embryos. (c) Defective coronal sutures in cKO mice.
- (d) H&E staining of the sagittal sections of head. Arrows indicate the skull bone. *n* = 2 biological replicates. Scale bar = 1 mm.
- (e, f) Impaired BAT development in cKO mice.
- (e) Representative pictures of interscapular BAT of E18.5 f/f and cKO embryos.
- (f) qRT-PCR analysis of *Smarca1*, adipocyte-enriched genes *Pparg*, *Cebpa*, *Fabp4*, *Prdm16* and *Ucp1* as well as myogenesis marker genes *Myogenin*, *MyHC* and *MCK* in BAT isolated from E18.5 f/f and cKO embryos. Data are presented as mean values  $\pm$  SEM. *n* = 5 independent experiments. Statistical comparison between groups was performed using the two-tailed unpaired *t*-test. \*\*\* *p* < 0.001. n.s., not significant. Exact *p*-values are as follows: *Smarca1* (*p* = 1.9E-7); *Pparg* (*p* = 4.1E-7); *Cebpa* (*p* = 1.7E-6); *Fabp4* (*p* = 1.1E-6); *Prdm16* (*p* = 6.1E-6); *Ucp1* (*p* = 1.6E-5); *Myogenin* (*p* = 0.83); *MyHC* (*p* = 0.21); *MCK* (*p* = 0.06).
- (g-j) SMARCB1 is required for adipogenesis in culture. Immortalized *Smarca1<sup>fl/fl</sup>* brown preadipocytes were infected with adenoviral GFP or Cre, followed by adipogenesis assays. Cells were collected at D-3 and D2 of adipogenesis for RNA-Seq.
- (g) Deletion of *Smarca1* does not affect the interaction between SMARCA4 and SMARCC2. Nuclear extracts prepared at D2 of adipogenesis were immunoprecipitated (IP) with anti-SMARCA4 or anti-SMARCB1 antibody. Immunoprecipitates were analyzed by Western blot using antibodies indicated on the left. *n* = 2 biological replicates.
- (h) RNA-Seq analysis at D2 of adipogenesis. Pie chart depicts SMARCB1-dependent and -independent up-regulated genes as well as down-regulated genes from D-3 to D2 of adipogenesis. The cut-off for differential expression is 2.5-fold.
- (i) Gene ontology (GO) analysis of 362 SMARCB1-dependent up-regulated genes defined in (h) using DAVID software.
- (j) Deletion of *Smarca1* does not affect the expression of other SWI/SNF subunits in adipogenesis (*n* = 1).

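For the subunits other than *Smarcb1*, *Dpf3* had no expressed transcript in the immortalized cells and was left out, and *Gltscr1* and *Gltscr1l* are listed under their current symbols, *Bicra* and *Bicral*. *Smarca4* had an RPKM of 49.0 in control and 51.7 in KO cells at D-3, and of 47.8 and 49.1 at D2. *Smarca2* had 15.4 and 11.2 at D-3, and 27.3 and 17.3 at D2. *Arid1a* had 23.1 and 30.2 at D-3, and 25.6 and 31.0 at D2. *Phf10*, the lowest ratio at either day, had 45.7 and 30.9 at D-3, and a log2 ratio of KO to control of -0.94 at D2. The 95% interval excluded no change for 16 of the subunits at D-3 and 17 at D2, which counts only the reads of the libraries compared.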

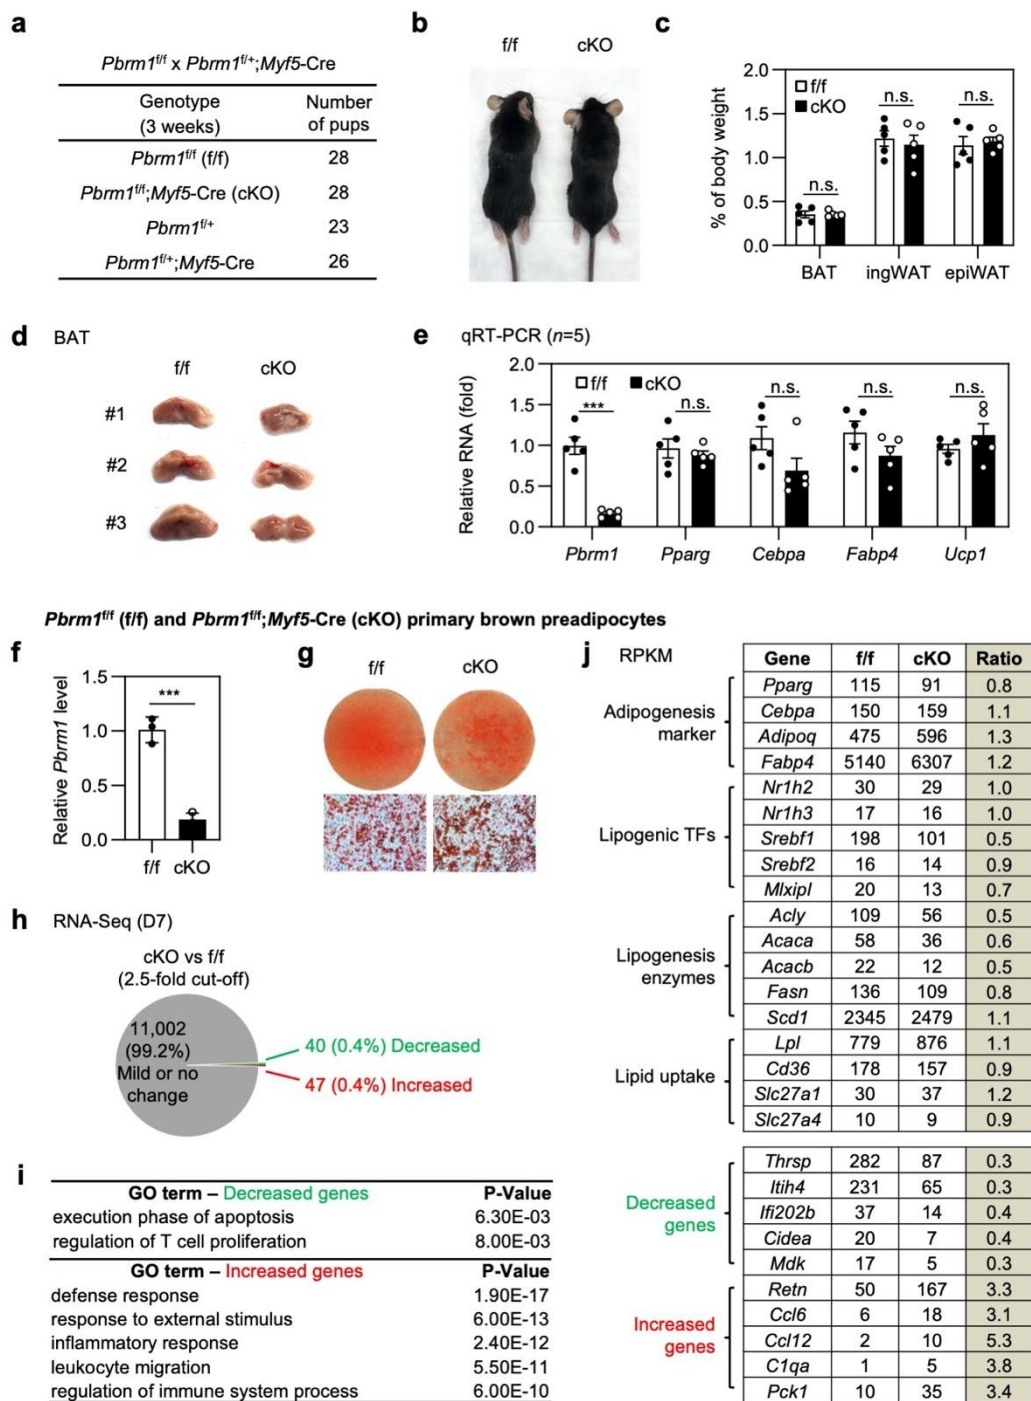

**Supplementary Fig. 3. PBAF-specific subunit PBRM1 is dispensable for adipogenesis *in vivo* and in culture**

(a-e) Characterization of adult (8 week-old) *Pbrm1<sup>flf</sup>;Myf5-Cre* (cKO) mice. *Pbrm1<sup>flf</sup>* (f/f) were crossed with *Pbrm1<sup>fl/+</sup>;Myf5-Cre* to obtain cKO mice.

(a) Genotyping results. The expected ratios of the four genotypes are 1:1:1:1.

(b) Representative pictures of 8-week-old f/f or cKO mice.

- (c) The average adipose tissue weights in f/f and cKO mice are shown as % of body weight. Data are presented as mean values  $\pm$  SEM.  $n = 5$  independent experiments. Statistical comparison between groups was performed using the two-tailed unpaired  $t$ -test. n.s., not significant.
- (d) Pictures of interscapular BAT isolated from three f/f or cKO mice.
- (e) Total RNA was extracted from BAT of f/f or cKO mice for qRT-PCR analysis of *Pbrm1*, adipogenesis markers *Pparg*, *Cebpa* and *Fabp4* and BAT marker *Ucp1*. Data are presented as mean values  $\pm$  SEM.  $n = 5$  independent experiments. Statistical comparison between groups was performed using the two-tailed unpaired  $t$ -test. \*\*\*  $p < 0.001$ . n.s., not significant. Exact p-values are as follows: *Pbrm1* ( $p = 5.3E-5$ ); *Pparg* ( $p = 0.53$ ); *Cebpa* ( $p = 0.09$ ); *Fabp4* ( $p = 0.15$ ); *Ucp1* ( $p = 0.30$ ).
- (f-j) *Pbrm1* is dispensable for adipogenesis in cell culture. Primary brown preadipocytes were isolated from interscapular BAT of f/f or cKO mouse at P0.5, followed by adipogenesis until D7.
- (f) *Pbrm1* deletion in primary brown preadipocytes was confirmed by qPCR of genomic DNA. Expression levels were normalized to *18S rRNA*.  $n = 3$  biologically independent samples. Data are presented as mean values  $\pm$  std. dev. \*\*\*  $p < 0.001$ . Exact p-value for *Pbrm1* is  $p = 4.2E-4$ .
- (g) Oil Red O staining of differentiated cells at D7.
- (h) RNA-Seq analysis of gene expression at D7 ( $n = 3$  biologically independent samples). Pie chart depicts decreased or increased genes in cKO versus f/f cells. The cut-off is 2.5-fold.
- (i) Gene ontology (GO) analysis of decreased or increased genes defined in (H).
- (j) The list of representative adipocyte differentiation genes (upper panel) and significantly decreased or increased genes in *Pbrm1* cKO cells at D7 (lower panel). RPKM values indicate gene expression levels.

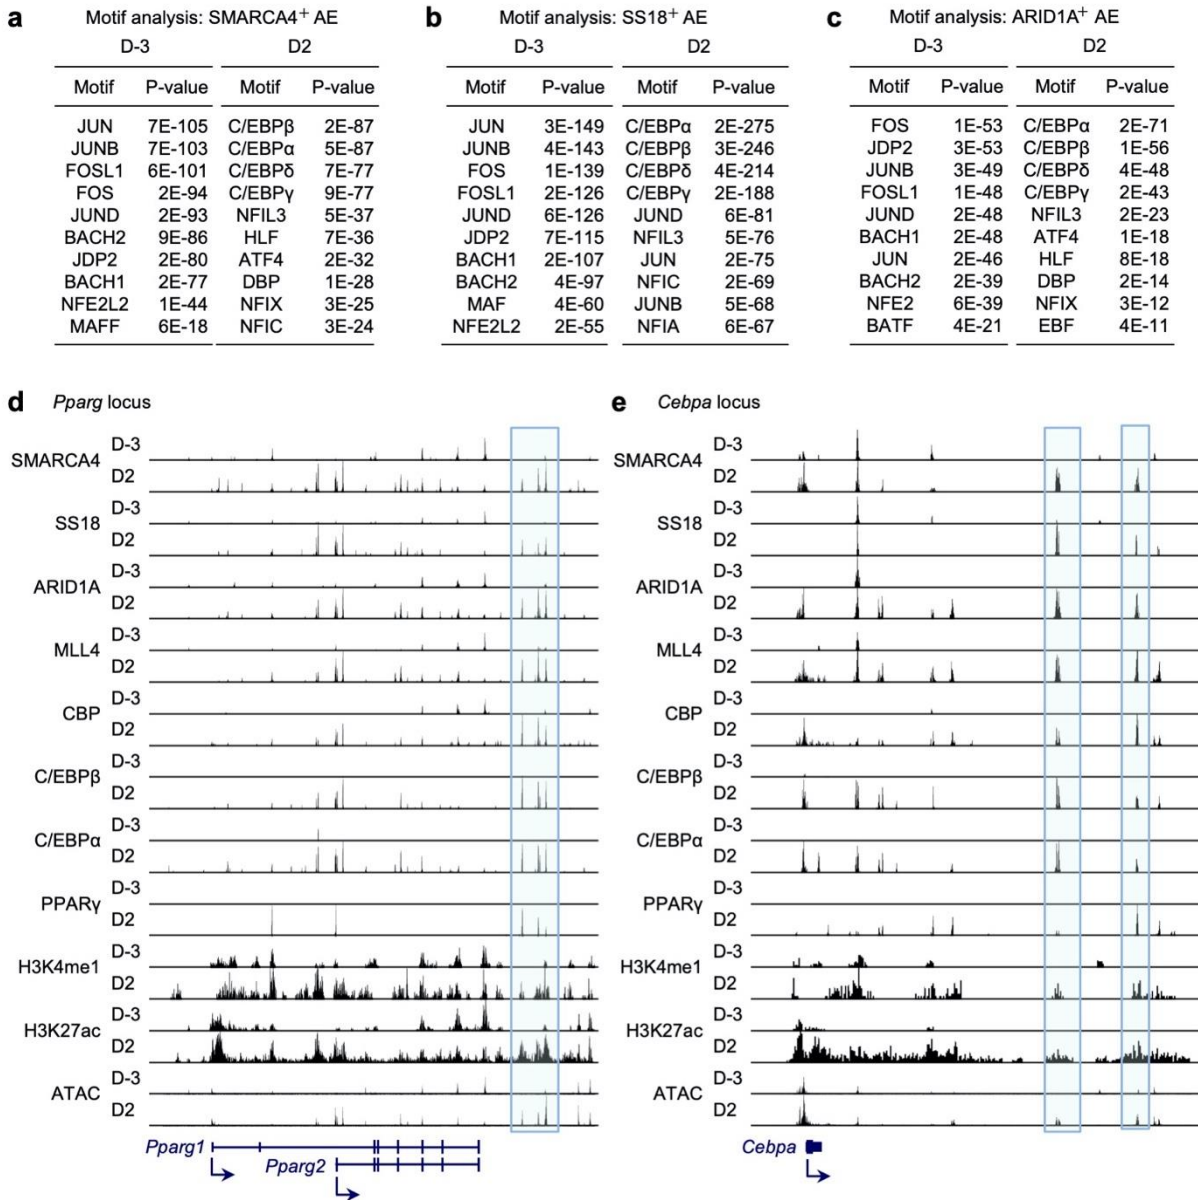

**Supplementary Fig. 4. BAF co-localizes with LDTFs on active enhancers during adipogenesis**

(a-c) Motif analysis of SMARCA4<sup>+</sup> (a), SS18<sup>+</sup> (b), or ARID1A<sup>+</sup> (c) active enhancers (AEs) at D-3 and D2 of adipogenesis of brown preadipocytes. Top 3,000 binding regions on AEs were used for motif analysis. (d-e) Genome browser shot of ChIP-Seq data of BAF subunits (SMARCA4, SS18 and ARID1A), MLL4, CBP, LDTFs (C/EBP $\beta$ , C/EBP $\alpha$ , and PPAR $\gamma$ ), H3K4me1, and H3K27ac as well as ATAC-Seq data on AEs of *Pparg* (D) or *Cebpa* (E) gene loci.

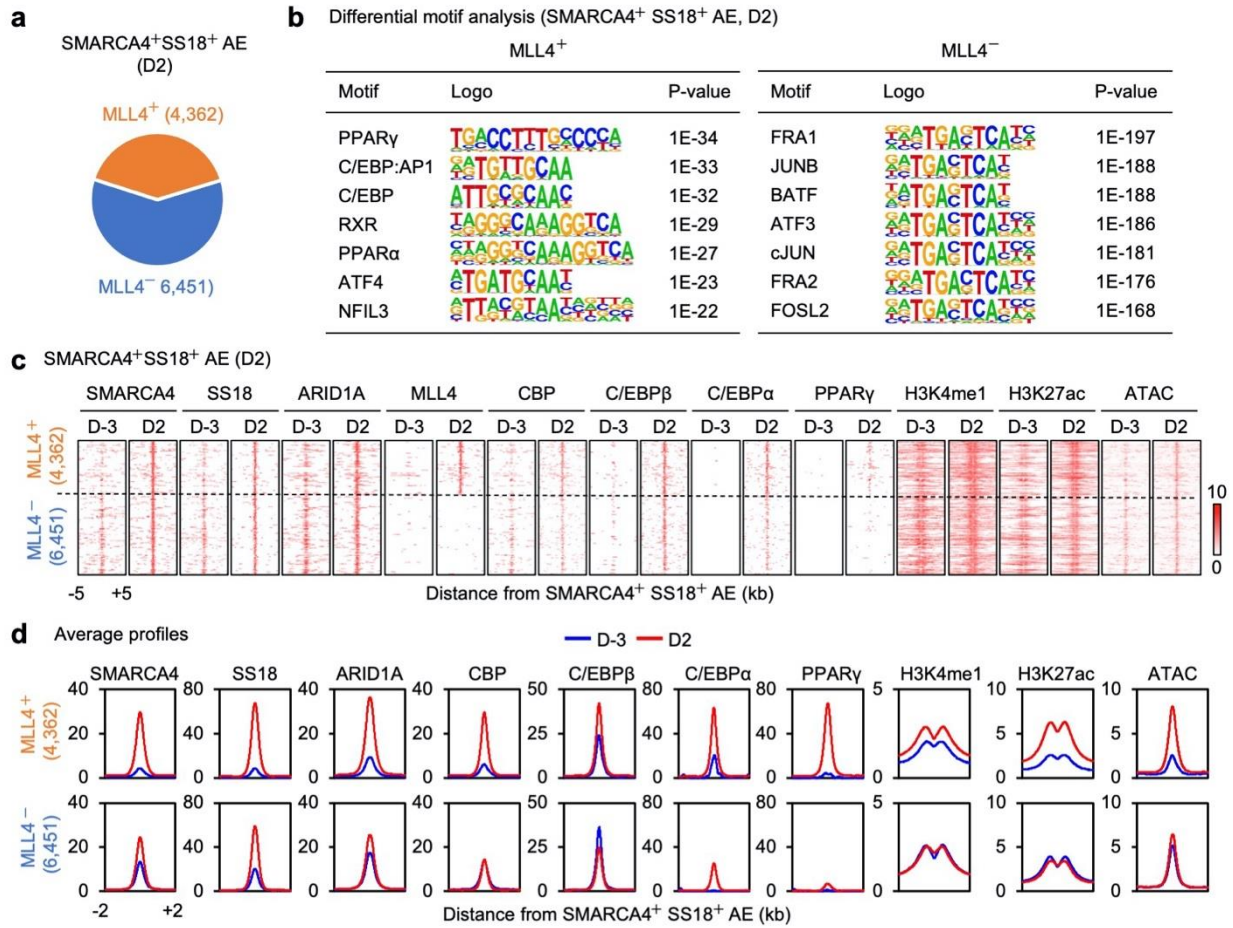

**Supplementary Fig. 5. Markedly increased BAF binding and chromatin accessibility on MLL4<sup>+</sup> active enhancers during adipogenesis**

(a) Among the 10,813 BAF-binding (SMARCA4<sup>+</sup> SS18<sup>+</sup>) active enhancers (AEs) at D2 of adipogenesis of brown preadipocytes, 4,362 are bound by MLL4.

(b) Differential motif analysis of MLL4<sup>+</sup> or MLL4<sup>-</sup> AEs at D2 of adipogenesis using HOMER.

(c-d) Heat maps (c) and average profiles (d) around SMARCA4<sup>+</sup> SS18<sup>+</sup> AEs. Levels of CBP and H3K27ac were only induced on MLL4<sup>+</sup> AEs. Normalized read counts are shown.

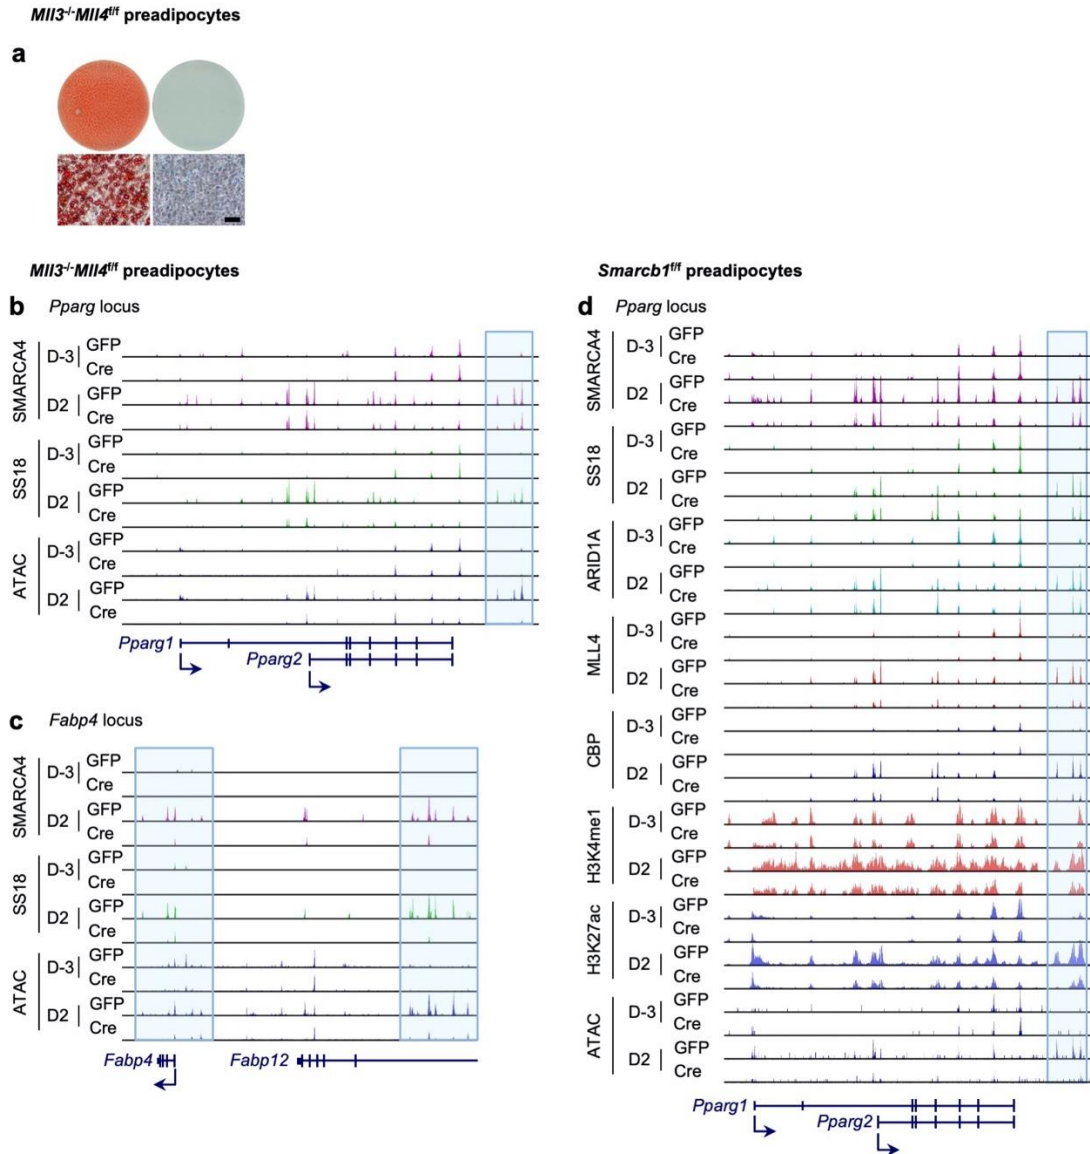

**Supplementary Fig. 6. Reciprocal regulation between BAF and MLL4 on active enhancers during adipogenesis**

**(a)** MLL4 is required for adipogenesis of brown preadipocytes. Oil Red O staining at D7.  $n = 3$  biological replicates. Scale bar = 50  $\mu\text{m}$ .

**(b, c)** MLL4 is required for SMARCA4 and SS18 binding and chromatin opening on adipogenic enhancers around *Pparg* **(b)** and *Fabp4* **(c)** genes at D2 of adipogenesis.

**(d)** SMARCB1 is required for SMARCA4, MLL4, and CBP binding and activation of enhancers around the *Pparg* gene at D2 of adipogenesis.

**a** Figure 2b

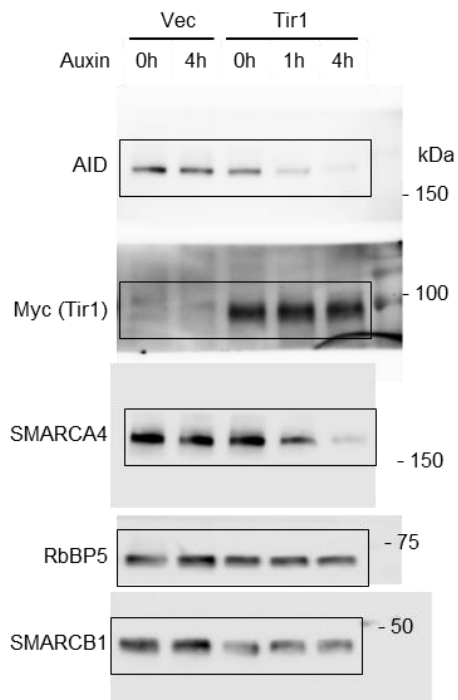

**b** Figure 2f

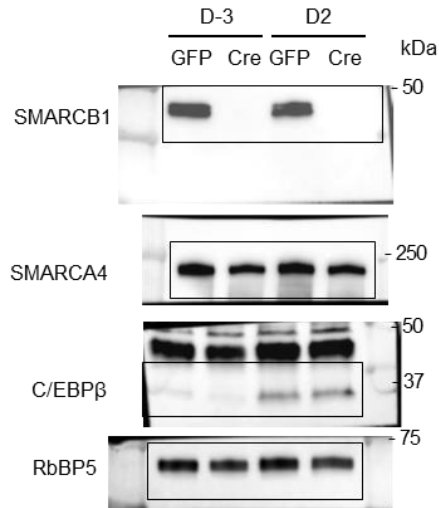

**c** Figure 2i

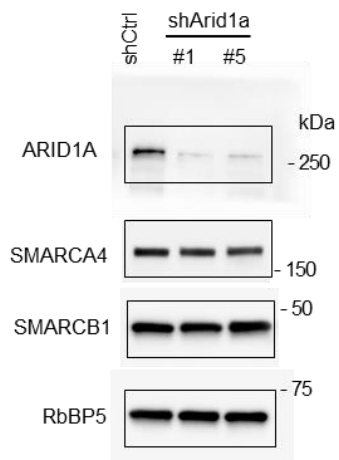

**d** Supplementary Figure 2g

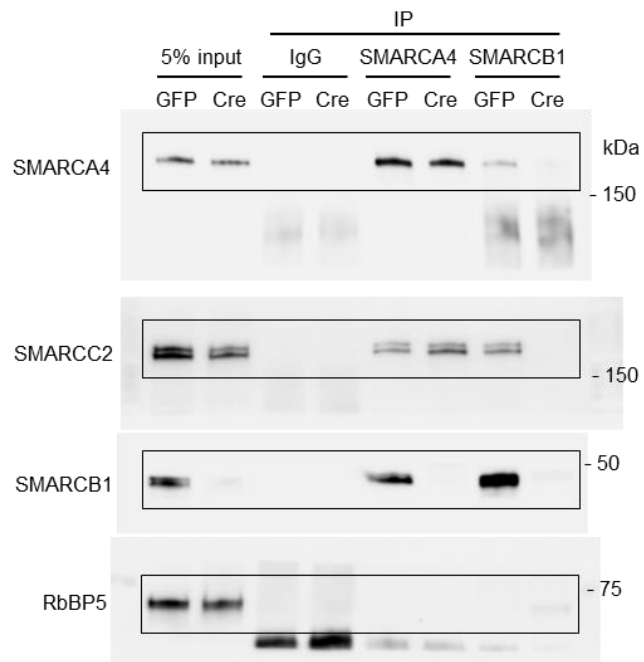

**Supplementary Fig. 7. Uncropped Western blots.**

Uncropped Western blots related to Figure 2b (a), Figure 2f (b), Figure 2i (c), and Supplementary Figure 2g (d).

**e** Figure 4b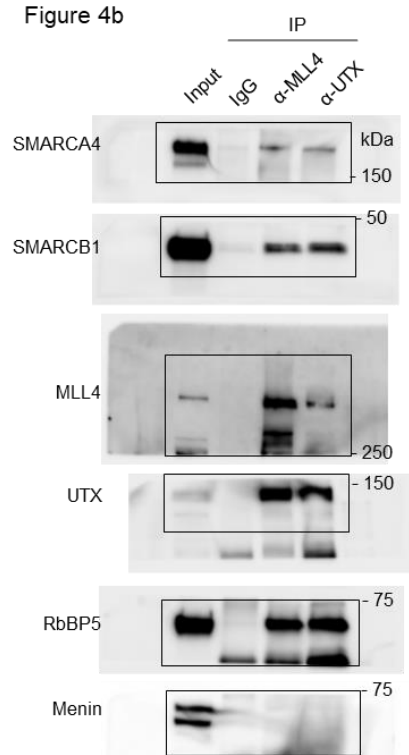**f** Figure 4c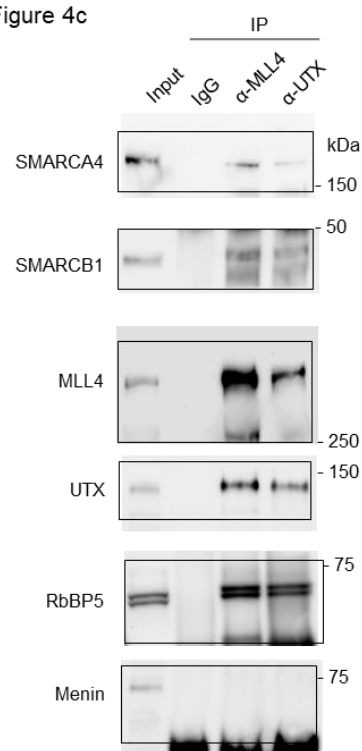**g** Figure 5f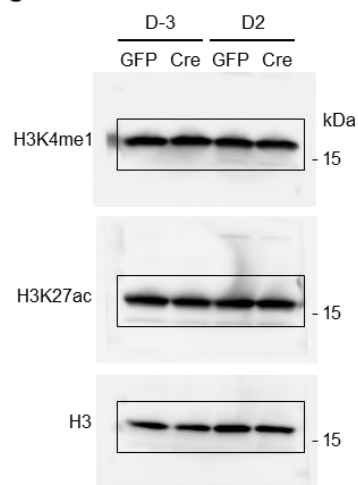**h** Figure 7a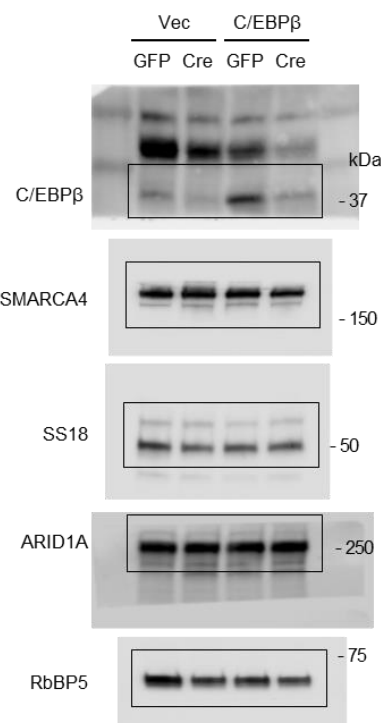**i** Figure 8a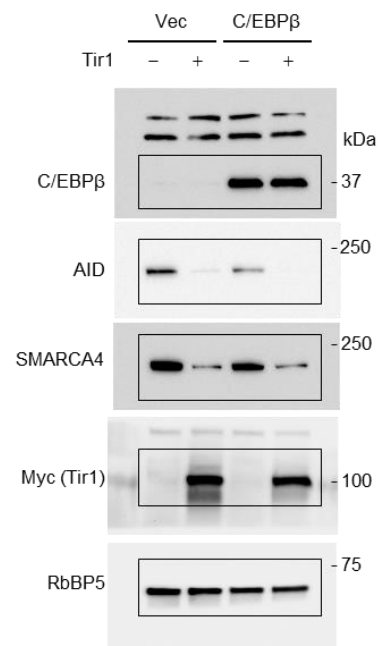**Supplementary Fig. 7. Uncropped Western blots (continue).**

Uncropped Western blots related to Figure 4b (e), Figure 4c (f), Figure 5f (g), Figure 7a (h), and Figure 8a (i).

**Supplementary Table 1. SYBR green primer sequences for qRT-PCR**

| Gene            | Forward (5' → 3')       | Reverse (5' → 3')        |
|-----------------|-------------------------|--------------------------|
| <i>18s</i>      | ATGCCCTGCCCTTTGTACACA   | CGATCCGAGGGCCTCACTA      |
| <i>Arid1a</i>   | TGGGCAAGATGAGACCTCAG    | TCTGCTGTGCATAAGAGAGGC    |
| <i>Cebpa</i>    | CAAGAACAGCAACGAGTACCG   | GTCACTGGTCAACTCCAGCAC    |
| <i>Cebpb</i>    | AAGCTGAGCGACGAGTACAAGA  | GTCAGCTCCAGCACCTTGTG     |
| <i>Fabp4</i>    | GGGGCCAGGCTTCTATTCC     | GGAGCTGGGTTAGGTATGGG     |
| <i>MCK</i>      | ACTACAAGCCTCAGGAGTA     | TTATCGCGAAGCTTATTGTAG    |
| <i>MyHC</i>     | TTGAAAAGACGAAGCAGCGAC   | AGAGAGCGGGACTCCTCCTG     |
| <i>Myogenin</i> | AGGCTGGGTGTGCATGTGA     | TTAAAAGCCCCCTGCTACAGAAG  |
| <i>Pbrm1</i>    | GAAAGAGCTGGGCCCTCTG     | CAGTTTCTGCTGCATTGGAGT    |
| <i>Pparg</i>    | TCGCTGATGCACTGCCTATG    | GAGAGGTCCACAGAGCTGATT    |
| <i>Prdm16</i>   | CAGCACGGTGAAGCCATTC     | GCGTGCATCCGCTTGTG        |
| <i>Smrbc1</i>   | CACCATGCCCCACCTCCCCTACA | CAGGAAAATGGATGCAACTAAGAT |
| <i>Ucp1</i>     | GGCCTCTACGACTCAGTCCA    | TAAGCCGGCTGAGATCTTGT     |

## Supplementary References

- 1 Park, Y. K. *et al.* Distinct Roles of Transcription Factors KLF4, Krox20, and Peroxisome Proliferator-Activated Receptor gamma in Adipogenesis. *Mol Cell Biol* **37**, doi:10.1128/MCB.00554-16 (2017).
- 2 Lee, J. E. *et al.* Brd4 binds to active enhancers to control cell identity gene induction in adipogenesis and myogenesis. *Nat Commun* **8**, 2217, doi:10.1038/s41467-017-02403-5 (2017).

# Supplementary material for: Interplay of BAF and MLL4 promotes cell type-specific enhancer activation
**Source:** Nat Commun. 2021 Mar 12;12:1630. doi: 10.1038/s41467-021-21893-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used to collect data.

Data analysis Software for RNA-Seq, ChIP-Seq and ATAC-Seq analysis include STAR(v.2.7.6), DAVID (v.6.7), bowtie2(v.2.3.4.1), SICER algorithm(v.1.1), SeqPos, Homer(v.4.10.4), and ATAC-SeaTaq pipelines listed in the Methods section. SEQUEST (v.28) was used for peptide identification from IP-MS data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All ChIP-Seq, RNA-Seq and ATAC-Seq datasets described in this paper have been deposited in NCBI Gene Expression Omnibus under access #GSE151115 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151115>]. The raw mass spectrometry proteomics data are provided in Supplementary Data 1 and 2. No replicates and no statistical validation are provided for the mass spectrometry data. Protein sequence databases were downloaded from Uniprot [<https://www.uniprot.org/>]. All other source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size is present in relevant figure legends. No sample size calculation was performed. Animal sample size was determined based on our previous experimental approach. |
| Data exclusions | No data exclusions                                                                                                                                                          |
| Replication     | Replication is present in relevant figure legends.                                                                                                                          |
| Randomization   | Mice with the same genotypes were randomly chosen for different assays (H&E staining, gene expression study).                                                               |
| Blinding        | Blinding was not necessary because measurements were empirical and not subjective.                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-SMARCB1/SNF5/INI1 (A-5, sc-166165), anti-SMARCC2/BAF170 (E-6, sc-17838X), anti-ARID2/BAF200 (E-3, sc-166117X), anti-C/EBP $\beta$ (C-19, sc-150X), anti-C/EBP $\alpha$ (144AA, sc-61X) and anti-PPAR $\gamma$ (H-100, sc-7196X) were from Santa Cruz. Anti-RbBP5 (A300-109A) was from Bethyl Laboratories. Anti-SMARCA4/BRG1 (ab110641) and anti-H3K27ac (ab4729) were from Abcam. Anti-ARID1A/BAF250A (D2A8U, #12354), anti-SS18 (D6I4Z, #21792) and anti-CBP (D6C5, #7389) were from Cell Signaling. Anti-BRD9 (#61537) was from Active Motif. Anti-H3K4me1 (13-0040) was from EpiCypher. Homemade anti-UTX and anti-MLL4 were used. For fluorescent secondary antibodies, anti-mouse Alexa Fluor 488 and anti-rabbit Alexa Fluor 555 (Life Technologies, Carlsbad, CA, USA) were used. |
| Validation      | Anti-SMARCB1/SNF5/INI1, Anti-SMARCA4/BRG1 (ab110641), anti-CBP (D6C5, #7389), homemade anti-UTX and anti-MLL4 were validated using knockout cells as negative controls. Anti-C/EBP $\beta$ (C-19, sc-150X), anti-C/EBP $\alpha$ (144AA, sc-61X), anti-PPAR $\gamma$ (H-100, sc-7196X), anti-RbBP5 (A300-109A), and anti-H3K27ac (ab4729) were validated in previous studies from our laboratory. Anti-SMARCC2/BAF170 (E-6, sc-17838X), anti-ARID1A/BAF250A (D2A8U, #12354), anti-SS18 (D6I4Z, #21792) were validated for detecting mouse proteins by WB in the manufacturers' website. Anti-H3K4me1 (13-0040) was validated by SNAP-ChIP-Seq by the manufacturer.                                                                                                                              |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                             |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | Brown preadipocyte cell lines were generated from conditional knockout mice and described in the Methods section. HEK293T cell line was obtained from ATCC. |
| Authentication      | None of the cell lines used were authenticated.                                                                                                             |

Mycoplasma contamination

Cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell line was used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Smarcb1-flox/flox mice were obtained from Charles W.M. Roberts (St. Jude Children's Research Hospital, Memphis, TN), Pbrm1-flox/flox mice (Stock No. 029049), Pdgfra-Cre (Stock No.013148), Myf5-Cre (Stock No. 007893) mice were obtained from Jackson Laboratory. Smarca4-AID/AID mice were obtained from Keji Zhao (NHLBI, NIH, Bethesda, MD).

Wild animals

No wild animal was used in this research.

Field-collected samples

No field-collected samples were used.

Ethics oversight

All mouse work was approved by the Animal Care and Use Committee of NIDDK, NIH.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151115>

Files in database submission

BM34\_GFP\_D-3\_BAF200.fastq.gz  
 BM34\_GFP\_D2\_BAF200.fastq.gz  
 BM34\_Cre\_D-3\_SS18.fastq.gz  
 BM34\_Cre\_D2\_SS18.fastq.gz  
 BM34\_GFP\_D-3\_SS18.fastq.gz  
 BM34\_GFP\_D2\_SS18.fastq.gz  
 BMII34\_Cre\_D-3\_Brg1\_S41\_L008\_R1\_001.fastq.gz  
 BMII34\_Cre\_D2\_Brg1\_S48\_L008\_R1\_001.fastq.gz  
 BMII34\_GFP\_D-3\_Brg1\_S45\_L008\_R1\_001.fastq.gz  
 BMII34\_GFP\_D2\_Brg1\_S40\_L008\_R1\_001.fastq.gz  
 BM34\_Cre\_D-3\_input.fastq.gz  
 BM34\_Cre\_D2\_input.fastq.gz  
 BM34\_GFP\_D-3\_input.fastq.gz  
 BM34\_GFP\_D2\_input.fastq.gz  
 BMII34\_Cre\_D-3\_ATAC.fastq.gz  
 BMII34\_Cre\_D2\_ATAC\_real.fastq.gz  
 BMII34\_GFP\_D-3\_ATAC.fastq.gz  
 BMII34\_GFP\_D2\_ATAC\_real.fastq.gz  
 BSnf5\_D2\_CEBPa.fastq.gz  
 BSnf5\_D2\_CEBPb.fastq.gz  
 BSnf5\_D2\_PPARG.fastq.gz  
 BSnf5\_Cre\_D-3\_Brg1.fastq.gz  
 BSnf5\_Cre\_D2\_Brg1.fastq.gz  
 BSnf5\_GFP\_D-3\_Brg1.fastq.gz  
 BSnf5\_GFP\_D2\_Brg1.fastq.gz  
 BSnf5\_Cre\_D-3\_MII4.fastq.gz  
 BSnf5\_Cre\_D2\_MII4.fastq.gz  
 BSnf5\_GFP\_D-3\_MII4.fastq.gz  
 BSnf5\_GFP\_D2\_MII4.fastq.gz  
 BSnf5\_Cre\_D-3\_CBP.fastq.gz  
 BSnf5\_Cre\_D2\_CBP.fastq.gz  
 BSnf5\_GFP\_D-3\_CBP.fastq.gz  
 BSnf5\_GFP\_D2\_CBP.fastq.gz  
 BSnf5\_Cre\_D-3\_H3K4me1.fastq.gz  
 BSnf5\_Cre\_D2\_H3K4me1.fastq.gz  
 BSnf5\_GFP\_D-3\_H3K4me1.fastq.gz  
 BSnf5\_GFP\_D2\_H3K4me1.fastq.gz  
 BSnf5\_Cre\_D-3\_H3K27ac.fastq.gz  
 BSnf5\_Cre\_D2\_H3K27ac.fastq.gz  
 BSnf5\_GFP\_D-3\_H3K27ac.fastq.gz  
 BSnf5\_GFP\_D2\_H3K27ac.fastq.gz

BSnf5\_GFP\_D-3\_Brd9.fastq.gz  
 BSnf5\_GFP\_D2\_Brd9.fastq.gz  
 BSnf5\_Cre\_D-3\_Arid1a.fastq.gz  
 BSnf5\_Cre\_D2\_Arid1a.fastq.gz  
 BSnf5\_GFP\_D-3\_Arid1a.fastq.gz  
 BSnf5\_GFP\_D2\_Arid1a.fastq.gz  
 BSnf5\_Cre\_D-3\_SS18.fastq.gz  
 BSnf5\_Cre\_D2\_SS18.fastq.gz  
 BSnf5\_GFP\_D-3\_SS18.fastq.gz  
 BSnf5\_GFP\_D2\_SS18.fastq.gz  
 BSnf5\_Cre\_D-3\_input.fastq.gz  
 BSnf5\_Cre\_D2\_input.fastq.gz  
 BSnf5\_GFP\_D-3\_input.fastq.gz  
 BSnf5\_GFP\_D2\_input.fastq.gz  
 Snf5\_Cre\_D-3\_RNA\_S8\_L002\_R1\_001.fastq.gz  
 Snf5\_Cre\_D2\_RNA\_S17\_L002\_R1\_001.fastq.gz  
 Snf5\_GFP\_D-3\_RNA\_S16\_L002\_R1\_001.fastq.gz  
 Snf5\_GFP\_D2\_RNA\_S13\_L002\_R1\_001.fastq.gz  
 BSnf5\_ATAC\_Cre\_D-3.fastq.gz  
 BSnf5\_ATAC\_Cre\_D2.fastq.gz  
 BSnf5\_ATAC\_GFP\_D-3.fastq.gz  
 BSnf5\_ATAC\_GFP\_D2.fastq.gz  
 BMII34\_Cebpb\_Cre\_D-3\_Brg1.fastq.gz  
 BMII34\_Cebpb\_GFP\_D-3\_Brg1.fastq.gz  
 BMII34\_Vec\_Cre\_D-3\_Brg1.fastq.gz  
 BMII34\_Vec\_GFP\_D-3\_Brg1.fastq.gz  
 BMII34\_Cebpb\_Cre\_D-3\_input.fastq.gz  
 BMII34\_Cebpb\_GFP\_D-3\_input.fastq.gz  
 BMII34\_Vec\_Cre\_D-3\_input.fastq.gz  
 BMII34\_Vec\_GFP\_D-3\_input.fastq.gz  
 BMII34\_Cebpb\_Cre\_D-3\_Arid1a.fastq.gz  
 BMII34\_Cebpb\_GFP\_D-3\_Arid1a.fastq.gz  
 BMII34\_Vec\_Cre\_D-3\_Arid1a.fastq.gz  
 BMII34\_Vec\_GFP\_D-3\_Arid1a.fastq.gz  
 BMII34\_Cebpb\_Cre\_D-3\_ATAC.fastq.gz  
 BMII34\_Cebpb\_GFP\_D-3\_ATAC.fastq.gz  
 BMII34\_Vec\_Cre\_D-3\_ATAC.fastq.gz  
 BMII34\_Vec\_GFP\_D-3\_ATAC.fastq.gz  
 BPbrm1\_Myf5Cre\_RNA\_D7  
 BPbrm1\_RNA\_flox\_D7.fastq.gz  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_ATAC.fastq.gz  
 Brg1-AID\_Cebpb\_Vec\_D-3\_ATAC.fastq.gz  
 Brg1-AID\_Vec\_Tir1\_D-3\_ATAC.fastq.gz  
 Brg1-AID\_Vec\_Vec\_D-3\_ATAC.fastq.gz  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_Cebpb.fastq.gz  
 Brg1-AID\_Cebpb\_Vec\_D-3\_Cebpb.fastq.gz  
 Brg1-AID\_Vec\_Tir1\_D-3\_Cebpb.fastq.gz  
 Brg1-AID\_Vec\_Vec\_D-3\_Cebpb.fastq.gz  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_H3K27ac.fastq.gz  
 Brg1-AID\_Cebpb\_Vec\_D-3\_H3K27ac.fastq.gz  
 Brg1-AID\_Vec\_Tir1\_D-3\_H3K27ac.fastq.gz  
 Brg1-AID\_Vec\_Vec\_D-3\_H3K27ac.fastq.gz  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_input.fastq.gz  
 Brg1-AID\_Cebpb\_Vec\_D-3\_input.fastq.gz  
 Brg1-AID\_Vec\_Tir1\_D-3\_input.fastq.gz  
 Brg1-AID\_Vec\_Vec\_D-3\_input.fastq.gz  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_MII4.fastq.gz  
 Brg1-AID\_Cebpb\_Vec\_D-3\_MII4.fastq.gz  
 Brg1-AID\_Vec\_Tir1\_D-3\_MII4.fastq.gz  
 Brg1-AID\_Vec\_Vec\_D-3\_MII4.fastq.gz  
 BM34\_GFP\_D-3\_BAF200\_sorted-W50-G50-FDR1E-3-islandfiltered-normalized.wig  
 BM34\_GFP\_D2\_BAF200\_sorted-W50-G50-FDR1E-3-islandfiltered-normalized.wig  
 BM34\_Cre\_D-3\_SS18\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BM34\_Cre\_D2\_SS18\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BM34\_GFP\_D-3\_SS18\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BM34\_GFP\_D2\_SS18\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 Sample\_BMII34\_Cre\_D-3\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 Sample\_BMII34\_Cre\_D2\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 Sample\_BMII34\_GFP\_D-3\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 Sample\_BMII34\_GFP\_D2\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BM34\_Cre\_D-3\_input\_sorted-W50-normalized.wig  
 BM34\_Cre\_D2\_input\_sorted-W50-normalized.wig  
 BM34\_GFP\_D-3\_input\_sorted-W50-normalized.wig  
 BM34\_GFP\_D2\_input\_sorted-W50-normalized.wig  
 BMII34\_Cre\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 BMII34\_Cre\_D2\_ATAC\_real.nodup.tn5.pf.pval.signal.bigwig

BMII34\_GFP\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 BMII34\_GFP\_D2\_ATAC\_real.nodup.tn5.pf.pval.signal.bigwig  
 BSnf5\_D2\_CEBPa\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BSnf5\_D2\_CEBPb\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BSnf5\_D2\_PPARG\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D-3\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D2\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D-3\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D2\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D-3\_Mll4\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D2\_Mll4\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D-3\_Mll4\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D2\_Mll4\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D-3\_CBP\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D2\_CBP\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D-3\_CBP\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D2\_CBP\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D-3\_H3K4me1\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D2\_H3K4me1\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D-3\_H3K4me1\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D2\_H3K4me1\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D-3\_H3K27ac\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D2\_H3K27ac\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D-3\_H3K27ac\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D2\_H3K27ac\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D-3\_Brd9\_sorted-W50-G50-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D2\_Brd9\_sorted-W50-G50-FDR1e-3-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D-3\_Arid1a\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D2\_Arid1a\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D-3\_Arid1a\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D2\_Arid1a\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D-3\_SS18\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D2\_SS18\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D-3\_SS18\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_GFP\_D2\_SS18\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BSnf5\_Cre\_D-3\_input\_sorted-W50-normalized.wig  
 BSnf5\_Cre\_D2\_input\_sorted-W50-normalized.wig  
 BSnf5\_GFP\_D-3\_input\_sorted-W50-normalized.wig  
 BSnf5\_GFP\_D2\_input\_sorted-W50-normalized.wig  
 Sample\_Snf5\_Cre\_D-3\_RNA\_sorted\_on\_Exon.txt  
 Sample\_Snf5\_Cre\_D2\_RNA\_sorted\_on\_Exon.txt  
 Sample\_Snf5\_GFP\_D-3\_RNA\_sorted\_on\_Exon.txt  
 Sample\_Snf5\_GFP\_D2\_RNA\_sorted\_on\_Exon.txt  
 BSnf5\_ATAC\_Cre\_D-3.nodup.tn5.pf.pval.signal.bigwig  
 BSnf5\_ATAC\_Cre\_D2.nodup.tn5.pf.pval.signal.bigwig  
 BSnf5\_ATAC\_GFP\_D-3.nodup.tn5.pf.pval.signal.bigwig  
 BSnf5\_ATAC\_GFP\_D2.nodup.tn5.pf.pval.signal.bigwig  
 BMII34\_Cebpb\_Cre\_D-3\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BMII34\_Cebpb\_GFP\_D-3\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BMII34\_Vec\_Cre\_D-3\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BMII34\_Vec\_GFP\_D-3\_Brg1\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 BMII34\_Cebpb\_Cre\_D-3\_input\_sorted-W50-normalized.wig  
 BMII34\_Cebpb\_GFP\_D-3\_input\_sorted-W50-normalized.wig  
 BMII34\_Vec\_Cre\_D-3\_input\_sorted-W50-normalized.wig  
 BMII34\_Vec\_GFP\_D-3\_input\_sorted-W50-normalized.wig  
 BMII34\_Cebpb\_Cre\_D-3\_Arid1a\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BMII34\_Cebpb\_GFP\_D-3\_Arid1a\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BMII34\_Vec\_Cre\_D-3\_Arid1a\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BMII34\_Vec\_GFP\_D-3\_Arid1a\_sorted-W50-G50-FDR1E-10-islandfiltered-normalized.wig  
 BMII34\_Cebpb\_Cre\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 BMII34\_Cebpb\_GFP\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 BMII34\_Vec\_Cre\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 BMII34\_Vec\_GFP\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 BPbrm1\_RNA\_Myf5Cre\_D7\_STAR\_on\_exon.txt.txt  
 BPbrm1\_RNA\_flox\_D7\_STAR\_on\_exon.txt.txt  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 Brg1-AID\_Cebpb\_Vec\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 Brg1-AID\_Vec\_Tir1\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 Brg1-AID\_Vec\_Vec\_D-3\_ATAC.nodup.tn5.pf.pval.signal.bigwig  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_Cebpb\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 Brg1-AID\_Cebpb\_Vec\_D-3\_Cebpb\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 Brg1-AID\_Vec\_Tir1\_D-3\_Cebpb\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 Brg1-AID\_Vec\_Vec\_D-3\_Cebpb\_sorted-W50-G50-FDR1e-10-islandfiltered-normalized.wig  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_H3K27ac\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 Brg1-AID\_Cebpb\_Vec\_D-3\_H3K27ac\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 Brg1-AID\_Vec\_Tir1\_D-3\_H3K27ac\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig

Brg1-AID\_Vec\_Vec\_D-3\_H3K27ac\_sorted-W200-G200-FDR1e-3-islandfiltered-normalized.wig  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_input\_sorted-W50-normalized.wig  
 Brg1-AID\_Cebpb\_Vec\_D-3\_input\_sorted-W50-normalized.wig  
 Brg1-AID\_Vec\_Tir1\_D-3\_input\_sorted-W50-normalized.wig  
 Brg1-AID\_Vec\_Vec\_D-3\_input\_sorted-W50-normalized.wig  
 Brg1-AID\_Cebpb\_Tir1\_D-3\_Mll4\_sorted-W50-G50-FDR1e-3-islandfiltered-normalized.wig  
 Brg1-AID\_Cebpb\_Vec\_D-3\_Mll4\_sorted-W50-G50-FDR1e-3-islandfiltered-normalized.wig  
 Brg1-AID\_Vec\_Tir1\_D-3\_Mll4\_sorted-W50-G50-FDR1e-3-islandfiltered-normalized.wig  
 Brg1-AID\_Vec\_Vec\_D-3\_Mll4\_sorted-W50-G50-FDR1e-3-islandfiltered-normalized.wig

Genome browser session  
 (e.g. [UCSC](#))

no longer applicable

## Methodology

Replicates

All RNA-Seq data are from single experiment. Most ChIP-Seq and ATAC-Seq data are from one representative of 2-3 highly reproducible biological replicates.

Sequencing depth

Mll3-/-Mll4f/f\_BAF200\_GFP\_D-3 (17,291,395)  
 Mll3-/-Mll4f/f\_BAF200\_GFP\_D2 (22,747,199)  
 Mll3-/-Mll4f/f\_SS18\_Cre\_D-3 (27,001,862)  
 Mll3-/-Mll4f/f\_SS18\_Cre\_D2 (20,564,576)  
 Mll3-/-Mll4f/f\_SS18\_GFP\_D-3 (23,233,219)  
 Mll3-/-Mll4f/f\_SS18\_GFP\_D2 (22,562,240)  
 Mll3-/-Mll4f/f\_Brg1\_Cre\_D-3 (18,350,584)  
 Mll3-/-Mll4f/f\_Brg1\_Cre\_D2 (19,683,010)  
 Mll3-/-Mll4f/f\_Brg1\_GFP\_D-3 (16,261,636)  
 Mll3-/-Mll4f/f\_Brg1\_GFP\_D2 (17,173,656)  
 Mll3-/-Mll4f/f\_input\_Cre\_D-3 (28,540,266)  
 Mll3-/-Mll4f/f\_input\_Cre\_D2 (22,031,624)  
 Mll3-/-Mll4f/f\_input\_GFP\_D-3 (23,414,469)  
 Mll3-/-Mll4f/f\_input\_GFP\_D2 (22,371,760)  
 Mll3-/-Mll4f/f\_ATAC\_Cre\_D-3 (42,177,682)  
 Mll3-/-Mll4f/f\_ATAC\_Cre\_D2 (64,374,234)  
 Mll3-/-Mll4f/f\_ATAC\_GFP\_D-3 (36,349,422)  
 Mll3-/-Mll4f/f\_ATAC\_GFP\_D2 (40,711,092)  
 Snf5f/f\_CEBPa\_GFP\_D2 (47,536,975)  
 Snf5f/f\_CEBPb\_GFP\_D2 (44,017,826)  
 Snf5f/f\_PPARG\_GFP\_D2 (44,242,424)  
 Snf5f/f\_Brg1\_Cre\_D-3 (33,142,374)  
 Snf5f/f\_Brg1\_Cre\_D2 (27,791,949)  
 Snf5f/f\_Brg1\_GFP\_D-3 (36,324,975)  
 Snf5f/f\_Brg1\_GFP\_D2 (21,349,860)  
 Snf5f/f\_MLL4\_Cre\_D-3 (35,756,917)  
 Snf5f/f\_MLL4\_Cre\_D2 (32,250,379)  
 Snf5f/f\_MLL4\_GFP\_D-3 (44,177,632)  
 Snf5f/f\_MLL4\_GFP\_D2 (36,752,424)  
 Snf5f/f\_CBP\_Cre\_D-3 (30,375,729)  
 Snf5f/f\_CBP\_Cre\_D2 (25,549,128)  
 Snf5f/f\_CBP\_GFP\_D-3 (26,223,273)  
 Snf5f/f\_CBP\_GFP\_D2 (27,481,685)  
 Snf5f/f\_H3K4me1\_Cre\_D-3 (32,426,333)  
 Snf5f/f\_H3K4me1\_Cre\_D2 (31,181,753)  
 Snf5f/f\_H3K4me1\_GFP\_D-3 (31,840,337)  
 Snf5f/f\_H3K4me1\_GFP\_D2 (36,832,641)  
 Snf5f/f\_H3K27ac\_Cre\_D-3 (33,960,513)  
 Snf5f/f\_H3K27ac\_Cre\_D2 (31,262,497)  
 Snf5f/f\_H3K27ac\_GFP\_D-3 (36,687,538)  
 Snf5f/f\_H3K27ac\_GFP\_D2 (38,050,613)  
 Snf5f/f\_Brd9\_GFP\_D-3 (18,196,007)  
 Snf5f/f\_Brd9\_GFP\_D2 (31,217,010)  
 Snf5f/f\_Arid1a\_Cre\_D-3 (24,986,064)  
 Snf5f/f\_Arid1a\_Cre\_D2 (19,057,061)  
 Snf5f/f\_Arid1a\_GFP\_D-3 (36,222,220)  
 Snf5f/f\_Arid1a\_GFP\_D2 (39,307,130)  
 Snf5f/f\_SS18\_Cre\_D-3 (22,418,225)  
 Snf5f/f\_SS18\_Cre\_D2 (21,648,710)  
 Snf5f/f\_SS18\_GFP\_D-3 (22,320,591)  
 Snf5f/f\_SS18\_GFP\_D2 (16,099,864)  
 Snf5f/f\_input\_Cre\_D-3 (47,433,445)  
 Snf5f/f\_input\_Cre\_D2 (24,655,875)  
 Snf5f/f\_input\_GFP\_D-3 (35,883,250)  
 Snf5f/f\_input\_GFP\_D2 (38,864,958)  
 Snf5f/f\_RNA\_Cre\_D-3 (12,877,211)  
 Snf5f/f\_RNA\_Cre\_D2 (15,634,743)  
 Snf5f/f\_RNA\_GFP\_D-3 (13,613,907)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | <p>             Snf5f/f_RNA_GFP_D2 (12,959,464)<br/>             Snf5f/f_ATAC_Cre_D-3 (14,489,535)<br/>             Snf5f/f_ATAC_Cre_D2 (22,909,083)<br/>             Snf5f/f_ATAC_GFP_D-3 (18,885,501)<br/>             Snf5f/f_ATAC_GFP_D2 (20,853,649)<br/>             Mll3-/Mll4f/f_CEBPb_Cre_Brg1_D-3 (16,451,535)<br/>             Mll3-/Mll4f/f_CEBPb_GFP_Brg1_D-3 (24,025,378)<br/>             Mll3-/Mll4f/f_Vec_Cre_Brg1_D-3 (17,080,750)<br/>             Mll3-/Mll4f/f_Vec_GFP_Brg1_D-3 (24,779,208)<br/>             Mll3-/Mll4f/f_CEBPb_Cre_input_D-3 (20,564,490)<br/>             Mll3-/Mll4f/f_CEBPb_GFP_input_D-3 (18,314,028)<br/>             Mll3-/Mll4f/f_Vec_Cre_input_D-3 (33,379,592)<br/>             Mll3-/Mll4f/f_Vec_GFP_input_D-3 (25,913,157)<br/>             Mll3-/Mll4f/f_CEBPb_Cre_Arid1a_D-3 (26,281,779)<br/>             Mll3-/Mll4f/f_CEBPb_GFP_Arid1a_D-3 (27,482,397)<br/>             Mll3-/Mll4f/f_Vec_Cre_Arid1a_D-3 (24,633,974)<br/>             Mll3-/Mll4f/f_Vec_GFP_Arid1a_D-3 (27,428,402)<br/>             Mll3-/Mll4f/f_CEBPb_Cre_ATAC_D-3 (15,421,763)<br/>             Mll3-/Mll4f/f_CEBPb_GFP_ATAC_D-3 (27,051,879)<br/>             Mll3-/Mll4f/f_Vec_Cre_ATAC_D-3 (20,213,657)<br/>             Mll3-/Mll4f/f_Vec_GFP_ATAC_D-3 (25,959,886)<br/>             BPrm1_RNA_Myf5Cre_D7 (36,005,366)<br/>             BPrm1_RNA_flox_D7 (40,161,820)<br/>             Brg1AID/AID_Cebpb_Tir1_D-3_ATAC (20,260,222)<br/>             Brg1AID/AID_Cebpb_Vec_D-3_ATAC (25,253,145)<br/>             Brg1AID/AID_Vec_Tir1_D-3_ATAC (21,337,109)<br/>             Brg1AID/AID_Vec_Vec_D-3_ATAC (15,913,067)<br/>             Brg1AID/AID_Cebpb_Tir1_D-3_CEBPb (28,104,516)<br/>             Brg1AID/AID_Cebpb_Vec_D-3_CEBPb (27,609,637)<br/>             Brg1AID/AID_Vec_Tir1_D-3_CEBPb (25,771,879)<br/>             Brg1AID/AID_Vec_Vec_D-3_CEBPb (24,527,861)<br/>             Brg1AID/AID_Cebpb_Tir1_D-3_H3K27ac (25,139,573)<br/>             Brg1AID/AID_Cebpb_Vec_D-3_H3K27ac (31,207,683)<br/>             Brg1AID/AID_Vec_Tir1_D-3_H3K27ac (26,354,316)<br/>             Brg1AID/AID_Vec_Vec_D-3_H3K27ac (25,909,326)<br/>             Brg1AID/AID_Cebpb_Tir1_D-3_input (17,639,982)<br/>             Brg1AID/AID_Cebpb_Vec_D-3_input (15,923,916)<br/>             Brg1AID/AID_Vec_Tir1_D-3_input (17,699,402)<br/>             Brg1AID/AID_Vec_Vec_D-3_input (14,417,954)<br/>             Brg1AID/AID_Cebpb_Tir1_D-3_MLL4 (23,408,640)<br/>             Brg1AID/AID_Cebpb_Vec_D-3_MLL4 (26,284,930)<br/>             Brg1AID/AID_Vec_Tir1_D-3_MLL4 (31,135,287)<br/>             Brg1AID/AID_Vec_Vec_D-3_MLL4 (19,466,243)           </p> |
| Antibodies              | <p>             Anti-ARID2/BAF200 (E-3, sc-166117X), nti-C/aEBPβ (C-19, sc-150X), anti-C/EBPα (144AA, sc-61X) and anti-PPARγ (H-100, sc-7196X) were from Santa Cruz. Anti-SMARCA4/BRG1 (ab110641) and anti-H3K27ac (ab4729) were from Abcam. Anti-ARID1A/BAF250A (D2A8U, #12354), anti-SS18 (D6I4Z, #21792) and anti-CBP (D6C5, #7389) were from Cell Signaling. Anti-BRD9 (#61537) was from Active Motif. Anti-H3K4me1 (13-0040) was from EpiCypher. Homemade anti-MLL4 antibody was used for ChIP-Seq.           </p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Peak calling parameters | <p>             For ChIP-Seq of histone modifications (H3K4me1 and H3K27ac), the window size of 200 bp, the gap size of 200 bp, and the false discovery rate (FDR) threshold of 1E-3 were used. For ChIP-Seq of non-histone factors, the window size of 50 bp, the gap size of 50 bp, and the FDR threshold of 1E-10 were used. Number of called peak numbers are as follows:           </p> <p>             Mll3-/Mll4f/f_BAF200_GFP_D-3 (22,306)<br/>             Mll3-/Mll4f/f_BAF200_GFP_D2 (5,469)<br/>             Mll3-/Mll4f/f_SS18_Cre_D-3 (24,034)<br/>             Mll3-/Mll4f/f_SS18_Cre_D2 (41,884)<br/>             Mll3-/Mll4f/f_SS18_GFP_D-3 (68,479)<br/>             Mll3-/Mll4f/f_SS18_GFP_D2 (17,301)<br/>             Mll3-/Mll4f/f_Brg1_Cre_D-3 (66,215)<br/>             Mll3-/Mll4f/f_Brg1_Cre_D2 (44,408)<br/>             Mll3-/Mll4f/f_Brg1_GFP_D-3 (65,912)<br/>             Mll3-/Mll4f/f_Brg1_GFP_D2 (61,708)<br/>             Snf5f/f_CEBPa_GFP_D2 (5,793)<br/>             Snf5f/f_CEBPb_GFP_D2 (64,353)<br/>             Snf5f/f_PPARγ_GFP_D2 (7,197)<br/>             Snf5f/f_Brg1_Cre_D-3 (71,669)<br/>             Snf5f/f_Brg1_Cre_D2 (56,905)<br/>             Snf5f/f_Brg1_GFP_D-3 (82,386)<br/>             Snf5f/f_Brg1_GFP_D2 (47,304)<br/>             Snf5f/f_MLL4_Cre_D-3 (37,794)<br/>             Snf5f/f_MLL4_Cre_D2 (38,885)<br/>             Snf5f/f_MLL4_GFP_D-3 (38,281)<br/>             Snf5f/f_MLL4_GFP_D2 (61,473)<br/>             Snf5f/f_CBP_Cre_D-3 (18,545)<br/>             Snf5f/f_CBP_Cre_D2 (16,896)<br/>             Snf5f/f_CBP_GFP_D-3 (30,117)           </p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Snf5f/f\_CBP\_GFP\_D2 (15,950)  
 Snf5f/f\_H3K4me1\_Cre\_D-3 (84,041)  
 Snf5f/f\_H3K4me1\_Cre\_D2 (85,517)  
 Snf5f/f\_H3K4me1\_GFP\_D-3 (85,716)  
 Snf5f/f\_H3K4me1\_GFP\_D2 (83,262)  
 Snf5f/f\_H3K27ac\_Cre\_D-3 (46,603)  
 Snf5f/f\_H3K27ac\_Cre\_D2 (47,538)  
 Snf5f/f\_H3K27ac\_GFP\_D-3 (45,017)  
 Snf5f/f\_H3K27ac\_GFP\_D2 (46,153)  
 Snf5f/f\_Brd9\_GFP\_D-3 (7,082)  
 Snf5f/f\_Brd9\_GFP\_D2 (2,949)  
 Snf5f/f\_Arid1a\_Cre\_D-3 (23,688)  
 Snf5f/f\_Arid1a\_Cre\_D2 (18,294)  
 Snf5f/f\_Arid1a\_GFP\_D-3 (45,627)  
 Snf5f/f\_Arid1a\_GFP\_D2 (36,371)  
 Snf5f/f\_SS18\_Cre\_D-3 (25,692)  
 Snf5f/f\_SS18\_Cre\_D2 (20,423)  
 Snf5f/f\_SS18\_GFP\_D-3 (43,559)  
 Snf5f/f\_SS18\_GFP\_D2 (22,118)  
 Mll3-/Mll4f/f\_CEBPb\_Cre\_Brg1\_D-3 (43,718)  
 Mll3-/Mll4f/f\_CEBPb\_GFP\_Brg1\_D-3 (68,176)  
 Mll3-/Mll4f/f\_Vec\_Cre\_Brg1\_D-3 (47,817)  
 Mll3-/Mll4f/f\_Vec\_GFP\_Brg1\_D-3 (67,400)  
 Mll3-/Mll4f/f\_CEBPb\_Cre\_Arid1a\_D-3 (52,349)  
 Mll3-/Mll4f/f\_CEBPb\_GFP\_Arid1a\_D-3 (68,540)  
 Mll3-/Mll4f/f\_Vec\_Cre\_Arid1a\_D-3 (53,161)  
 Mll3-/Mll4f/f\_Vec\_GFP\_Arid1a\_D-3 (57,723)  
 Brg1AID/AID\_Cebpb\_Tir1\_D-3\_CEBPb (42,497)  
 Brg1AID/AID\_Cebpb\_Vec\_D-3\_CEBPb (61,615)  
 Brg1AID/AID\_Vec\_Tir1\_D-3\_CEBPb (27,076)  
 Brg1AID/AID\_Vec\_Vec\_D-3\_CEBPb (41,422)  
 Brg1AID/AID\_Cebpb\_Tir1\_D-3\_H3K27ac (44,090)  
 Brg1AID/AID\_Cebpb\_Vec\_D-3\_H3K27ac (50,869)  
 Brg1AID/AID\_Vec\_Tir1\_D-3\_H3K27ac (43,382)  
 Brg1AID/AID\_Vec\_Vec\_D-3\_H3K27ac (46,500)  
 Brg1AID/AID\_Cebpb\_Tir1\_D-3\_MLL4 (25,304)  
 Brg1AID/AID\_Cebpb\_Vec\_D-3\_MLL4 (20,112)  
 Brg1AID/AID\_Vec\_Tir1\_D-3\_MLL4 (43,760)  
 Brg1AID/AID\_Vec\_Vec\_D-3\_MLL4 (23,672)

## Data quality

For ChIP-Seq of histone modifications (H3K4me1 and H3K27ac), peaks with the false discovery rate (FDR) < 1E-3 were included in the data analysis. For ChIP-Seq of non-histone factors, peaks with FDR < 1E-10 were used.

## Software

Software for ChIP-Seq analysis include bowtie2, SICER algorithm.

# Supplementary material for: Interplay of BAF and MLL4 promotes cell type-specific enhancer activation
**Source:** Nat Commun. 2021 Mar 12;12:1630. doi: 10.1038/s41467-021-21893-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

### **Supplementary Data 1**

**Description:** Raw data on MLL4 IP-mass spectrometry. Shown is a full list of MLL4-associated proteins in mouse embryonic stem cells identified by IP-Mass spectrometry.

### **Supplementary Data 2**

**Description:** Raw data on UTX IP-mass spectrometry. Shown is a full list of UTX-associated proteins in mouse embryonic stem cells identified by IP-Mass spectrometry.

How the deposited data were processed for this re-analysis (not part of the article)

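The data analysed here are 6 libraries of poly(A) RNA-Seq. Immortalized *Smarcb1* f/f brown preadipocytes with adenoviral GFP (control) or Cre (KO) were sequenced at D-3 and D2, and primary cultures from *Pbrm1* f/f (control) and *Pbrm1* f/f;*Myf5-Cre* (cKO) brown preadipocytes at D7. The ChIP-Seq and ATAC-Seq samples of the study were not used here.

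The authors aligned the reads to mm9 with STAR and listed read counts on the exons of 29082 RefSeq transcripts. The authors also listed RPKM for each transcript, which are the counts divided by exon length and by a library total. It was checked that each RPKM follows from its count, a whole-number length and the library total stated in the Reporting Summary. Isoforms are listed separately and a read can count for several of them, so the counts of a library sum to 12373992 to 15638578 in the immortalized cells and to 34484657 and 38956232 in the primary cultures.

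Gene symbols were assigned to 28436 transcripts from the NCBI RefSeq table of GRCm38.p6, and 646 without a symbol were kept under their RefSeq identifier. For each symbol the transcript with the highest RPKM summed over the 6 libraries was kept, which gave 23109 genes. Coordinates are those of mm9. A gene counted as expressed at an RPKM above 1 in at least 1 of the 2 libraries compared, and as changed at a ratio of RPKM above 2.5 in either direction. No pseudocount was added. A fold printed for a single gene against a library with 3 reads or fewer was computed against 3 reads and is given as at least that fold, while calls, the choice of genes with the largest ratios and list medians use the listed RPKM. The deposited RPKM were used as listed, without further scaling.

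With 1 library per condition, no test across samples was made. A 95% Clopper-Pearson interval of the split of a gene's reads between the libraries gave the counting error of its ratio, and 100 Poisson draws of the reads at the pooled rate of each gene gave the number of genes that counting error alone puts past the cutoff. At an RPKM of 1, a transcript of 1 kb has 12.9 to 15.6 reads in the immortalized cells and 36.0 to 40.2 reads in the primary cultures. Median log2 ratios of gene lists were placed among those of 10000 random lists of the same size drawn within 20 bins of mean expression.

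Genes are named by a rule set before the values were seen. It takes the targeted gene of each experiment, the genes the paper names for its RNA-Seq, the genes of the lists used, and in each comparison the 5 genes with the largest ratio in each direction with an RPKM above 10 in the higher library and reads in the lower. The *Mup* family was singled out after its values were seen.

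The alternatives tried were an RPKM above 1 in both libraries or in any library of the experiment, no filter, at least 20 reads, cutoffs of 2 and 3, pseudocounts of 0.1 and 1, the counting interval wholly past the cutoff, every listed transcript in place of 1 per gene, RPKM rescaled by TMM factors or by DESeq2 size factors, reads thinned to the smallest library of the experiment, other definitions of SMARCB1 dependence, and 5 bins for the random lists. The closing section gives their effect. The calls, the intervals and the list percentiles were tested on simulated data with counting error only, in which 200 genes with a mean RPKM above 2 were changed 4-fold. Of these, 99.5% were recovered at the depth of the immortalized cells and 100% at that of the primary cultures, with 68 and 26 false calls among 11652 and 11937 genes, and the intervals covered the true ratio for 95.4 and 95.8% of genes. Recovery of smaller changes or of changes at lower RPKM was not simulated. A list of 20 changed genes lay at percentile 100 at both depths, and 1 list of 20 unchanged genes at percentile 97.05 at the depth of the immortalized cells and 50.65 at that of the primary cultures. Gene ontology analysis was left out because no annotation of gene functions was used here.

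Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for scaling factors from the counts.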

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

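All tests in this part were chosen only after the results were seen.

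The paper reports how many genes fall from D-3 to D2 in control cells and does not follow them into *Smarcb1* KO cells, where a signal appears. Of the 1377 genes that fell in control cells, 864 (62.7%) were more than 2.5-fold higher in KO than in control cells at D2, and 2 were lower. Counting error did not account for this, since the 95% interval was wholly above 2.5-fold for 661 genes. Both comparisons share the control library at D2, which may hold low values by chance. The genes that fell in KO cells were chosen without that library. Their median log2 change was -4.32 in control and -1.74 in KO cells, and their median log2 ratio of KO to control at D2 was 3.13. These values argue against chance low values for the genes they cover. Only 181 of the 1377 genes that fell in control cells are among them, so chance low values are not excluded for the others. After subtracting the median of genes of similar transcript length, 863 of the 864 genes stayed past the cutoff, and after the same step for GC content 779 of the 818 with a value did. These genes were chosen past the cutoff, so the step alone excludes neither explanation. The log2 ratio differed between quartiles of length by 0.12 and of GC content by 0.45. The 1377 genes, chosen by their fall in control cells, had a median log2 ratio of KO to control at D2 of 1.87. Values this far apart argue against length or GC content as the source of the whole pattern, while a part is not excluded. With TMM factors 906 genes met the definition, 861 of them shared with the 864. Each condition has 1 library, so the pattern cannot be told apart from a difference between single cultures. Chance low values in the control library at D2 also stay open for the genes that did not fall in KO cells. That genes fall less during differentiation without SMARCB1 may be an explanation, as a hypothesis only.

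The paper discusses D-3 for a few named genes, and a signal outside those appeared at that day. In KO cells 427 genes were more than 2.5-fold higher and 256 more than 2.5-fold lower than in control cells before differentiation. By the naming rule, those furthest above control were *1700007K13Rik*, *Smpd3*, *Cyp26b1*, *Vgf* and *Synpo2*. Those furthest below control were *Igfbp5*, *Dcn*, *Egfl6*, *Dpt* and *Capn6*. The most that counting error alone put past the cutoff in either direction in 100 draws was 53. Of the 683 genes, 659 stayed past the cutoff the same way after subtracting the median of genes of similar length, as did 544 of the 564 with a value for GC content. The genes were chosen past the cutoff, so this step alone excludes neither explanation. Over the expressed genes, the median log2 ratio differed between quartiles of length by 0.03 and of GC content by 0.03. Differences this small beside a 2.5-fold cutoff argue against length or GC content as the source of the whole pattern, while a part is not excluded. TMM factors gave 680 genes. With 1 library per condition, an effect of SMARCB1 on preadipocytes cannot be told apart from a difference between single cultures.

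Effects at the 2 days went opposite ways for some genes. An interferon-response list fixed before the data were examined had a median log2 ratio of KO to control of -0.92 at D-3 (7 of 8 genes lower) and of 2.73 at D2 (6 of 7 higher), with the same counts under TMM factors and size factors. From D-3 to D2 the median log2 change of the list was -4.63 in control cells (6 of 7 genes lower) and -0.32 in KO cells (7 of 8 lower). The higher ratio at D2 thus went with a fall in control cells and not with a rise in KO cells. The difference between the days was not tested across samples. Counting error did not account for it, since 6 of the 7 genes expressed at both days had intervals wholly below no change at D-3 and wholly above it at D2. Under TMM factors the medians were -0.98 and 2.75. With 1 library per condition, the pattern cannot be told apart from a difference between single cultures and no biological explanation was tested. Over all genes, 25 were lower at D-3 and higher at D2 in KO cells and 14 were higher at D-3 and lower at D2. More genes went the same way, with 209 higher and 60 lower at both days. The opposite effects were not tested either.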

How the results depend on the processing

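No paired analysis was possible because each condition has 1 library. At least 1 of the counts of genes past the cutoff moved by more than 1.5 times under each of 7 alternatives, and the cause was not tested for any of them.

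With an RPKM above 1 required in both libraries, 562 genes rose and 747 fell from D-3 to D2 in control cells and 180 were SMARCB1-dependent. In KO against control cells 110 were lower and 186 higher at D-3, and 283 lower and 684 higher at D2. In *Pbrm1* cKO cells 54 were increased and 19 decreased. With no filter on RPKM these counts were 2152, 3281, 844, 1431, 2456, 1129, 4147, 1321 and 1434 in the same order. With a cutoff of 2, 1477 genes rose and 593 were dependent, 411 were lower and 665 higher in KO cells at D-3, 773 were lower at D2, and 241 were increased and 123 decreased in cKO cells. With a cutoff of 3, 79 were increased and 33 decreased in cKO cells. With a pseudocount of 1, 596 rose and 229 were dependent, 130 were lower and 192 higher at D-3, 274 were lower and 799 higher at D2, and 40 were increased and 11 decreased in cKO cells. With the 95% counting interval wholly past the cutoff, 562 rose and 238 were dependent, 138 were lower and 189 higher at D-3, 280 were lower at D2, and 51 were increased and 13 decreased in cKO cells. With dependence defined as no rise past the cutoff in KO cells, 679 genes were dependent.

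Each count not given above for an alternative stayed within 1.5 times, and this includes counts under some of these 7 alternatives. Over the alternatives that left a count within 1.5 times, the counts ran from 693 to 1223 genes rising, 941 to 1908 falling, 249 to 476 dependent, 193 to 329 lower and 303 to 528 higher in KO cells at D-3, 338 to 585 lower and 884 to 1768 higher at D2, and 119 to 166 increased and 45 to 81 decreased in cKO cells. Of the log2 changes of single genes, 368 stayed within their counting interval and 28 moved, of which 12 did so with size factors, 12 with TMM factors and 4 with a pseudocount of 1. The largest of these shifts was 0.55, with a pseudocount of 1. The sign changed for 5 log2 changes with TMM factors, 3 with size factors and 1 with thinned reads. Size factors shifted the median of all genes from D-3 to D2 in control cells by -0.10.

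The medians of 2 gene lists were recomputed under the alternatives that apply to them. The other SWI/SNF subunits ran from -0.21 to -0.14 in KO cells at D-3 and from -0.15 to -0.10 at D2, and the adipocyte and lipid list from -1.89 (17 genes expressed, with size factors) to -1.72 (15 genes, with an RPKM above 1 in both libraries) in KO cells at D2 and from -0.19 to -0.15 over 18 genes in cKO cells.

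Depth limits the calls of genes with low RPKM. An RPKM of 1 on a transcript of 1 kb stands for 12.9 to 15.6 reads in the immortalized cells, and the counts without a filter include genes below that.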

Differences from the paper's values

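In this part a gap counts as closed when the value lies within 1.5 times the paper's. The paper gives 0.4% of genes as increased in *Pbrm1* cKO cells at D7, against 1.18% here. Among the alternatives set before the data were examined, an RPKM above 1 in both libraries (0.469%), a pseudocount of 1 (0.332%) and an interval wholly past the cutoff (0.423%) closed the gap. An RPKM above 1 in any library (1.18%), no filter (7.11%), cutoffs of 2 (2.00%) and 3 (0.655%), a pseudocount of 0.1 (0.987%), at least 20 reads (1.05%), every transcript (1.03%), TMM factors (1.25%), size factors (1.25%) and thinned reads (1.20%) did not.

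The paper's pie chart shows about 47 increased genes in Supplementary Fig. 3h, read by eye, against 142 here. An RPKM above 1 in both libraries (54), a pseudocount of 1 (40) and an interval wholly past the cutoff (51) closed the gap, and the other alternatives set before the data were examined did not.

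The paper's chart shows about 40 decreased genes in Supplementary Fig. 3h, read by eye, against 64 here. A cutoff of 3 (33), a pseudocount of 0.1 (47), at least 20 reads (45), TMM factors (55) and size factors (56) brought the number within 1.5 times the paper's. An RPKM above 1 in both libraries (19), in any library (64), no filter (1434), a cutoff of 2 (123), a pseudocount of 1 (11), an interval wholly past the cutoff (13), every transcript (81) and thinned reads (71) did not.

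The paper states that the other SWI/SNF subunits keep their expression without SMARCB1, while *Actb* had a log2 ratio of KO to control of 1.57 at D2. The paper describes the induction of adipocyte marker genes as blocked in KO cells, while from D-3 to D2 in these cells the log2 change was 5.91 for *Fabp4*, 3.63 for *Cebpa* and 0.22 for *Pparg*.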

Other observations

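All tests in this part were chosen only after the results were seen.

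Adipocyte RNA rose in *Smarcb1* KO cells, though less than in control cells. A candidate explanation is that cells that kept Smarcb1 make all of it. The induced adipocyte genes of both lists would then stand near the percentage of control of *Smarcb1* itself, which was 17.9% at D2. The intervals of 6 of the 29 genes overlapped that of *Smarcb1*, while 14 lay below and 9 above it, from 1.24% for *Cd36* to 58.0% for *Scd1*, with a median of 13.7%. The percentages thus differ more between genes than 1 share of such cells would give. RNA already present at D-3 adds to some of them, and the *Smarcb1* reads may include RNA from the deleted allele, so a contribution from such cells is not excluded.

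Macrophage genes were higher in *Pbrm1* cKO cultures, while the interferon-response list had a median log2 ratio of 0.04, at percentile 80.2 of random lists. All 16 expressed genes of a macrophage list were higher under each scaling, with a median log2 ratio of 1.49, at percentile 100. Of the 142 increased genes, 52.1% (74) had an RPKM below 0.2 in all 4 libraries of the immortalized line, against 2.73% of expressed genes and 26.6% of the decreased genes. RNA from macrophages in the primary cultures is a possible explanation for part of the increased genes, of which 12 are on the macrophage list. Whether the other genes near 0 in the immortalized line come from macrophages was not tested. The 3 macrophage-list genes expressed at D-3 in the immortalized line were also higher in *Smarcb1* KO than in control cells under each scaling (*Lyz2* from 1 to 31 reads, *Laptm5* from 0 to 34 and *Cd14* from 49 to 64), so a rise of such genes is not by itself evidence of macrophages. A different mix of sexes in the 2 cultures is also possible. Of the 206 changed genes 7 lie on the X or Y chromosome. In cKO cells 4 genes on the Y chromosome were higher under each scaling, by log2 ratios of 0.32 to 1.04, below the cutoff. *Xist* had an RPKM of 41.4 in control and 22.4 in cKO cells. Both are the directions that a larger share of male cells in the cKO culture would give. Whether such a difference accounts for other changed genes was not tested.

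The lipogenic transcription factors and enzymes were lower in cKO cells, in 9 of 10 genes, or in 7 under TMM factors and 8 under size factors. A smaller share of adipocyte RNA is not excluded. The 4 adipogenesis markers had a median log2 ratio of 0.19, with *Pparg* at -0.33. The 20 genes of the fat list had a median of -0.20 (percentile 0.08), with 11 lower, and 6 brown fat genes of -0.36 (percentile 0.91), with 5 lower, each with the same counts under TMM factors and size factors. After subtracting the median of genes of similar length the lipogenic median was -0.31. For all 18 genes of the adipocyte and lipid list that step gave -0.10, against -0.19 before it. The same step for GC content gave a lipogenic median of -0.38. Over the expressed genes, the median log2 ratio differed between quartiles of GC content by 0.01, against a lipogenic median of -0.43 before these steps. This argues against GC content as the source of the whole shift, while a part from length or GC content is not excluded. With 1 library per genotype, an effect of PBRM1 on these genes cannot be told apart from a smaller share of adipocyte RNA or from a difference between single cultures.

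A list of 10 cell cycle genes had a median log2 ratio of KO to control of -0.43 at D-3, at percentile 0 of random lists, and of -0.31 at D2, at percentile 14.1 and inside their central 95% (-0.49 to 0.35). All 10 were lower at both days under each scaling. The 7 genes of the list of MLL proteins and their partners had a median of -0.42 in *Pbrm1* cKO cells (percentile 0.11), with 6 of 7 lower under each scaling. No explanation was tested for these lists.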
